# Focal white matter lesions drive grey matter inflammation and synapse loss

**DOI:** 10.1038/s41586-026-10414-w

**Published:** 2026-04-22

**Authors:** Omar de Faria, Stavros Vagionitis, Andrea Lopez-Lopez, Michael Perry, Joseph Jo Yin Wong, Leslie Rodríguez-Kirby, Bastien Hervé, Balazs Viktor Varga, Eneritz Agirre, Sabrina Ghosh, Sebastian Timmler, Mert Yucel, Andrew T. Setley, Kimberley Anne Evans, Tanja Mist Birgisdóttir, Sindri Gíslason, Yan Ting Ng, Courtney Kremler, Helene O. B. Gautier, Yasmine Kamen, Helena Pivonkova, Katrin Volbracht, Felix Hildebrand, Christian A. Cepeda, Javier Rueda-Carrasco, Soyon Hong, George Malliaras, Sabine Dietmann, Gonçalo Castelo-Branco, Ragnhildur Thóra Káradóttir

**Keywords:** Multiple sclerosis, Alzheimer's disease, Neuroimmunology

## Abstract

Focal white matter lesions occur in most neurodegenerative disorders^1–3^. Despite occurring early in disease, white matter lesions are considered to be independent of, or secondary to, grey matter neuroinflammation, synapse loss and altered neuronal activity^4–7^. Notably, their functional effect on neuronal circuits remains understudied. To address this, we generated a focal white matter lesion in the rat brain within a clinically relevant, anatomically well-defined circuit, in which these lesions occur in many neurodegenerative disorders^8–10^. Here we show that focal white matter lesions evoke transient neuronal activity changes and microgliosis, with subsequent synapse loss and increased microglial engulfment in the grey matter, which is reversed if myelin regeneration completes. Grey matter microgliosis is often considered to be detrimental; however, we show that it is an integral part of regeneration and is conserved across three distinct mouse circuits and lesioning methods. Preventing these transient changes in the grey matter blocks myelin regeneration in the white matter. Conversely, inducing myelin regeneration failure leads to chronic grey matter neuroinflammation. This recapitulates the low-grade inflammation considered to be a dominant mechanism underlying neurodegeneration^7,11,12^. Our findings reveal a form of regenerative plasticity coupling white matter integrity to grey matter function, which may underlie multiple neurodegenerative conditions, and highlight the potential of targeting myelin regeneration to prevent chronic neuroinflammation.

## Abstract (web summary)

A transient grey matter microgliosis is required for remyelination, the failure of which results in a chronic neuroinflammatory state seen in neurodegenerative disorders.

## Main

Focal white matter lesions accumulate with age in the central nervous system (CNS) and, in neurodegenerative conditions, their number correlates with cognitive and physical impairment^1–3,13^. Multiple sclerosis (MS) is a demyelinating disorder characterized by white matter demyelinating lesions^1,7^. Grey matter microgliosis, and synaptic and neuronal functional loss, also occur; however, they are considered independent of lesions and lead to irreversible neurodegeneration, thought to be the dominant mechanism underlying disability progression^5,7^. Neurodegeneration in MS is characterized by low-grade inflammation and ineffective myelin regeneration^7,14^. This is common in other neurodegenerative conditions, such as dementia, Alzheimer’s disease and Parkinson’s disease^1–4^, in which white matter lesions occur early in disease but have been traditionally considered secondary to neuronal loss. However, recent evidence indicates that dysfunctional myelin may affect microglial and neuronal function in mouse models of Alzheimer’s disease^15–17^.

Neurodegenerative disorders, including MS, result in considerable personal, societal and economic burdens, and there are currently no fully effective treatments preventing progression. Changes in neuronal activity^6,18^, microglial activation in the grey matter and synapse engulfment^5,18^ occur in models of diffuse demyelination, and synapse loss and microgliosis are also detected in postmortem tissues from people with MS^5,7,19^ and other neurodegenerative disorders^11^. The observed grey matter changes are often considered independent of the demyelinating injury^5,6,18^, potentially due to the anatomical separation, despite total brain volume loss and cognitive decline correlating with white matter lesion burden^13,20^. The effect of focal white matter lesions on neuronal function and grey matter inflammation remains unclear despite these lesions being a common hallmark of age-related neurodegenerative disorders.

To address this, we induced a focal white matter lesion in an anatomically well-defined circuit and found that it evoked transient and localized grey matter inflammation, synaptic loss and altered neuronal activity, that resolved after white matter regeneration. In contrast to current notions, we found that focal white matter lesions are not secondary to nor independent of, but instead are drivers of, neuronal dysfunction, synapse loss and grey matter inflammation. Rather than being detrimental, these transient effects are an integral part of the regenerative process, with failure leading to ongoing chronic inflammation. This reflects a form of neural plasticity that ensures neuronal health and supports regeneration through coordinated grey–white matter interactions, reframing our understanding of how the nervous system orchestrates regeneration.

## Mapping the circuit after a focal white matter lesion

To investigate functional implications of focal white matter lesions for neuronal circuits, we chose the well-defined olivocerebellar circuit for its anatomical separation of afferent and efferent white matter tracts (Fig. 1a). White matter lesions occur in this circuit in MS and other neurodegenerative disorders, such as Alzheimer’s disease, dementia and Parkinson’s disease, and correlate with executive and cognitive deficits^8–10^. We induced a focal white matter lesion in the caudal cerebellar peduncle (CCP) by stereotaxically injecting 0.01% ethidium bromide (EtBr)^21^. The temporal sequence of events within the lesion is well characterized: oligodendrocyte damage and demyelination occur within 3 days post-lesion (d.p.l.), oligodendrocyte precursor cell (OPC) recruitment at 3–7 d.p.l., differentiation into myelinating oligodendrocytes (OLs) at 14 d.p.l. and remyelination by 28 d.p.l.^21^. Axonal integrity is preserved: demyelinated axons conduct action potentials^21^ with no significant reduction in the proportion of conducting axons, and ultrastructural analysis reveals unchanged axonal density compared to unlesioned CCP (Extended Data Fig. 1h–j). To trace neuronal cell bodies of demyelinated axons, we injected retrograde dye (for example, Fast Blue) into the CCP, revealing that labelled axons originate from calbindin^+^ projection neurons in the inferior olive (IO; 64.1 ± 5.9% IO neurons), a nucleus in the medulla 3.5 mm from the lesion (Fig. 1a and Extended Data Fig. 1a,b). Anterograde dye (for example, dextran) injection into the IO confirmed calbindin^+^ projection neurons project through the CCP (Extended Data Fig. 1c,d). After lesioning, no loss or damage of IO calbindin^+^ neurons was detected (Extended Data Fig. 1e–g,w–a′). This model provides a clear in vivo reductionist approach to dissect the consequences of white matter lesions on circuit function.

**Fig. 1:**
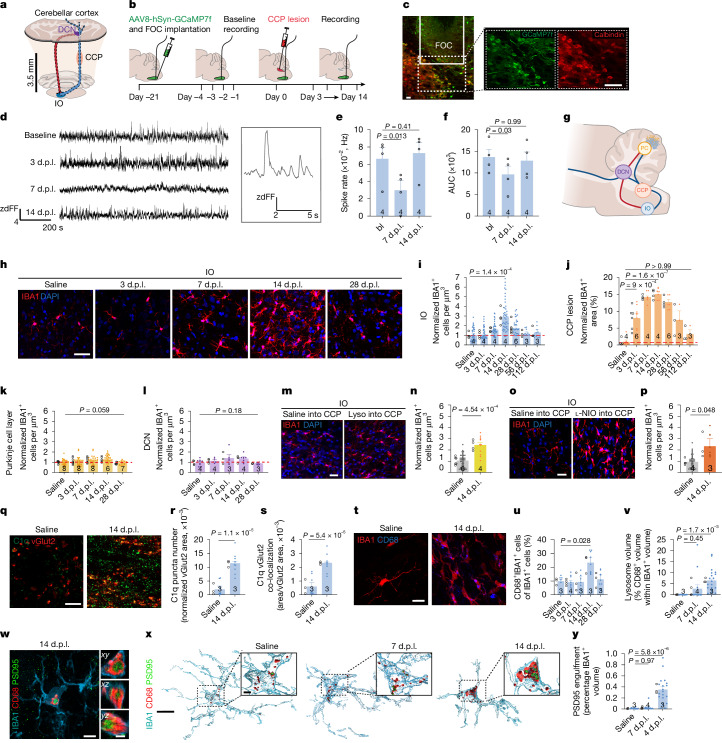
Focal white matter lesions evoke changes in the olivocerebellar circuit. **a**, Focal demyelinating lesions (CCP; red oval) 3.5 mm from the IO (blue circle). Afferent (blue) and efferent (red) fibres run along distinct white matter tracts. **b**, The in vivo fibre photometry recording strategy. **c**, Fibre optic cannula (FOC) placement above GCaMP7f-expressing (green) calbindin^+^ (red) IO neurons confirmed for all rats. *n* = 4 rats. **d**, Fibre photometry recordings (left). Right, enlarged peak. zdFF, *z*-scored delta calcium-dependent fluorescence, calcium-independent fluorescence. **e**,**f**, Reduced spike rate (**e**) and area under the curve (AUC) (**f**) at 7 d.p.l. bl, baseline. **g**, Anatomical regions of the olivocerebellar circuit. Blue, excitatory projections; red, inhibitory projections. **h**–**l**, Imaging (**h**) and quantification (**i**–**l**) showing that IBA1^+^ density increases in the IO (**i**) and lesion (**j**) after focal demyelination but is unchanged in the Purkinje cell layer (**k**) and DCN (**l**). **m**–**p**, CCP lysolecithin (lyso) (**m**,**n**) or L-NIO (**o**,**p**) injection increases the microglial density in the IO (**n**,**p**). **q**–**s**, Immunostaining for C1q (green) and vGLUT2^+^ (red) (**q**) reveals increased C1q^+^ puncta (**r**) and C1q^+^–vGLUT2^+^ co-localization (**s**) at 14 d.p.l. in the IO. **t**–**v**, Immunostaining (**t**) and quantification of IBA1^+^ (red) CD68^+^ (blue) cells (**u**) and microglial lysosome volume (**v**). **w**–**y**, Representative immunostaining (**w**; *n* = 3), 3D reconstruction (**x**) and quantification of engulfed PSD95 (green) within CD68^+^ microglial lysosomes (**y**). Insets: magnified areas. The closed circles represent individual nested measurements: images (**i**–**l**,**n**,**p**,**r**,**s**,**u** and **v**) or cells (**y**) from *n* rats, indicated on the bars. Open circles indicate the rat means. *P* values were calculated using repeated-measures one-way analysis of variance (ANOVA) with Bonferroni post hoc comparisons (**e** and **f**), nested one-way ANOVA with Bonferroni post hoc comparison (**i**–**l**,**u**,**v** and **y**) or nested two-sided *t*-tests (**n**,**p**,**r** and **s**). ANOVA *P* values are provided as Source data. Data are mean ± s.e.m. Scale bars, 2 μm (**w** (right) and **x** (top)), 3 μm (**q**), 5 μm (**w** (left)), 10 μm (**x** (bottom)), 20 μm (**t**), 25 μm (**h**,**m** and **o**), 40 μm (**c** (left)) and 100 μm (**c** (right)). Source data

## Neuronal activity transiently decreases after lesion

Neuronal activity is important for myelin regeneration^21,22^, but a direct link to focal white matter lesions has not been investigated. To test this, we transduced demyelinated IO neurons (Fig. 1b) with the calcium indicator GCaMP7f (AAV8-hSyn-GCaMP7f; 96.3 ± 1.4% GCaMP7f^+^ IO cells are calbindin^+^). We used in vivo photometry to record calcium changes in the IO as a proxy for action potential firing^23^, in freely moving rats before and every 2–4 days after CCP lesioning, throughout the regenerative process (Fig. 1c,d). Our data show a transient 60% decrease in firing rate after lesion, reaching the lowest levels at around 7 d.p.l. (Fig. 1e,f). This reduction is unlikely to be due to dysregulated metabolism or cell death, as ATP depletion initially increases neuronal activity^24^. Nor can long-term suppression be explained by homeostatic responses of this negative feedback circuit, as reduced climbing fibre (CF) input to Purkinje cells causes IO disinhibition^25^. By the onset of remyelination, IO neuronal activity returns to pre-lesion levels (Fig. 1e,f), indicating a transient adaptive neuronal response to focal demyelination.

## Cellular changes in the circuit following lesion

After peripheral nerve injury, we and others have reported remote retrograde activation of CNS glia around neuronal somata of injured peripheral axons^26,27^. Grey matter gliosis has also been described in diffuse demyelination and experimental acute encephalomyelitis^5–7,18^. However, it remains unclear whether a focal white matter demyelinating injury that leaves neurons functionally intact can elicit grey matter glial cell changes. To address this, we used the anatomically defined olivocerebellar circuit to map glial changes downstream (cerebellar cortex Purkinje cell layer, deep cerebellar nuclei (DCN)), and upstream (IO), before and after lesioning the CCP (Fig. 1g). We detected no significant changes in glial fibrillary acidic protein (GFAP), expressed in CNS astrocytes and Bergmann glia, and elevated in astrogliosis^28^, around CF–Purkinje-cell terminals, the DCN or the IO (Extended Data Fig. 1k–n). By contrast, microglial density (quantified as cells positive for IBA1)^29^ increased at 7 d.p.l., peaking at 14 d.p.l. with a threefold increase in the IO compared with in unlesioned rats (Fig. 1h,i). No significant changes were detected in adjacent medullary regions, CF–Purkinje cell terminals or the DCN (Fig. 1k,l and Extended Data Fig. 1o–q), demonstrating localized responses around IO neurons (Extended Data Figs. 2d and 8b). This grey matter microgliosis, evoked by focal white matter demyelination, followed the inflammation within the lesion and resolved after remyelination (Fig. 1i,j and Extended Data Fig. 1q,r).

## Grey matter microgliosis across lesion models

The observed grey matter inflammation is not specific to demyelinating agent, circuit or species. Focal CCP demyelination with EtBr, lysolecithin or by focal blood vessel occlusion, using endothelial nitric oxide synthase inhibitor *N*^5^-(1-iminoethyl)-L-ornithine (L-NIO)^30^, mimicking hypoxic white matter focal injury in age and neurodegenerative disease, all equally increase IO microglial density at 14 d.p.l. (Fig. 1m–p). Nor is the microglial response unique to the olivocerebellar circuit, or rats, as similar changes are detected in the mouse cortex after a lysolecithin-induced corpus callosum lesion, in the hippocampus after cingulum lesioning and in the IO after EtBr injection into the mouse CCP (Extended Data Fig. 2). After remyelination, microglial density returns to control levels throughout the circuit, although a non-significant elevation persists in the CCP (Fig. 1j). This transient grey matter microglial response around demyelinated neurons represents a generic microglial response to focal white matter lesions that resolves after remyelination.

## Synapse loss at dendrites of demyelinated neurons

Synapse loss alongside grey matter microgliosis has been reported in MS post-mortem tissue and animal models, reminiscent of changes detected in dementia^7^. To determine whether focal white matter lesions evoke grey matter synapse loss, we quantified post-lesion synapse numbers across the circuit. No changes were detected at CF–Purkinje-cell terminals (excitatory) (Extended Data Fig. 1s,t) or at Purkinje–DCN synapses (GABAergic) (Extended Data Fig. 1s,u). By contrast, excitatory synapses on calbindin^+^ IO neurons transiently decreased (Extended Data Fig. 1s,v). This coincided with increased complement component 1q (C1q) deposition at synaptic terminals (Fig. 1q–s), a key component of the complement pathway reported to regulate microglial synaptic engulfment^31^, and with an elevated fraction of CD68^+^ microglia displaying enlarged lysosomes (Fig. 1t–v) containing excitatory synaptic material (Fig. 1w–y and Supplementary Videos 1–3). IO excitatory synapses were transiently and partially lost at 14 d.p.l., before returning to control levels at 28 d.p.l. (Extended Data Fig. 1v), when remyelination completes.

## Distinct transcriptional changes within the circuit

To gain further insights into how focal white matter lesions cause these changes, we used spatial transcriptomics using deterministic barcoding in tissue (DBiT-seq)^32^. This enables simultaneous analysis of cellular transcripts in demyelinating lesions in the CCP and the associated IO (Fig. 2a).

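DBiT-seq crosses 2 sets of microfluidic lanes over a tissue section, so that each crossing is a pixel whose transcripts carry their own pair of barcodes and are counted as unique molecular identifiers (UMIs). The libraries analysed here came from 12 rats: 4 controls injected with saline, 4 rats at 7 d.p.l. and 4 rats at 14 d.p.l. Each chip held 1 section with the CCP and 1 section with the IO on a grid of 100 by 100 lanes. The authors counted the reads against the rat genome mRatBN7.2 with Cell Ranger and deposited raw UMI counts of 34034 genes in 10000 barcode pairs, with no correction for clogged lanes, beside the grid positions that lie over tissue. A library held 27048500 to 31254000 UMIs in controls, 27899200 to 48911200 at 7 d.p.l. and 32849200 to 46493500 at 14 d.p.l.. The UMIs per tissue pixel were 3434 ± 346 (mean ± SD, n = 4) in controls, 4882 ± 1209 (n = 4) at 7 d.p.l. and 4370 ± 632 (n = 4) at 14 d.p.l. Depth did not differ between groups past 0.05 in a two-sided exact permutation test (p = 0.1 at 7 d.p.l. and p = 0.0857 at 14 d.p.l. against controls). The gain passed at 7 d.p.l. without 7 d.p.l. replicate 1. At 14 d.p.l. it passed without 14 d.p.l. replicate 3 or with lanes of low counts left out. Equal depth is therefore not shown. The rat was taken as the replicate. UMIs were summed over the pixels of a region in each library, scaled by TMM and compared with edgeR's quasi-likelihood test, with p adjusted by Benjamini-Hochberg over all genes tested. The IO region was set from 8 genes of IO neurons, among them Calb1, Htr5b and Foxp2, and its pixels with a Calb1 UMI are called IO neuron pixels. Pixels that scored above 0.05 for Aif1, Csf1r, Maf and Spi1 are called microglia pixels. A pixel holds parts of several cells, so a value in either class also counts the transcripts of the cells around the named type.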

**Fig. 2:**
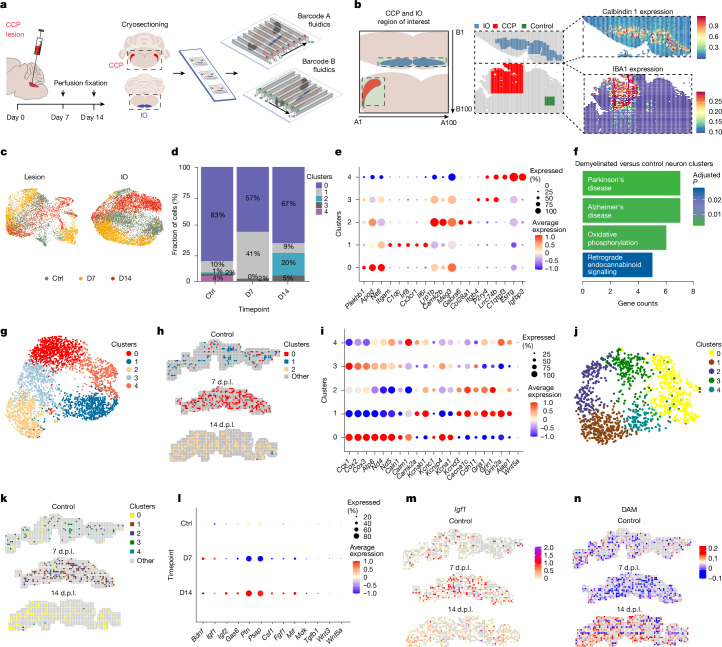
Spatial transcriptomics reveal distinct responses in the IO and lesion over time. **a**, The experimental strategy for DBiT-seq. **b**, Representative examples (*n* = 3 for lesions and *n* = 4 for the IO) of DBiT-seq spatial readout. Calbindin 1 expression was used to delineate the IO; IBA1 expression was used to identify the lesion. **c**, UMAP of pixels from lesion (left) and IO (right), coloured by timepoint. **d**, Lesion microglial cluster 1 is enriched at 7 d.p.l. and cluster 2 at 14 d.p.l. **e**, Differential gene expression (DGE) analysis of different microglial signatures in lesion microglial clusters. **f**, Gene Ontology (GO)-term analysis of genes differentially expressed between demyelinated and control IO neuron clusters reveals terms associated with Alzheimer’s disease, Parkinson’s disease and mitochondrial metabolism. **g**, Five neuronal clusters were identified by unsupervised clustering of calbindin 1^+^ pixels in the IO. **h**, IO neuronal cluster 0 is enriched at 7 d.p.l. and cluster 2 at 14 d.p.l. **i**, DGE analysis of different neuronal clusters in the IO. **j**, Five microglial clusters were identified by unsupervised clustering of microglial pixels in the IO. **k**, IO microglial clusters 1 and 2 are enriched at 7 d.p.l. and microglial cluster 0 at 14 d.p.l. **l**, DGE analysis of neuroprotective markers in the IO microglia over time. **m**, IGF1 expression is increased in IO microglia at 7 d.p.l. **n**, Expression of disease-associated microglia (DAM, reported previously^33^) genes is increased in the IO at 14 d.p.l. Data are from *n* = 3 (lesion analysis) and *n* = 4 (IO analysis) rats. GO-term analysis *P* values were derived from one-tailed Fisher’s exact tests with Benjamini–Hochberg false-discovery rate multiple-testing correction. Exact* P* values for the GO analysis are provided in Supplementary Table 1. Source data

### Microglia in focal demyelinated lesions

We identified pixels belonging to CCP lesions by IBA1 immunostaining of corresponding sections (total 6,271 pixels, from 9 CCPs; Fig. 2b,c). 

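The paper outlined lesions by hand on IBA1 staining, and those outlines are not used here. A window of 26 by 26 pixels was placed in each CCP section, controls included, where 12 genes of microglia and macrophages took the largest share of UMIs. Among them, Aif1 encodes IBA1, Cd68 encodes a lysosomal protein of phagocytes and C1qa encodes part of the first complement component. Windows in 11 libraries held 6569 pixels. The section of 14 d.p.l. replicate 4 had no window with at least 80% tissue (51.8% at most), so lesion values at 14 d.p.l. come from 3 rats. The 12 genes together reached 484 ± 196 CPM (counts scaled to a total of 1e+06; mean ± SD, n = 4) in control windows, 724 ± 549 (n = 4) at 7 d.p.l. and 646 ± 122 (n = 3) at 14 d.p.l. In the rest of the CCP section they reached 299 ± 44.7, 283 ± 94.9 and 449 ± 70.0 CPM. The total includes the 2 mitochondrial rRNAs, which took 31.9% of UMIs in the CCP section at 7 d.p.l. and 9.77% in controls. This lowers the CPM at 7 d.p.l., so no lack of a rise can be read from these CPM. The ratio of window to surroundings was 1.6 ± 0.50 in controls, 2.33 ± 0.989 at 7 d.p.l. and 1.45 ± 0.288 at 14 d.p.l., and neither time point differed from controls beyond the spread between rats (two-sided exact permutation test, p = 0.2 and p = 0.771). The highest ratio, 3.79, was that of 7 d.p.l. replicate 2, and Control replicate 4 reached 2.34. A window is placed where these genes peak, so a control window marks a peak and no lesion. No measure here shows that the window of a lesioned rat holds its lesion, and the values called lesion values are those of this window.

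**Figure D1:**
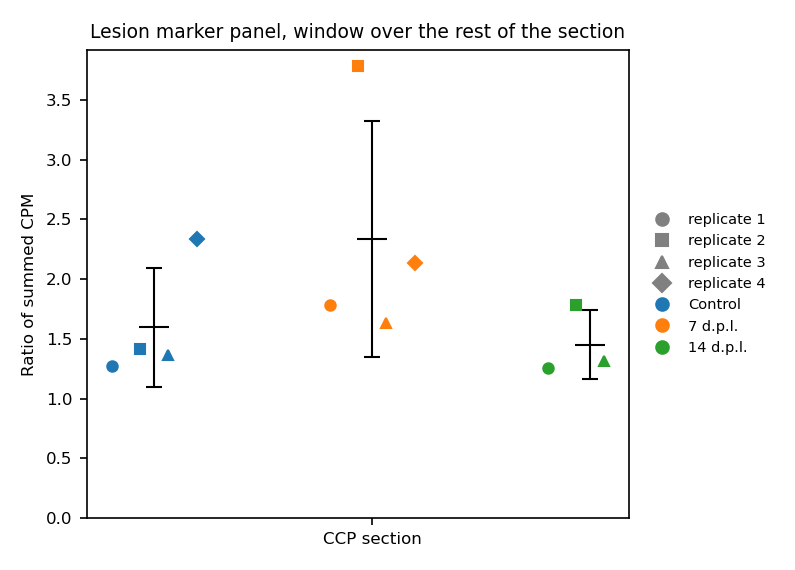
Ratio of the summed CPM of 12 microglia and macrophage genes in the lesion window to that in the rest of the CCP section (vertical axis), by group (horizontal axis). Each point is 1 library, black bars are means and error bars are SDs; controls span 1.27 to 2.34, rats at 7 d.p.l. 1.64 to 3.79 and rats at 14 d.p.l. 1.25 to 1.78.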

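Microglia pixels of the lesion windows were chosen by Aif1, Csf1r, which encodes a receptor that microglia need to survive, and Maf and Spi1, which encode transcription factors of the myeloid line. There were 1853 such pixels in 11 libraries, with 80 to 169 in a control, 169 to 286 at 7 d.p.l. and 119 to 162 at 14 d.p.l. They made up 23.8% ± 6.91 (mean ± SD, n = 4) of the window in controls, 35.6% ± 11.2 (n = 4) at 7 d.p.l. and 24.7% ± 4.26 (n = 3) at 14 d.p.l. The difference from controls was within the spread between rats at 7 d.p.l. (two-sided exact permutation test, p = 0.143) and at 14 d.p.l. (p = 0.943). With each pixel thinned to 1000 UMIs in all, mitochondrial rRNAs included, the shares were 20.7% ± 4.56, 23.3% ± 9.82 and 21.3% ± 4.87. Outside the window, 18.3% of CCP section pixels passed the same score in controls, 24.0% at 7 d.p.l. and 23.2% at 14 d.p.l. The genes P2ry12, Tmem119 and Cx3cr1, which homeostatic microglia express, gave 1249 pixels.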

Within these lesions, we analysed pixels containing microglial signatures (positive for *Aif1*,* Maf*,* Csf1r*,* Spi1*; 2,874 pixels identified), revealing five microglial clusters (Fig. 2d and Extended Data Fig. 3a,b,e), some resembling previously identified clusters in focal demyelinating lesions^32^ (Extended Data Fig. 3g). 

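At 7 d.p.l., no gene passed an adjusted p of 0.05 between lesion microglia pixels and the microglia pixels of control windows (0 of 9781 genes with edgeR, 785 at an unadjusted p under 0.05, 14 past the threshold with DESeq2, 106 with no filter on low counts and 7 with a window of 32 by 32 pixels). The count was 1 without 7 d.p.l. replicate 1, and scaling by library size alone called 1 gene higher and 31 lower, with the median gene moved by -0.28 on the log2 scale. Igf1, a growth factor released by microglia, stood at 191 ± 153 CPM (SD, n = 4) at 7 d.p.l. and 47.4 ± 48.6 (n = 4) in controls, a log2 fold change of 1.95 (standard error 0.70, adjusted p = 0.559 from edgeR, with a range of 1.56 to 3.13 as single libraries were left out). C1qc, a complement gene, had a log2 fold change of 1.25 (adjusted p = 0.672, range 0.39 to 1.93), Irf8, a transcription factor of myeloid cells, 0.83 (adjusted p = 0.771, range 0.34 to 2.14), and Il6r, a cytokine receptor, 0.73 (adjusted p = 0.658, range 0.32 to 0.97). Cx3cr1, the fractalkine receptor, had 0.53 (adjusted p = 0.808, range 0.13 to 1.37) and Itgam, an integrin of phagocytes, 0.38 (adjusted p = 0.9, range -0.54 to 1.28), so single libraries move each of these values. Of the 5 genes that the paper marks for cluster 1 in Fig. 2e, none passed, also when adjusted over the list alone, and their median was 0.73. Of 74 nuclear genes of oxidative phosphorylation, none passed over all genes and 7 were lower when adjusted over the list alone, with a median of -0.38 (camera, adjusted p = 0.0212 with an estimated correlation). The smallest p among them were those of Cox7b (log2 fold change -0.94, adjusted p = 0.33) and Uqcrb (-0.93, adjusted p = 0.33), which encode subunits of complexes IV and III. Other lists moved with them: 21 of 47 ribosomal protein genes were lower when adjusted over the list alone, and the 14 markers of myelinating oligodendrocytes had a median of -0.66 (camera, adjusted p = 0.826 for both with an estimated correlation). In the whole window, 26 of 13560 genes passed at 7 d.p.l., 4 higher and 22 lower (edgeR; 107 with DESeq2, 0 and 65 with windows of 20 by 20 and 32 by 32 pixels, 1152 in the whole CCP section and 1 with the replicate number as a block). Scaling by library size alone, which moved the median gene by -0.31, called 12 higher and 1116 lower. Timp2, an inhibitor of metalloproteinases, rose by 0.85 on the log2 scale (adjusted p = 0.0413) and Snrpd3, a splicing factor, by 0.86 (adjusted p = 0.0461), and neither passed when scaled by library size alone. The other 2 are unnamed loci, chosen after their values were seen: LOC120099695 stood at 320 CPM against 2.34 in controls (adjusted p = 0.0359) and LOC120102105 at 265 CPM against 85.9 (adjusted p = 0.0464). Lower genes included the respiratory chain subunits Ndufa1 (-0.89, adjusted p = 0.0367), Cox7c (-0.77, adjusted p = 0.0458) and Atp5mf (-0.69, adjusted p = 0.0413), and Ndrg2, a gene of astrocytes (-1.17, adjusted p = 0.0454). Of 26 genes of disease-associated microglia (DAM), Timp2 alone passed over all genes (1 higher and 1 lower when adjusted over the list alone), with a median of 0.90 (camera, adjusted p = 0.714 with an estimated correlation). Of 75 nuclear genes of oxidative phosphorylation, 3 were lower over all genes (35 when adjusted over the list alone, median -0.34). Of 47 ribosomal protein genes, none was lower over all genes (23 when adjusted over the list alone, median -0.54). The median was -0.56 for markers of myelinating oligodendrocytes and 0.33 for neuron markers. None of these lists passed camera with an estimated correlation (adjusted p = 0.392 for oxidative phosphorylation and 0.714 for the others). Cd68 had a log2 fold change of 2.40 (adjusted p = 0.36, with a range of 0.71 to 3.07 as single libraries were left out) and Mbp, a myelin protein gene, -0.81 (adjusted p = 0.38), both chosen after their values were seen. Cd68, C1qc and Cx3cr1 are among the genes that place the window, which sets their values in part. The calls of Timp2, Snrpd3, Ndrg2, Ndufa1, Cox7c and Atp5mf ended without any 1 of the 10 libraries other than 14 d.p.l. replicates 3 and 4, and those of the unnamed loci without 9 of them. The count of 26 rests on single libraries: it was 0 without Control replicate 1, 3 or 4 or without 7 d.p.l. replicate 2 or 4, 2 without 14 d.p.l. replicate 2, 3 without Control replicate 2, 4 without 7 d.p.l. replicate 3, 7 without 14 d.p.l. replicate 1, 9 without 7 d.p.l. replicate 1 and 64 without 14 d.p.l. replicate 3.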

Cluster 1, a pro-inflammatory and phagocytotic-like cluster, predominates at 7 d.p.l. (Fig. 2d,e and Extended Data Fig. 3e,g,j), when myelin removal nears completion and OPC proliferation peaks. At 14 d.p.l., when OPC differentiation begins, cluster 2 becomes prominent, resembling a previously defined neuron and myelin supportive microglial cluster^32^ (Fig. 2d,e and Extended Data Fig. 3g,i). 

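At 14 d.p.l. (n = 3 rats), no gene passed in the lesion window against controls (0 of 13560 genes with edgeR, 1463 at an unadjusted p under 0.05, 113 with DESeq2, 34 with no filter on low counts, 35 with a window of 32 by 32 pixels and 1455 in the whole CCP section), and leaving out 7 d.p.l. replicate 2, which feeds the shared spread, gave 29 and leaving out 14 d.p.l. replicate 3 gave 1. In lesion microglia pixels none passed against controls (905 at an unadjusted p under 0.05, 11 with DESeq2, 260 with no filter on low counts, and 1 without 7 d.p.l. replicate 2) or against 7 d.p.l. (1249 at an unadjusted p under 0.05, 46 with DESeq2, 391 with no filter on low counts and 176 with a window of 32 by 32 pixels). Gabra6, a GABA receptor gene of cerebellar granule cells, had a log2 fold change of 2.46 from 7 to 14 d.p.l. (standard error 0.66, adjusted p = 0.198 from edgeR). Of 4 granule cell markers tested there, Gabra6 among them, 2 were higher when adjusted over the list alone (median 1.56; camera, adjusted p = 0.149 with an estimated correlation). Against controls the same markers had a median of 1.30 in the window (5 of 7 higher when adjusted over the list alone) and 1.73 in the CCP section outside it (3 of 8), and with an estimated correlation neither passed (adjusted p = 0.858 and 0.786). That section held 741 to 2403 pixels at 14 d.p.l. and 3230 to 3964 at 7 d.p.l. Igf2, a growth factor also made by meninges, had 3.13 (adjusted p = 0.221) with a range of -0.28 to 3.67 as single libraries were left out. Apod, which encodes a lipid carrier of glia, stood at 1137 ± 654 CPM (SD, n = 3) at 14 d.p.l. and 348 ± 128 (n = 4) at 7 d.p.l. (log2 fold change 1.72, adjusted p = 0.167 with edgeR and 0.0116 with DESeq2). Meg3, a long non-coding RNA of neurons, had -0.27 (adjusted p = 0.826, and 0.08 when scaled by library size alone), Lrp1b, a lipoprotein receptor gene, -0.08 (adjusted p = 0.964, and 0.27 when scaled by library size alone) and Camk2b, a synaptic kinase gene, -0.41 (adjusted p = 0.62). Of the 4 genes tested that the paper marks for cluster 2 in Fig. 2e, none passed over all genes and 1 was higher when adjusted over the list alone, which is not independent evidence for genes picked from these libraries. From 7 to 14 d.p.l., 28 of 74 nuclear genes of oxidative phosphorylation were higher when adjusted over the list alone, with a median of 0.51 (camera, adjusted p = 0.0154 with an estimated correlation), led by Ndufa13 (1.23, adjusted p = 0.12) and Ndufb11 (1.22, adjusted p = 0.17) of complex I. When adjusted over the list alone, 5 of 47 ribosomal protein genes were higher (median 0.55) and 7 of 12 neuron markers lower (median -0.74). No member passed over all genes, and neither list passed camera with an estimated correlation (adjusted p = 0.536 each). When scaled by library size alone, 287 genes were called higher and 9 lower from 7 to 14 d.p.l., with the median gene moved by 0.32. The count of 0 from 7 to 14 d.p.l. became 1 without 7 d.p.l. replicate 1 or 14 d.p.l. replicate 2, and 146, with Gabra6, Apod and Ndufa13 among those named above, without 14 d.p.l. replicate 3. Against controls, all 12 fibroblast markers tested in lesion microglia pixels were higher at 14 d.p.l. when adjusted over the list alone, with a median of 2.65 (camera, adjusted p = 0.902 with an estimated correlation). In the CCP section outside the window these markers changed by a median of 2.73 in 14 d.p.l. replicate 3 and by 0.91 and 0.53 in the other rats. In the window, Col3a1 had a log2 fold change of 2.25 (adjusted p = 0.21, with a range of 1.10 to 2.64 as single libraries were left out) and Ptgds, an enzyme of prostaglandin synthesis made by meninges and oligodendrocytes, 2.42 (adjusted p = 0.21, range 1.81 to 2.67).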

The similarities to previous data, despite differences in lesion induction, brain regions, white matter tract and species, further demonstrate that, independent of how focal white matter lesions occur, there are common cellular responses that initiate myelin clearing, OPC proliferation and differentiation that are necessary for myelin regeneration.

### Focal white matter lesions evoke transcriptional changes in the IO

We further investigated the changes in the IO, focusing on neurons and microglia, as these showed significant changes in our physiological and histological data (Fig. 1), and followed demyelination and regeneration in the lesion.

IO neurons were identified by calbindin^+^ pixels (3,442 out of 10,864 pixels representing the IO region; Fig. 2b,c and Extended Data Fig. 4a). 

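Calb1, which encodes the calcium buffer calbindin, was counted in 3151 of the 11338 pixels allocated here to the IO region of 12 libraries. The share of IO pixels with a Calb1 UMI was 28.0% ± 7.67 (mean ± SD, n = 4) in controls, 34.4% ± 7.77 (n = 4) at 7 d.p.l. and 19.6% ± 2.61 (n = 4) at 14 d.p.l. It fell by 14.9 percentage points from 7 to 14 d.p.l., with no overlap between rats (two-sided exact permutation test, p = 0.0286, the smallest that 4 rats against 4 allow, and 0.171 adjusted over 24 tests), and the call ended without any 1 of the rats at 14 d.p.l. With 1 rat left out the test has 35 assignments, so a single other assignment as large ends a call, also where groups stay apart. The fall stayed between -18.6 and -12.7 percentage points as single libraries were left out. Neither time point differed from controls past 0.05 (exact permutation test, p = 0.314 at 7 d.p.l. and p = 0.114 at 14 d.p.l.). With each pixel thinned to 1000 UMIs, the shares were 7.76% ± 1.81, 9.13% ± 0.972 and 5.39% ± 1.39, and the fall from 7 to 14 d.p.l. was 3.74 percentage points. In the medulla outside the IO, where most cells lack Calb1, 7.27% of pixels held a Calb1 UMI in controls, 11.1% at 7 d.p.l. and 5.94% at 14 d.p.l., so the background moved the same way. The IO neuron pixels of a library held 764229 to 2480409 UMIs in controls, 1183008 to 3718803 at 7 d.p.l. and 1142346 to 1881684 at 14 d.p.l.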

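No gene of a list of cell death and endoplasmic reticulum stress passed at 7 d.p.l. in IO neuron pixels (0 of 11 tested with edgeR, also when adjusted over the list alone, with a median log2 fold change of -0.13). Over all 12411 genes tested, 3007 had an unadjusted p under 0.05 and DESeq2 called 1000. Atf4, a transcription factor of the stress response, had 0.42 (adjusted p = 0.15). Of 10 genes of the response to axon injury, none passed over all genes and 3 were higher when adjusted over the list alone. Ecel1, a protease induced in injured neurons, had 0.60 (adjusted p = 0.068), Gap43, a growth cone protein gene, 0.44 (adjusted p = 0.091) and Jun, a transcription factor that injured neurons switch on, 0.07 (adjusted p = 0.83, and -0.33 when scaled by library size alone; chosen after its value was seen). Gap43 passed without 7 d.p.l. replicate 1 or 14 d.p.l. replicate 4, and Ecel1 without 14 d.p.l. replicate 3 or 4. At 14 d.p.l., Hspa5, a chaperone of the endoplasmic reticulum, rose by 0.63 on the log2 scale (adjusted p = 0.011) and Xbp1, a transcription factor of the same response, by 0.89 (adjusted p = 0.013), and the other 9 genes of the first list did not pass (2 higher when adjusted over the list alone). Ecel1 rose at 14 d.p.l. by 0.99 (adjusted p = 0.0049), while Gap43 fell by 0.71 (adjusted p = 0.011) and Jun by 0.53 (adjusted p = 0.045), so the list of axon injury held 1 higher and 2 lower genes (3 and 4 when adjusted over the list alone). The call of Jun ended without any library but 7 d.p.l. replicate 1 and when scaled by library size alone, that of Gap43 without 14 d.p.l. replicate 2, and those of Hspa5 and Xbp1 without 14 d.p.l. replicate 1. In simulated data of IO neuron pixels with 12134 genes, at 7 d.p.l. against controls, the test recovered 74 of 100 genes with a 2-fold change and 29 of 100 with a 1.5-fold change, so changes of this size in these lists were detected only in part.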

Demyelinated IO neurons show no detrimental cell stress associated with cell death or neurodegeneration, nor increased propidium iodide positivity or other markers of damage (Extended Data Fig. 1w–a′). Instead, we detected gene expression signatures indicating an adaptive response to the demyelinating lesion, including genes associated with axonal transport (*Kif13a*,* Kif13b*,* Kif5c*), membrane potential regulation (*Kcnab1*,* Kcnc1*,* Kcnd3*) and metabolic function (*Cox1*,* Atp6*). 

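In IO neuron pixels at 7 d.p.l., 673 genes were higher and 401 lower than in controls (edgeR). Kif13a and Kif13b, which encode kinesin motors, fell by 0.39 (standard error 0.097, adjusted p = 0.0177; 184 ± 12.4 CPM against 241 ± 23.7, SD, n = 4 each) and 0.38 on the log2 scale (standard error 0.112, adjusted p = 0.0409). Kif13a lost the call without Control replicate 1 or 2 or 7 d.p.l. replicate 3 or 4, and Kif13b without Control replicate 1, 2 or 3, 7 d.p.l. replicate 2, 3 or 4 or 14 d.p.l. replicate 3 and with no filter on low counts. Kif5c, a neuronal kinesin, had a log2 fold change of 0.26 (adjusted p = 0.197) that turned to -0.15 when scaled by library size alone and passed without 7 d.p.l. replicate 1. Kcnc1, which encodes a fast potassium channel, rose by 0.98 (standard error 0.193, adjusted p = 0.00377; 80.1 ± 7.00 CPM against 40.7 ± 9.68). Kcnab1, a channel subunit, had -0.20 (adjusted p = 0.295) and Kcnd3, a channel of A-type current, -0.34 (adjusted p = 0.148); both passed as lower when scaled by library size alone, and Kcnd3 without Control replicate 1. Mitochondrially encoded ATP6, a subunit of ATP synthase, rose by 0.73 (standard error 0.13, adjusted p = 0.0016; 8125 ± 600 CPM against 4886 ± 390), and COX1, of complex IV, had 0.36 (adjusted p = 0.103 with edgeR and 0.0394 with DESeq2) that turned to -0.02 when scaled by library size alone and passed without Control replicate 1. When adjusted over the paper's lists alone, which is not independent evidence, 1 kinesin was higher and 2 lower, and 1 potassium channel gene was higher and 1 lower. Among the largest rises were Rasgrp1, an activator of Ras (2.03, adjusted p = 1.40e-04), Htr2a, a serotonin receptor (1.65, adjusted p = 7.54e-04), and Tubb5, a tubulin (1.6, adjusted p = 1.00e-04), and among the largest falls Trh, a neuropeptide (-1.28, adjusted p = 0.0362; no call without Control replicate 1 or 4 or 7 d.p.l. replicate 2, 3 or 4), and Ndrg2 (-1.04, adjusted p = 2.59e-04). Neuron markers moved with this group: 9 of 12 rose (11 when adjusted over the list alone), led by the neurofilament gene Nefh (1.25, adjusted p = 2.1e-05) and the glycolytic enzyme gene Eno2 (1.20, adjusted p = 3.4e-05). Of 14 markers of myelinating oligodendrocytes, 5 fell (8 when adjusted over the list alone), among them Cldn11 (-0.60, adjusted p = 0.0041). Of 47 ribosomal protein genes, 14 fell and 1 rose (27 and 1 when adjusted over the list alone), led by Rps29 (-1.03, adjusted p = 4.50e-04) and Rps23 (-0.87, adjusted p = 8.5e-04). None of these lists passed camera with an estimated correlation (adjusted p = 0.0843 for neuron markers, 0.337 for oligodendrocyte markers and 0.359 for ribosomal genes). Scaling by library size alone, which moved the median gene by -0.41, called 152 genes higher and 5256 lower. The count of 1074 was 703 without Control replicate 2, 651 without 7 d.p.l. replicate 3 and 501 without 7 d.p.l. replicate 4.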

KEGG pathway analysis revealed enrichment of gene set signatures related to oxidative phosphorylation, retrograde endocannabinoid signalling, Alzheimer’s disease and Parkinson’s disease (Fig. 2f).

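The mitochondrial genome encodes 13 subunits of the respiratory chain and ATP synthase, and 10 of these genes were higher at 7 d.p.l. in IO neuron pixels (12 when adjusted over the list alone; edgeR), with a median log2 fold change of 0.74. ATP8 rose by 1.82 (adjusted p = 1.84e-07), ND5 by 0.86 (adjusted p = 5.1e-05), ND6 by 1.34 (adjusted p = 7.6e-05) and ND2 by 0.94 (standard error 0.126, adjusted p = 1.52e-04). COX2 rose by 0.54 (adjusted p = 0.0234) and COX3 by 0.51 (adjusted p = 0.0209), and both lost the call when scaled by library size alone or without Control replicate 2, 3 or 4 or 7 d.p.l. replicate 3. CYTB, of complex III, had 0.26 and did not pass (-0.13 when scaled by library size alone; chosen after its value was seen). Of 75 subunits encoded in the nucleus, 5 were higher and 2 lower (6 and 2 when adjusted over the list alone), with a median of 0.08. Among them Ndufc1 rose by 0.53 (adjusted p = 0.01; no call when scaled by library size alone) and Ndufa1 fell by 0.59 (adjusted p = 0.026, with no call without Control replicate 2 or 4 or 7 d.p.l. replicate 3 or 4; chosen after its value was seen). With an estimated correlation, camera gave an adjusted p = 0.0843 for the mitochondrial list and 0.938 for the nuclear list. Many of these genes also belong to the KEGG sets of Alzheimer's disease, Parkinson's disease and retrograde endocannabinoid signalling, and those sets were not used here.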

Subclustering of calbindin^+^ IO pixels revealed five subclusters (IO0–4; Fig. 2g,i). Cluster IO0, prominent at 7 d.p.l. (Fig. 2h and Extended Data Fig. 4b–d), displayed changes in mitochondria biogenesis (*Cox1*, *Cox2*, *Cox3*,* Nd2*,* Atp6*), calcium buffering (*Calm1*,* Calb1*), neuronal hyperpolarization (*Kcnj16*,* Kcnj3*) and excitability (*Kcnc3*,* Kcnc2*,* Scn4b*) (Fig. 2i and Extended Data Fig. 4d). Cluster IO4 exhibited IO0-like signatures and overlapped with control clusters IO3 and IO1, suggesting a transitional state between control and demyelinating neurons (Fig. 2i). 

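Of 9 genes of excitability, synapse formation and neurotransmission, none passed at 14 d.p.l. against controls in IO neuron pixels (edgeR; 0 also when adjusted over the list alone, which is not independent evidence), and their median log2 fold change was 0.02. The calcium channel gene Cacna1c, as which the paper's Cacna1 was read here, had 0.02 (adjusted p = 0.922, with a range of -0.04 to 0.06 as single libraries were left out), Kcnab1 -0.25 (adjusted p = 0.183) and Kcnd3 -0.12 (adjusted p = 0.664). Among genes of adhesion and synapse formation, Cdh11, a cadherin, had -0.16 (adjusted p = 0.421), Ajap1 0.09 (adjusted p = 0.696), Slit3, an axon guidance cue, -0.08 (adjusted p = 0.764) and Synpo2 0.09 (adjusted p = 0.907). The glutamate receptor genes Gria1 and Grin1 had 0.16 (adjusted p = 0.422) and 0.27 (standard error 0.112, adjusted p = 0.265), and Grin1 was higher at 14 than at 7 d.p.l. by 0.37 (adjusted p = 0.00997). In Extended Data Fig. 4e the paper sets cluster 2 against cluster 0, which is nearer to 14 against 7 d.p.l. than to controls. The other genes of the list are not given here for 14 against 7 d.p.l. Grin2a, another glutamate receptor gene, fell by 0.41 against controls (adjusted p = 0.0409), a call that ended without Control replicate 3 or 4 or 14 d.p.l. replicate 1, 2 or 3. In the same pixels 538 genes were higher and 379 lower at 14 d.p.l. than in controls. Cd74, of antigen presentation, rose by 2.57 (standard error 0.485, adjusted p = 0.00291; 37.5 ± 23.5 CPM against 6.50 ± 3.25, SD, n = 4 each), the complement genes C3 by 2.51 (adjusted p = 0.0013) and C1qa by 1.90 (adjusted p = 0.00226), and Penk, an opioid peptide precursor, by 2.07 (adjusted p = 0.00104). Tacr1, the substance P receptor, fell by 1.55 (adjusted p = 0.001) and Dcx, a tubulin-binding protein of young neurons, by 1.02 (adjusted p = 0.00626). Of 22 DAM genes, 11 rose and none fell (19 and 1 when adjusted over the list alone), led by Apoe (1.41, adjusted p = 9.8e-05) and Ctsd (1.03, adjusted p = 1.7e-04), with an adjusted p = 0.0552 from camera with an estimated correlation. Of 11 genes of cholesterol efflux, 4 rose (6 when adjusted over the list alone), among them the phospholipid transfer gene Pltp (1.54, adjusted p = 5.5e-05) and Npc1 (0.71, adjusted p = 7.8e-04), and this list passed camera with an estimated correlation (adjusted p = 0.0456). The count of 917 genes was 561 without Control replicate 2, 551 without Control replicate 3, 522 without Control replicate 4, 570 without 14 d.p.l. replicate 1, 502 without 14 d.p.l. replicate 2 and 598 without 14 d.p.l. replicate 3.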

Cluster IO2 was enriched at 14 d.p.l., showing gene signatures for membrane potential regulation and excitability (*Cacna1*,* Kcnab1*,* Kcnd3*), synaptogenesis (*Cdh11*,* Ajap1*,* Slit3*,* Synpo2*) and neurotransmission (*Gria1*,* Grin1*) (Fig. 2h,i and Extended Data Fig. 4c,e). Collectively, these subclusters and pathway analyses suggest that, after demyelination, neurons initially maintain energy by reducing excitability and augmenting mitochondria biogenesis and calcium buffering. This is followed by activation of pathways supporting maintenance and restoration of neuronal function, consistent with a coordinated adaptive response that maintains cellular function and integrity during myelin regeneration (Extended Data Fig. 4d,e).

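Calcium-buffering genes rose at 7 d.p.l. in IO neuron pixels (edgeR): Caln1, a gene of a calcium-binding protein, by 0.70 on the log2 scale (adjusted p = 7.54e-04) and Calb1 by 0.51 (standard error 0.108, adjusted p = 0.00657), of which Calb1 lost the call when scaled by library size alone. The Calb1 value is read in pixels chosen by a Calb1 UMI. The paper's list of calcium buffering had a median of 0.70 here, 0.58 in the medulla outside the IO and 0.67 in the CCP section outside the lesion, and passed camera with an estimated correlation in none of them (adjusted p = 0.0843, 0.501 and 0.196). Among genes of excitability, Kcna1, a potassium channel of the axon membrane, rose by 0.93 (adjusted p = 5.11e-05) and Scn4b, a sodium channel subunit, by 0.93 (adjusted p = 0.0164; no call when scaled by library size alone or without Control replicate 3 or 4 or 7 d.p.l. replicate 4). Kcnj3, an inward rectifier, had 0.54 (adjusted p = 0.0817, with a call without Control replicate 2 or 7 d.p.l. replicate 2), Kcnc2 -0.28 (adjusted p = 0.0978) and Kcnj16 -0.14 (adjusted p = 0.699, and 0.004 without 7 d.p.l. replicate 1), and the last 2 passed as lower when scaled by library size alone. Of 28 potassium channel genes, 6 rose and 2 fell (12 and 5 when adjusted over the list alone; camera, adjusted p = 0.574 with an estimated correlation). From 7 to 14 d.p.l., 1449 genes were higher and 1600 lower. Calb1 fell by 1.11 (standard error 0.11, adjusted p = 4.24e-06), Kcnj3 by 0.83 (adjusted p = 0.00355), ATP6 by 0.78 (adjusted p = 2.77e-04) and Kif5c by 0.43 (adjusted p = 0.0123; no call without 7 d.p.l. replicate 3 or 4). Kif13a and Kif13b rose by 0.55 and 0.57. Of the 13 mitochondrially encoded subunits, 12 fell (12 when adjusted over the list alone), and 11 of 12 neuron markers fell (11 when adjusted over the list alone). Neither list passed camera with an estimated correlation (adjusted p = 0.146 each), and nor did any of the 26 that passed at the preset one. Apoe rose by 1.95 (standard error 0.178, adjusted p = 1.51e-06). Scaling by library size alone, which moved the median gene by 0.45, called 6011 higher and 354 lower, and Kif5c and Kcnj3 lost the call. The count of 3049 was 2028 without 7 d.p.l. replicate 4. From its subclusters and pathways, the paper proposes that neurons first save energy through lower excitability, more mitochondria and calcium buffering, and then turn on genes that restore their function.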

### Microglial transcriptomic signatures change around demyelinated neurons

Our data indicate that IO microglial density increases after a CCP demyelinating lesion, peaking at 14 d.p.l. (Fig. 1i) when they phagocytose synapses (Fig. 1). Moreover, microglia near demyelinated neurons become Fast Blue labelled from 3 d.p.l., in contrast to the unlesioned controls, suggesting tight interactions between a subset of microglia and cell bodies of demyelinated neurons (Extended Data Fig. 5e–h). Subclustering 1,201 pixels containing microglial signatures (*Aif1*,* Maf*,* Csf1r*,* Spi1*) near calbindin^+^ pixels identified five subclusters: mIO0–4 (Fig. 2j,k and Extended Data Fig. 3c,f). 

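Microglia pixels of the IO region, those with a score above 0.05 for Aif1, Maf, Csf1r and Spi1 and within 1 pixel of a Calb1 pixel, numbered 3115 in 12 libraries. A library held 154 to 277 of them in controls, 243 to 439 at 7 d.p.l. and 203 to 295 at 14 d.p.l. The share of all IO pixels above the score was 28.1% ± 1.29 (mean ± SD, n = 4) in controls, 35.6% ± 5.55 (n = 4) at 7 d.p.l. and 32.6% ± 4.93 (n = 4) at 14 d.p.l., and neither rise passed a two-sided exact permutation test (p = 0.0571 and p = 0.0857). The rise at 7 d.p.l. passed without 7 d.p.l. replicate 4, and that at 14 d.p.l. without widening of the IO region. With each pixel thinned to 1000 UMIs, the shares were 11.5% ± 1.36, 12.6% ± 1.57 and 17.4% ± 2.64, and the gain at 14 d.p.l. was 5.88 percentage points with no overlap between rats (exact permutation test, p = 0.0286). Of IO pixels, 3.68% in controls, 5.63% at 7 d.p.l. and 4.49% at 14 d.p.l. lay within 0.02 of the threshold. In the medulla outside the IO, 22.5%, 26.5% and 26.1% of pixels passed the score. These pixels also carried transcripts of neurons: 9 of 12 neuron markers were higher at 7 d.p.l. (10 when adjusted over the list alone; camera, adjusted p = 0.199 with an estimated correlation).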

Subcluster 2, prominent at 7 d.p.l., expresses neurotrophic factors (*Bdnf*,* Igf1*, *Fbxw7*) (Fig. 2k–m and Extended Data Fig. 3c,f,h,k). 

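Igf1, a growth factor that microglia give to neurons and oligodendrocytes, rose at 7 d.p.l. in IO microglia pixels by 1.27 on the log2 scale (standard error 0.204, adjusted p = 9.18e-04 from edgeR; 72.0 ± 10.9 CPM against 31.0 ± 9.81, SD, n = 4 each). Bdnf, the brain-derived neurotrophic factor, stood at 71.4 ± 6.29 CPM at 7 d.p.l. and 53.0 ± 6.29 in controls with no overlap between rats, and did not pass over all genes (log2 fold change 0.41, standard error 0.193, adjusted p = 0.252, and -0.05 when scaled by library size alone). Fbxw7, a ubiquitin ligase subunit, had 0.13 (adjusted p = 0.538, and -0.32 when scaled by library size alone). Adjusted over these 3 genes alone, which is not independent evidence, 1 was higher. In IO neuron pixels all 3 passed at 7 d.p.l.: Igf1 rose by 1.54 (adjusted p = 5.11e-05), Bdnf by 0.72 (adjusted p = 0.00724) and Fbxw7 by 0.35 (adjusted p = 0.0374; no call without any 1 of the controls or 7 d.p.l. replicate 2, 3 or 4), with Bdnf losing the call and Fbxw7 turning to -0.05 when scaled by library size alone. From 7 to 14 d.p.l. in IO microglia pixels, Igf1 fell by 0.82 (adjusted p = 0.00431) and Bdnf by 0.84 (adjusted p = 0.0045), and neither passed when scaled by library size alone. Over all genes in IO microglia pixels, 398 were higher and 210 lower at 7 d.p.l. than in controls. Spp1, which encodes osteopontin, rose by 1.63 (adjusted p = 6.38e-04), and Kcnc1, a gene of neurons, by 1.02 (adjusted p = 0.00138). Of 22 DAM genes, 4 rose and none fell (7 and 2 when adjusted over the list alone; camera, adjusted p = 0.11, and 0.5675 with an estimated correlation), among them Gpnmb, a glycoprotein of lipid-laden phagocytes (2.72, adjusted p = 0.041; no call without any 1 of the controls or 7 d.p.l. replicate 2 or 4). Scaling by library size alone, which moved the median gene by -0.45, called 90 genes higher and 5055 lower. The count of 608 was 1027 with at least 1 UMI of the 4 genes, 299 with the 3-gene score, 389 without widening of the IO region, 383, 379, 351 and 362 without Control replicate 1, 2, 3 and 4, 308 without 7 d.p.l. replicate 3 and 270 without 7 d.p.l. replicate 4.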

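Apoe, which encodes the lipid carrier that DAM express, rose at 14 d.p.l. in IO microglia pixels by 1.29 on the log2 scale (standard error 0.166, adjusted p = 1.66e-04 from edgeR; 2803 ± 588 CPM against 1146 ± 146, SD, n = 4 each), and Spp1 rose by 1.41 (standard error 0.255, adjusted p = 0.00299). Of 5 genes of support to neurons, 3 passed: Ptgds rose by 1.59 (adjusted p = 0.0134 with edgeR and 0.0583 with DESeq2), Psap, a precursor of lysosomal saposins, by 0.47 (adjusted p = 0.0262) and Ptn, the growth factor pleiotrophin, by 0.46 (adjusted p = 0.0191). Ptgds lost the call without Control replicate 2 or 4, Psap without Control replicate 2, 3 or 4 or 14 d.p.l. replicate 2, and Ptn without Control replicate 2 or 4 or 14 d.p.l. replicate 1 or 3. Igf2 stood at 76.9 ± 42.6 CPM against 31.6 ± 20.4 (log2 fold change 1.15, standard error 0.341, adjusted p = 0.0679, with a call without Control replicate 3 or 14 d.p.l. replicate 2 or 4), and Gas6, a ligand of phagocyte receptors, had 0.20 (adjusted p = 0.527). Adjusted over those 5 alone, which is not independent evidence, 4 were higher. Of the same 5 genes, 3 passed in the medulla outside the IO (5 when adjusted over the list alone, median 0.66) and 2 in the CCP section outside the lesion (4 when adjusted over the list alone, median 0.79), against a median of 0.47 here. With an estimated correlation the list passed camera in none of the 3 (adjusted p = 0.416 in IO microglia pixels, 0.345 in the medulla and 0.328 in the CCP section). Ptgds and Igf2 are also fibroblast markers, and of 13 of these Ptgds alone passed over all genes (3 higher when adjusted over the list alone).
In all, 261 genes were higher and 119 lower at 14 d.p.l. than in controls. Of 22 DAM genes, 10 rose and none fell (15 and 1 when adjusted over the list alone), among them Cd63, a lysosomal membrane protein gene (1.11, adjusted p = 0.0011), and Ctsb, a lysosomal protease gene (0.81, adjusted p = 0.0014). Of 13 genes of complement and phagocytosis, 6 rose (6 when adjusted over the list alone), among them Lamp1, of lysosomes (0.56, adjusted p = 0.0071), and C1qa (1.75, adjusted p = 0.0123; no call without Control replicate 3). Of 14 homeostatic microglia genes, 2 rose (4 when adjusted over the list alone), among them Sparc (0.50, adjusted p = 0.02), while P2ry12 had 0.54 (adjusted p = 0.39, and -0.15 with the 3-gene score; chosen after its value was seen). Sparc lost the call without Control replicate 2 or 3 or 14 d.p.l. replicate 1. With an estimated correlation, camera gave an adjusted p = 0.164 for the DAM list, 0.449 for complement and 0.704 for homeostatic genes. The count of 380 was 617 with the replicate number as a block, 685 with no filter on low counts, 801 with at least 1 UMI of the 4 genes, 205 without Control replicate 2, 226 without Control replicate 3, 202 without Control replicate 4, 218 without 14 d.p.l. replicate 1, 248 without 14 d.p.l. replicate 2 and 221 without 14 d.p.l. replicate 3.
From 7 to 14 d.p.l., 737 genes were higher and 958 lower, or 5944 and 176 when scaled by library size alone, which moved the median gene by 0.47. Apoe rose by 1.73 (adjusted p = 2.05e-06), Igf2 by 1.40 (adjusted p = 0.00734) and Ptgds by 1.23 (adjusted p = 0.0201 with edgeR and 0.105 with DESeq2; no call without 7 d.p.l. replicate 2, 3 or 4 or 14 d.p.l. replicate 1), and Spp1 had -0.22 (adjusted p = 0.535, and 0.23 when scaled by library size alone). The count of 1695 was 2761 with at least 1 UMI of the 4 genes, 1078 without 7 d.p.l. replicate 3, 1057 without 7 d.p.l. replicate 4 and 1109 without 14 d.p.l. replicate 1. Over the whole IO region, the 28 DAM genes summed to a log2 CPM of 11.84 ± 0.171 (SD, n = 4) in controls, 11.22 ± 0.229 (n = 4) at 7 d.p.l. and 12.52 ± 0.169 (n = 4) at 14 d.p.l. Abundant genes weigh most in such a sum, Apoe among them, so it does not show that the list moved as a whole. Each pair of groups was apart with no overlap (two-sided exact permutation test, p = 0.0286, or 0.171 adjusted over 24 tests). The fall at 7 d.p.l. shrank to -0.25 (exact permutation test, p = 0.171) with the 2 mitochondrial rRNAs left out of the library size.

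**Figure D2:**
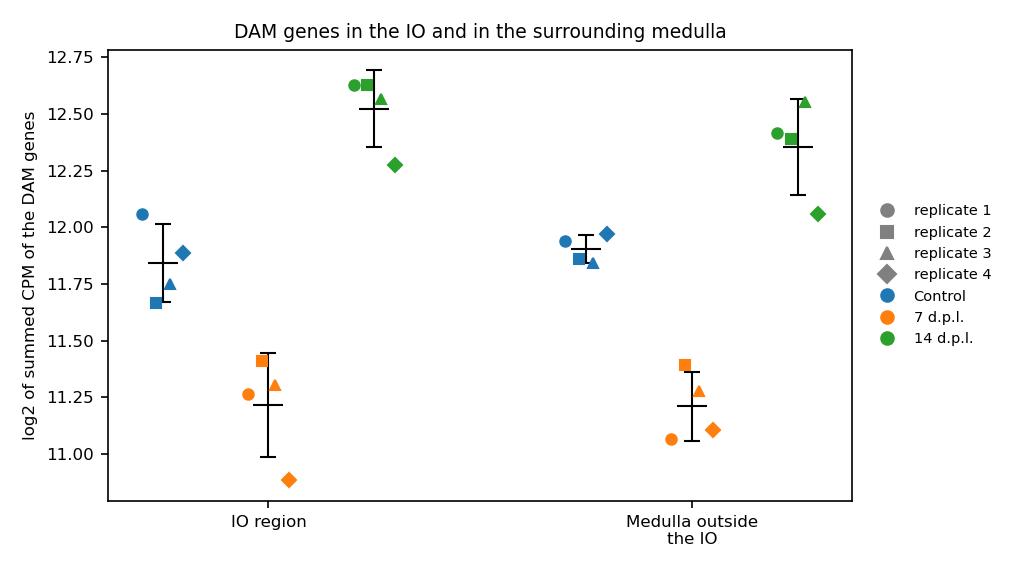
Summed CPM of 28 DAM genes on the log2 scale (vertical axis) by region and group (horizontal axis). Abundant genes weigh most in the sum. Each point is 1 library, black bars are means and error bars are SDs; in the IO region the 4 rats at 14 d.p.l. lie between 12.27 and 12.63, above the controls (11.67 to 12.06), while rats at 7 d.p.l. lie between 10.89 and 11.41, and in the medulla outside the IO the 3 groups lie at 12.06 to 12.55, 11.84 to 11.97 and 11.07 to 11.39.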

At 14 d.p.l., cluster 0 is prominent, with a complex neuroprotective phenotype (*Igf2*, *Gas6*,* Ptn*,* Psap*,* Ptgds*), and microglial signatures associated with neurodegenerative disease^33^ (*Apoe*,* Spp1*) (Fig. 2k,n and Extended Data Fig. 3l). These IO microglial clusters differ markedly from those in the lesion and in healthy control areas, demonstrating location-dependent responses with distinct functional phenotypes after the same insult. 

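Whether the IO changed differently from other places was tested as an interaction between region and time point in the same rats (edgeR, with the library as a block). This compares changes against controls and not the states of microglia in each place. The lesion window was not shown to hold the lesion, and its values at 14 d.p.l. come from 3 rats. In simulated data, lesion microglia pixels at 7 d.p.l. against controls gave 10% of genes with a 2-fold change, so counts of 0 leave such changes open. Between IO microglia pixels and lesion microglia pixels, 0 of 12135 genes differed in their change at 7 d.p.l. (859 at an unadjusted p under 0.05, 0 with DESeq2, 35 with no filter on low counts) and 0 at 14 d.p.l. (452 at an unadjusted p under 0.05, 0 with DESeq2, 7 with no filter on low counts). Between IO microglia pixels and microglia pixels of the medulla outside the IO, 0 of 12980 genes differed at 7 d.p.l. (452 at an unadjusted p under 0.05, 0 with DESeq2, 4 with no filter on low counts, and 1 when scaled by library size alone) and 0 at 14 d.p.l. (445 at an unadjusted p under 0.05, 0 with DESeq2, 21 with no filter on low counts, and 2 without 7 d.p.l. replicate 1). With camera and a preset correlation, 10 lists differed between the IO and the lesion at 7 d.p.l. Genes of oxidative phosphorylation encoded in the nucleus (median difference 0.40 over 75 genes), ribosomal protein genes (0.26 over 47), mitochondrially encoded subunits (0.45 over 13) and neuron markers (0.44 over 12) changed more upwards in the IO, and genes of cholesterol efflux more downwards (-0.58 over 12). With an estimated correlation none of the 10 held (adjusted p = 0.474 for oxidative phosphorylation and 0.76 for the others named). At 14 d.p.l. 5 lists differed from the medulla at the preset correlation and none with an estimated one. Among them, the genes of complement and phagocytosis changed more upwards in IO microglia pixels than in those of the medulla (median difference 0.40 over 18 genes, adjusted p = 0.834 with an estimated correlation). Adjusted over the list alone, 2 genes of oxidative phosphorylation were higher, 3 of cholesterol efflux lower and 1 of complement and phagocytosis higher.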

Although increased microglial density with synapse loss is conventionally attributed to neuronal damage, our spatial transcriptomic analysis suggests microglia are neuroprotective and actively contribute to regeneration.

## Distinct microglial states in the grey matter

Microglia respond to injury or disease by changing state, characterized by changes in transcriptomic signature and morphology. Three-dimensional reconstructions and Sholl analysis of microglia surrounding demyelinated IO neurons after a focal CCP lesion showed progressive morphological changes. At 3 d.p.l., microglia became hyper-ramified with wider coverage, more processes and branches (Fig. 3a–c and Extended Data Fig. 5a,b), a morphology that is often associated with increased surveying^29,34^. By 7 d.p.l., they began decreasing in size, covering reduced area and having shorter processes, fewer branches and larger less rounded soma (Fig. 3a–c and Extended Data Fig. 5a–d). Microglia reach their smallest size at 14 d.p.l., resembling phagocytic microglia^29,34^. Once remyelination in the CCP was complete at 28 d.p.l., IO microglia returned to control-like morphology.

**Fig. 3:**
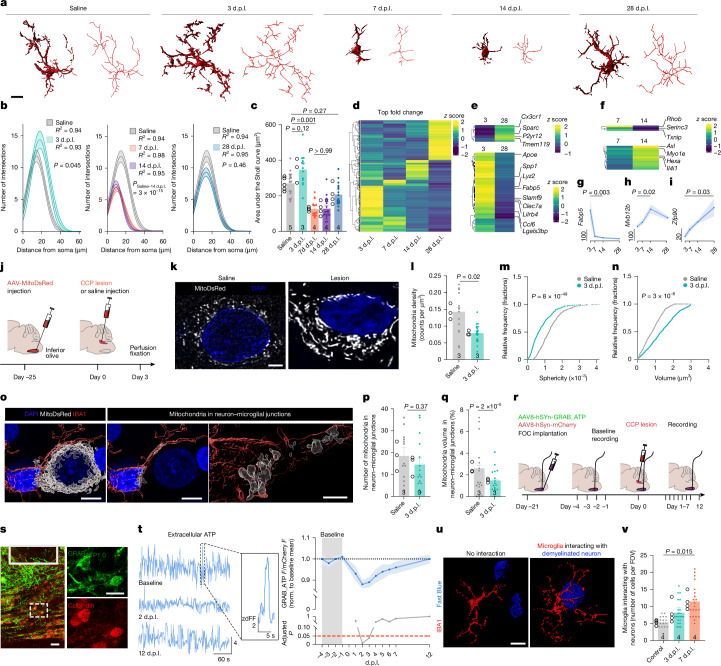
Focal white matter lesions evoke changes in microglial states and neuronal mitochondria. **a**, Three-dimensional microglia reconstructions shown as surfaces (left) and filaments (right). **b**, Gaussian fits of the Sholl analysis. The middle solid line indicates the mean, and the shaded area represents the 95% confidence intervals. **c**, The area under the Sholl curve. **d**–**f**, DGE analysis showing the top 200 differentially expressed gene compared to 28 d.p.l (**d**), and selected differentially expressed genes between 3 and 28 d.p.l. (**e**) and between 7 and 14 d.p.l. (**f**). **g**–**i**, Gene expression patterns of *Fabp5* (**g**), *Mvb12b* (**h**) and *Zfp90* (**i**). **j**, The experimental strategy for genetically labelling neuronal mitochondria in the IO. **k**, Images showing MitoDsRed-labelled mitochondria. **l**–**n**, Neuronal mitochondrial density (**l**) and sphericity (**m**) are decreased whereas the volume (**n**) is increased at 3 d.p.l. **o**, Three-dimensional reconstructions of total neuronal mitochondria (left) and mitochondria within microglial–neuron junctions (middle and right). **p**,**q**, The mitochondrion number (**p**) in microglia–neuron junctions is unchanged, but the mitochondrial volume (**q**) is reduced at 3 d.p.l. **r**, The experimental strategy for recording neuron-derived extracellular ATP using fibre photometry. **s**, Immunostaining (*n* = 5) confirming GRAB_ATP1.0_ (green) expression in calbindin^+^ (red) neurons. **t**, Fibre photometry recordings (*n* = 5; left) and summary data (right). Data are mean ± s.e.m. *P* values are plotted per timepoint of recording at the bottom right. **u**, Three-dimensional reconstructions of microglia and Fast-Blue-labelled neurons. **v**, The number of microglia closely interacting with neurons. FOV, field of view. The closed circles represent individual nested measurements: cells (**c**), mitochondria (**l**,**m** and** n**), neuron–microglial junctions (**p**,**q**) or images (**v**) from *n* rats, indicated on the bars. The open circles indicate rat means. *P* values were calculated using two-sided Wald *z*-tests with Holm correction (**b**), nested one-way ANOVA followed by Bonferroni post hoc comparisons (**c** and **v**), Wald tests (two-sided) followed by Benjamini–Hochberg correction (**d**–**i**), nested two-sided *t*-tests (**l**), two-sided Kolmogorov–Smirnov tests (**m** and **n**), two-sided hierarchical bootstrap analysis (**p** and **q**) and mixed-effect model followed by Bonferroni post hoc comparisons (**t**). ANOVA *P* values are provided as Source data. Data are mean ± s.e.m. Norm., normalized. Scale bars, 2 μm (**k** and **o** (right)), 5 μm (**o** (left and middle) and **u**), 10 μm (**a**) and 30 μm (**s**). Source data

To examine whether microglial morphological states have distinct transcriptional signatures, and improve the temporal resolution, we deconvolved microglia-specific signatures from bulk RNA-sequencing (RNA-seq) analysis of Fast-Blue-positive IO cells (Extended Data Fig. 5i) and analysed the subset of microglia directly interacting with demyelinated neurons. We observed temporal gene expression changes (Fig. 3d and Extended Data Fig. 6), with microglial activation signatures at 3 d.p.l. (for example, *Spp1*, *Clec7a*, *Fabp5*, *Lgals3*; Fig. 3e,g and Extended Data Fig. 6 (patterns 1 and 2)). Most activation-related expression subsided by 7 d.p.l., when neuroprotective signatures were elevated in the bulk dataset (for example, *Igfbp7*; Extended Data Fig. 6 (pattern 3)) and prominent in the spatial data (Fig. 2k–m and Extended Data Fig. 3k). At 14 d.p.l. a subset of disease-associated microglia markers (such as *Myo1e*,* Axl*, *Hexa*, *Il4i1*; Fig. 3f), additional inflammatory or phagocytic markers (for example, *Innir1*,* Npc2*,* C3*,* Mvb12b*; Fig. 3h and Extended Data Fig. 6 (pattern 4)) and homeostatic genes (such as *Cx3Cr1*,* Selplg*,* Marcks*, *Csf1r*,* Gpr34*, *Srgap2*; Extended Data Fig. 6 (pattern 4)) were expressed, consistent with the emergence of the mixed-signature mIO cluster 0 in the spatial transcriptomics analysis (Fig. 2k–n). After remyelination, genes associated with suppression of microglia activation (for example, *Zfp90*; Fig. 3i) and homeostasis (such as *P2y12r*) were upregulated (Extended Data Fig. 6 (pattern 6)). 

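Myo1e, a myosin that DAM express, stood at 122 ± 25.1 CPM (SD, n = 4) at 14 d.p.l. and 84 ± 9.44 (n = 4) at 7 d.p.l. in IO microglia pixels, a rise of 0.54 on the log2 scale (standard error 0.149, adjusted p = 0.0169 from edgeR; no call without 7 d.p.l. replicate 3 or 4 or 14 d.p.l. replicate 1). Fabp5, a fatty acid carrier of lipid-handling cells, stood at 33.7 ± 12.9 and 37.5 ± 8.17 CPM (log2 fold change -0.15, adjusted p = 0.697, 0.31 when scaled by library size alone, and 0.022 without 14 d.p.l. replicate 1). Adjusted over these 2 genes alone, which is not independent evidence, 1 was higher. The bulk RNA-seq data that the paper deconvolved for microglia were not analysed here.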

Temporal signature changes were consistent between deconvolved and spatial datasets at shared timepoints (Extended Data Fig. 5j,k). Collectively, these morphological and transcriptomic changes suggest that focal white matter lesions evoke transient microglial states as early as 3 d.p.l., which then return towards a homeostatic state once myelin regeneration is underway in the CCP.

## Mitochondrial networks remodel in neurons

The microglial response is intriguing given that demyelination is focally induced millimetres away from the IO (Fig. 1a), too far for chemical diffusion^35^ and too spatially restricted for blood borne factors (Extended Data Figs. 2d and 8b), yet proximate to demyelinated neurons. Transcriptomic analysis revealed a distinct subcluster of demyelinated IO neurons with altered mitochondrial and calcium-buffering genes (Fig. 2g–i and Extended Data Fig. 4c,d), indicating mitochondrial remodelling after a lesion. 

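Besides the subunit genes, the mitochondrial genome encodes 2 ribosomal RNAs, and these took 27.9% ± 2.63 (SD, n = 4) of the UMIs of IO neuron pixels at 7 d.p.l., 8.30% ± 2.58 in controls and 8.25% ± 1.64 at 14 d.p.l. Every rat at 7 d.p.l. lay above every other rat (two-sided exact permutation test, p = 0.0286, or 0.0546 adjusted over 21 tests). As single genes, mt-Rnr2 rose at 7 d.p.l. by 2.25 (standard error 0.223, adjusted p = 1.85e-05 from edgeR) and mt-Rnr1 by 1.58 (adjusted p = 3.40e-04). The rRNA share rose by 19.3 percentage points in the medulla outside the IO, by 22.2 in the CCP section and by 13.4 in barcodes outside tissue, so the gain was not confined to IO neurons. The 13 subunit genes took 3.43% ± 0.278 of UMIs in controls, 4.19% ± 0.379 at 7 d.p.l. and 3.32% ± 0.548 at 14 d.p.l. The rise at 7 d.p.l. did not pass as reported (exact permutation test, p = 0.0571) and did pass with the 2 rRNAs left out of the total (2.06 percentage points, p = 0.0286). The change in that share at 7 d.p.l. did not differ between IO neuron pixels and the medulla (difference -0.03 percentage points, exact permutation test, p = 0.971).
Of 20 genes of calcium handling, 7 rose at 7 d.p.l. and none fell (9 when adjusted over the list alone), with a median of 0.37 and an adjusted p = 0.0843 from camera with an estimated correlation, and 8 of the 20 rose in the medulla outside the IO and 6 in the CCP section outside the lesion. Atp2a2, a calcium pump of the endoplasmic reticulum, rose by 0.45 (adjusted p = 0.0044) and Ryr2, a calcium release channel, by 0.72 (adjusted p = 0.0073), and neither passed when scaled by library size alone. Of 17 genes of mitochondrial dynamics, 2 rose (2 when adjusted over the list alone) and the median was -0.10. In the interaction of IO neuron pixels with the medulla, 0 of 14811 genes differed in their change at 7 d.p.l. (edgeR; 645 at an unadjusted p under 0.05, 1 with DESeq2, 50 with no filter on low counts, 1 when scaled by library size alone, 1 with another threshold for the IO region (Otsu), and 2 without 7 d.p.l. replicate 1 or without 7 d.p.l. replicate 2). In simulated data this interaction recovered 50% of genes with a 2-fold change and 24% with a 1.5-fold change. A count of 0 therefore leaves changes of this size open. At 14 d.p.l. the count was also 0 (606 at an unadjusted p under 0.05, 0 with DESeq2, 26 with no filter on low counts). At a preset correlation, camera then passed 4 lists that changed more upwards in IO neuron pixels than in the medulla: DAM genes (median difference 0.19 over 26 genes), homeostatic microglia genes (0.27 over 16), genes of cholesterol efflux (0.27 over 13) and nuclear genes of oxidative phosphorylation (0.12 over 75). None passed with an estimated correlation (adjusted p = 0.265 for cholesterol efflux and 0.981 for the others), and no gene of the 4 passed when adjusted over its list alone.

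**Figure D3:**
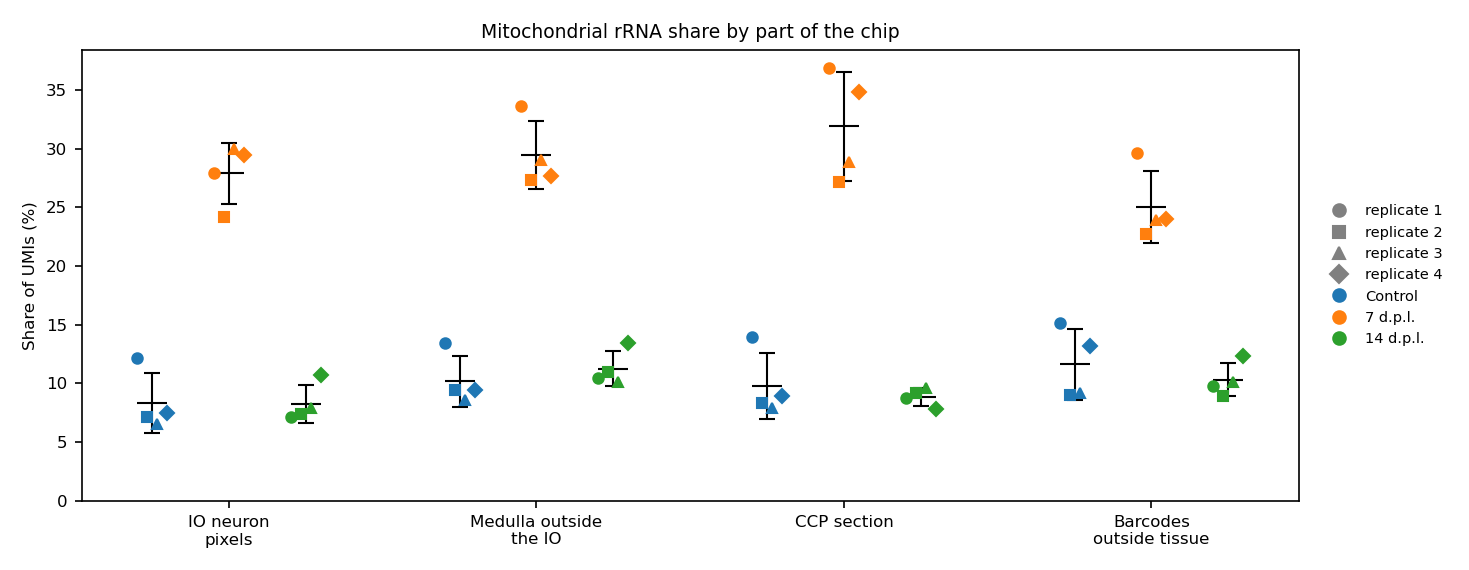
Share of UMIs from the 2 mitochondrial rRNAs in percent (vertical axis) by group (horizontal axis) and region. Each point is 1 library, black bars are means and error bars are SDs; in IO neuron pixels rats at 7 d.p.l. lie between 24.2% and 30.0%, controls between 6.49% and 12.1% and rats at 14 d.p.l. between 7.10% and 10.7%.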

Combined with previous findings of increased mitochondrial trafficking from neuronal somata to axons after demyelination^36,37^, we reasoned that altered mitochondrial dynamics in demyelinating neurons might represent an initial grey matter response to demyelination that activates IO microglia.

To test this, we expressed a mitochondria-specific fluorescent reporter (pAAV2-CAG-MitoDsRed-IRES-GFP) in IO neurons 3 weeks before CCP lesion induction (Fig. 3j). At 3 d.p.l., demyelinated neuronal somata contained fewer mitochondria, potentially indicating increased mitochondria trafficking down the axon (Fig. 3k,l).

Mitochondria homeostatically remodel their shape through fusion or fission according to neuronal energy demand and injury response. Increased fission often signals cellular stress, as in neurodegenerative conditions such as Alzheimer’s disease^38^ or stroke^39^, in which mitochondria appear small and rounded. By contrast, mitochondria in demyelinated neurons at 3 d.p.l. were elongated relative to controls, suggesting increased fusion, resulting in fewer but larger mitochondria (Fig. 3m,n). This indicates healthy mitochondrial remodelling toward effective oxidative phosphorylation and internal ATP production, consistent with the neuronal IO0 cluster profile (Fig. 2h,i and Extended Data Fig. 4c,d).

## Lesions alter neuron–microglial ATP signalling

Homeostatic microglia continuously survey neurons by sensing ATP release, for example, at somatic purinergic junctions, where microglial processes closely appose neuronal mitochondria^39^. We detect similar junctions on demyelinated and unlesioned IO neurons, but the mitochondrial content at these junctions is significantly reduced at 3 d.p.l. compared with in the unlesioned controls (Fig. 3p,q). To assess ATP signalling between demyelinated neurons and microglia, we expressed the extracellular ATP biosensor GRAB_ATP_1.0, a modified human P2Y receptor with permutated enhanced GFP, in IO neurons enabling real-time sensing of ATP release (Fig. 3r,s). Before the lesion, we detected homeostatic neuronal ATP release, which began declining at 1 d.p.l., with a significant 13.2 ± 1.3% reduction by 2 d.p.l., preceding reduced neuronal activity (Figs. 1e,f and 3t). Extracellular ATP remained significantly reduced for 2 days before gradually returning to control levels by 12 d.p.l., coinciding with the recovery of neuronal activity. These temporal changes in extracellular ATP aligned with a shift towards surveillance-like microglial morphology (Fig. 3a–c and Extended Data Fig. 5a–d) and activated gene expression at 3 d.p.l. (Fig. 3d,e,g and Extended Data Fig. 6), consistent with ATP-dependent regulation of microglia at these junctions^39,40^.

Disruption of somatic neuron–microglial junctions and altered extracellular ATP signalling promote neuroprotective microglial–neuron interactions^39,41^. Quantification of microglial contacts (defined as microglial processes or cell bodies enwrapping or touching neuronal somata) with demyelinated IO neurons revealed increased interactions with calbindin^+^ neurons at 7 d.p.l. (Fig. 3u,v), when neuronal activity reached the minimum (Fig. 1e,f). This aligns with increased Fast Blue^+^ microglia in close proximity to demyelinated neurons (Extended Data Fig. 5e–h) and the emergence of the neuroprotective mIO2 cluster at 7 d.p.l. (Fig. 2k–n and Extended Data Fig. 3k). Collectively, these findings indicate that, after a focal white matter lesion, grey matter microglia detect metabolic changes in neuronal somata evoked by axonal demyelination.

## Grey matter microglia modulate neuronal activity

As enhanced microglial–neuron interactions attenuate neuronal activity^40,42^, we examined whether microglia mediate the reduction in neuronal activity observed after focal demyelinating lesions.

We engineered a probe to record IO activity (GCaMP8m^+^calbindin^+^ neurons; AAV8-hSyn-GCaMP8m) while locally delivering PLX5622, a potent inhibitor of the microglial survival factor CSF1R^29^ (Fig. 4a–d). Local infusion of PLX5622 (10 µM, at 0.11 µl h^−1^) into the IO after a CCP lesion reduced the IO microglial density, quantified as IBA1^+^ or CD68^+^ cells (Extended Data Fig. 7a–c,l,m and Extended Data Fig. 8), without altering IBA1^+^ microglia/macrophages within the lesion (Extended Data Fig. 7d,e), in adjacent medullary regions or around CF–Purkinje-cell terminals (Extended Data Figs. 7f–k and 8).

**Fig. 4:**
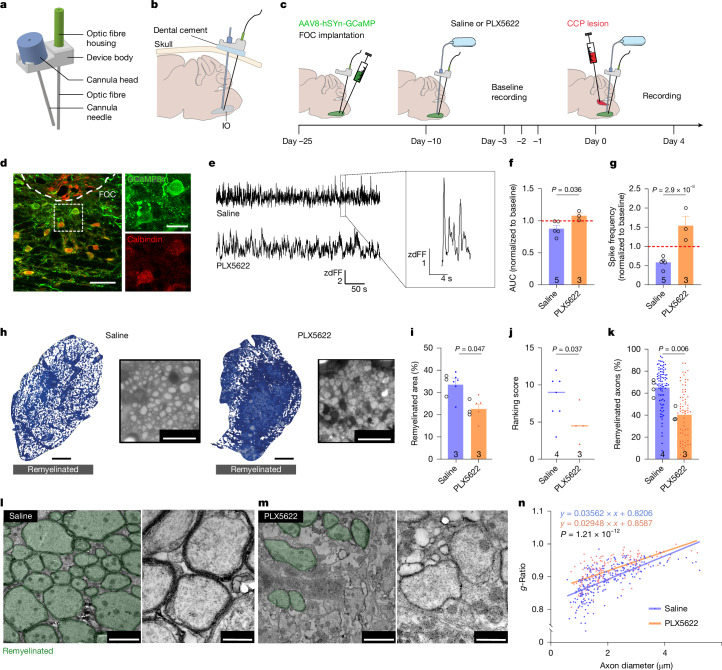
IO microglia regulate neuronal activity and white matter remyelination. **a**–**c**, Custom-made probe (**a**,**b**) and the experimental strategy for simultaneous activity recording and minipump-mediated delivery of PLX5622 (**c**). **d**, Representative (*n* = 5) immunostaining confirming GCaMP8m (green) expression in calbindin^+^ (red) neurons at the tip of the FOC. **e**–**g**, In vivo fibre photometry (*n* = 5 for saline and* n* = 3 for PLX5622) recording (**e**) and quantification of AUC (**f**) and spike frequency (**g**). **h**, Toluidine-Blue-stained semi-thin sections of the lesion. Remyelinated areas are displayed in white. Greyscale images show magnified areas. **i**, Automated quantification of the remyelinated area. **j**, Remyelination ranking. **k**–**m**, The percentage of remyelinated axons (**k**) quantified from EM micrographs (saline (**l**) and PLX5622 (**m**)). Remyelinated axons are pseudocoloured in green and magnified areas are shown in **l** and **m**. **n**, *g*-Ratios as a function of axonal diameter. The closed circles represent individual nested measurements: lesions (**i** and **j**) or axons (**k** and **n**) from *n* rats, indicated on the bars. The open circles show the rat means. In **n**, dots represent axons from *n* = 4 rats for saline and *n* = 3 for PLX5622. *P* values were calculated using two-sided *t*-tests (**f** and **g**), nested two-sided *t*-tests (**i** and **k**), two-sided permutation tests (**j**) and analysis of covariance (**n**). ANOVA *P* values are provided as Source data. Data are mean ± s.e.m., except for in **j**, in which the horizontal line represents the median. Scale bars, 1 μm (**l** (right), **m** (right)), 5 μm (**h** (high magnification), **l** (left),** m** (left)), 40 μm (**d** (right)), 100 μm (**d** (left)) and 200 μm (**h** (low magnification)). Source data

After CCP demyelination, delivering saline into the IO replicated the transient reduction in neuronal activity observed previously (Figs. 1e,f and 4f,g). By contrast, neuronal activity remained unchanged when microglial CSF1Rs were inhibited with PLX5622 (Fig. 4e–g). Collectively these results indicate that grey matter microglia coordinate changes in neuronal activity and function after demyelination.

## Remyelination requires grey matter microgliosis

The transience of these grey matter alterations and the fact that their resolution coincides with myelin regeneration suggests that microglial activation and synapse loss may not be detrimental but, rather, part of the myelin regenerative process. To test this, we induced a CCP focal lesion and delivered PLX5622 (10 µM, 0.11 µl h^−1^) through an intracerebral cannula into the IO. To determine the effect of suppressing the IO microglial response on CCP remyelination, we trained a DenseNet-based deep-learning image analysis pipeline (Halo-AI, Indica Labs; Methods and Extended Data Fig. 9a,b). The classifier was validated using correlative electron microscopy of adjacent sections and conventional ranking analysis by five independent assessors (Extended Data Fig. 9d–i).

Consistent with conventional ranking of semi-thin sections^21,43^, DenseNet-based deep learning analysis showed reduced remyelinated lesion area in PLX5622-treated rats (Fig. 4h–j). Ultrastructural analysis further showed fewer remyelinated axons (Fig. 4k), and slightly thinner myelin sheaths reflected by increased* g*-ratios (ratio between inner axonal area and total myelinated fibre area) (Fig. 4l–n). Collectively, this suggests that effective CCP regeneration requires an IO microglia response.

## The grey matter microglial response fails with ageing

To further validate the relevance of the grey matter microglial response to myelin regeneration, we investigated whether it is altered with ageing and associated regeneration failure^1,43^. In 18-month-old rats, the microglial density in the IO was higher than in 3-month-old animals (Fig. 5a,b), with no increase at 14 d.p.l. (Fig. 5c,d), and no lesion-induced morphological changes (Fig. 5e–h). Microglia in older animals, both lesioned and unlesioned, had reduced branching, shorter processes and enlarged irregular somata, resembling microglia at 14 d.p.l. in young rats (Figs. 3a–c and 5e–h and Extended Data Fig. 5a–d). Consistent with impaired microglial remodelling, old animals did not exhibit transient synapse loss as observed at 14 d.p.l. in young rats (Fig. 5i,j). This indicates that grey matter microglia accumulate with age, while becoming unresponsive to focal white matter demyelination. Given that transient increases in microglial density and morphological changes are necessary for myelin regeneration (Fig. 4h–n), these results provide an alternative explanation for why myelin regeneration fails in older animals.

**Fig. 5:**
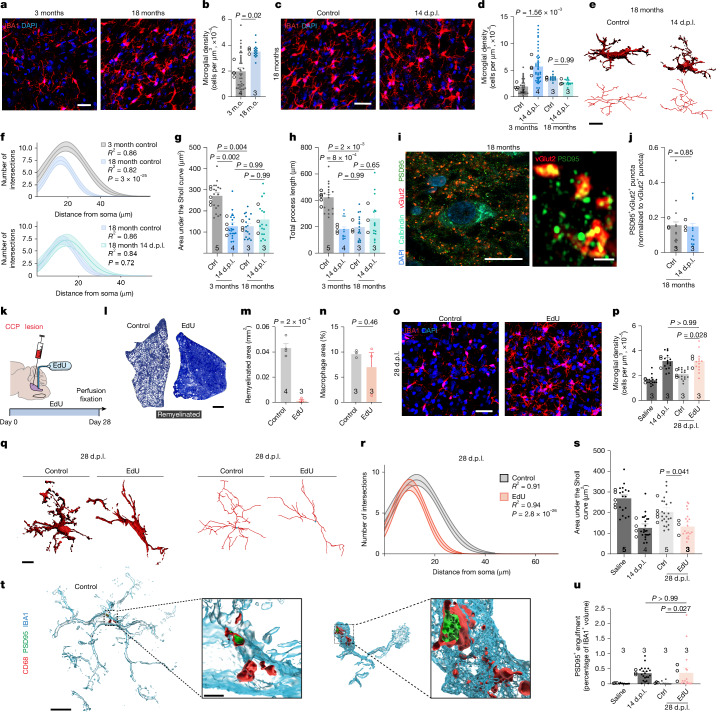
Failed white matter myelin regeneration leads to sustained microgliosis in the grey matter. **a**,**c**, IBA1 (red) immunostainings for 3-month-old (m.o.) (**a**) and 18-month-old (**c**) rats. **b**,**d**, Microglial density quantification for 3-month-old (**b**) and 18-month-old (**d**) rats. Microglial densities of 3-month-old control and 14 d.p.l. rats, also plotted in Extended Data Fig. 1i, are shown in **d** for comparison. **e**, Three-dimensional reconstructions and filament tracing. **f**, Gaussian fits of the Sholl analysis. **g**, Area under the Sholl curve. Data from 3-month-old control and 14 d.p.l. rats, also plotted in Fig. 3c, are shown for comparison. **h**, Microglial total process length. Data from 3-month-old control and 14 d.p.l. rats, also plotted in Extended Data Fig. 5a, are shown for comparison. **i**, Pre-synaptic (vGLUT2, red) and post-synaptic (PSD95, green) immunostaining. **j**, Synaptic punctum quantification. **k**, The experimental strategy for blocking remyelination. **l**, Toluidine-Blue-stained semi-thin sections of the lesion; remyelinated areas are displayed in white. **m**,**n**, Automated quantification of remyelinated (**m**) and macrophage (**n**) areas. **o**,**p**, IBA1 (red) immunostaining (*n* = 3) (**o**) and quantification (**p**). **q**, Three-dimensional reconstructions and filament tracing. **r**, Gaussian fits of the Sholl analysis. **s**, Area under the Sholl curve. Data from saline-treated and 14 d.p.l. rats are also displayed in Fig. 3c. **t**,**u**, Three-dimensional reconstruction (**t**) and quantification (**u**) of engulfed PSD95 (green). The closed circles represent individual nested measurements: images (**b**,**d**,**j** and **p**) or cells (**g**,**h**,**s** and **u**) from *n* rats, indicated on the bars. Open circles indicate the animal means. *P* values were calculated using nested two-sided *t*-tests (**b** and **j**), two-sided Wald *z*-tests with Holm correction (**f** and **r**), two-sided *t*-tests (**m**), Welch’s two-sided *t*-tests (**n**) and nested one-way ANOVA followed by Bonferroni post hoc comparisons (**d**,**g**,**h**,**p**,**s** and **u**). ANOVA *P* values are provided as Source data. Data are mean ± s.e.m. The middle solid line in the Gaussian fits indicates the mean, and the shaded area represents the 95% confidence interval. Scale bars, 1 μm (**i** (right)), 2 μm (**t** (high magnification)), 10 μm (**e**,**q**,**t** (low magnification)), 20 μm (**i** (left)), 30 μm (**a**,**o**), 40 μm (**c**) and 200 μm (**l**). Source data

## Failed remyelination sustains grey matter inflammation

In progressive MS, failed myelin regeneration was previously considered to be the driving factor for disease progression and was attributed to intrinsic white matter changes, for example, impaired OPC recruitment and differentiation^1,14^. However, the emerging consensus suggests that progression is driven by widespread microglial-mediated grey matter neuroinflammation, independent of white matter lesions^5,7,18^. Our data show that demyelination evokes grey matter microgliosis and synapse loss in the IO, which resolves when myelin regeneration begins. We therefore predicted that failed myelin regeneration prevents the resolution of the grey matter microglial response, resulting in chronic microgliosis. To test this, we modelled regeneration failure by exploiting the sensitivity of OPCs to 5-ethynyl-2′-deoxyuridine (EdU). In vitro, 10 µM EdU blocked OPC proliferation and depleted NG2^+^ OPCs, without affecting IBA1^+^ microglia (Extended Data Fig. 10e,f). In vivo focal EdU delivery through a minipump into the CCP lesion resulted in myelin regeneration failure without affecting macrophages or myelin clearance (Fig. 5k–n and Extended Data Fig. 10a–d).

We next examined how preventing myelin regeneration in the CCP affected the IO microglia response. When myelin regeneration was prevented, all microglial parameters at 28 d.p.l. remained similar to the peak 14 d.p.l. responses rather than returning to homeostatic levels (Fig. 5o–s and Extended Data Fig. 10g,h). IBA1^+^ microglial density and 3D morphological analysis showed microglia remained in a phagocytic state (Fig. 5o–s and Extended Data Fig. 10g,h) with continued engulfment of excitatory synapses in the IO, comparable to 14 d.p.l. and indicative of continued synaptic pruning (Fig. 5t,u). These findings suggest that failed white matter regeneration shifts the grey matter microglial response from transient to chronic, implying that chronically demyelinated lesions may drive sustained grey matter inflammation and synapse loss, a phenotype that is common to multiple neurodegenerative disorders.

## Discussion

Here we used an anatomically defined circuit to demonstrate that focal white matter lesions evoke highly localized grey matter changes upstream of the lesion, around neuronal cell bodies of demyelinated axons, with little to no effect downstream. We demonstrate a causal link between focal white matter lesions and suppression of neuronal activity, grey matter microglial response and synapse loss. Grey matter microglia reduce neuronal activity and engulf synapses, and their response is required for white matter myelin regeneration. If microglia fail to respond, either due to depletion or age, myelin regeneration fails. Critically, failure of myelin regeneration leads to chronic microgliosis in the grey matter. This highlights the importance of considering the grey matter microglial response when designing myelin regenerative therapies. Our findings suggest that chronic neuroinflammation, implicated in MS progression and other age-related neurodegenerative disorders^7,11,12^, can be secondary to failed myelin regeneration, implying that myelin regenerative therapies could therefore be widely applicable across neurodegenerative disorders.

Focal white matter lesions increase with age and correlate with cognitive decline^1–3,13^ and occur early in disease alongside synapse loss^1–3,5,13,19,44^. Their consequences for circuit function have not been directly studied, and few studies have investigated the effect of demyelination beyond the lesion^5,44^. Animal models, human magnetic resonance imaging and post-mortem analyses show that white matter lesions and synapse loss coexist across neurodegenerative conditions, yet are considered unlinked. Global myelin dysfunction can accelerate and exacerbate pathological phenotypes in an Alzheimer’s disease model^17^, underscoring the important but underexplored role of white matter in neurodegeneration. Our study shows that a small focal demyelinating lesion, irrespective of its initial cause, is sufficient to initiate the cascade of events described here. Further investigation in appropriate disease models will be needed to establish whether similar mechanisms occur in neurodegenerative disease.

The anatomy of the olivocerebellar circuit has enabled us to untangle the spatiotemporal sequence of events after a white matter lesion. We find that these lesions precede microgliosis, synapse loss and altered neuronal activity, establishing them as potentially early events in neurodegenerative diseases. After demyelination, axonal conduction slows, delaying inputs to downstream terminals. Previous assumptions were that the response to a white matter lesion would occur at these terminals^5,6^ as microglia prune weaker synaptic connections during development^31^. Contrary to this, we show that the grey matter response to a focal white matter lesion occurs upstream in the circuit, surrounding demyelinated neurons, rather than at downstream synaptic terminals.

Our results highlight the importance of considering the entire circuit when interpreting post-mortem studies rather than focusing on isolated areas, as demyelinating injury along an axon is expected to affect cells surrounding its cell body, even when distant. The question remains whether all circuits respond similarly; however, we find comparable outcomes across multiple circuits.

The mechanism underlying remote microglial activation distant from focal white matter lesions is not entirely understood. Similar activation has been observed after peripheral nerve transection^26^ or a high salt diet^45^, indicating that localized gliosis represents a generic response to insult. However, unlike in these conditions, we do not detect GFAP upregulation in astrocytes, suggesting that this is a homeostatic response representing regenerative plasticity rather than a response associated with persistent or irreversible damage.

Our mitochondrial analysis and spatial transcriptomics data suggest the initial steps of regenerative plasticity involve mitochondrial remodelling, whereby mitochondria are shuttled down axons to meet energy demands at the demyelinated lesion, with increased mitochondrial fusion in the neuronal soma to enhance calcium buffering and ATP production.

Our data support a model in which demyelination triggers upregulation of mitochondrial and calcium-buffering genes as an immediate stress response. We propose that mitochondrial dynamics shift from ATP release at microglial–neuron contact points towards intracellular production to meet the increased neuronal metabolic demands after demyelination. Collectively, this remodelling reduces extracellular ATP release from neurons, which is probably sensed by microglia through P2Y12R at somatic purinergic junctions with demyelinated neurons^39^. Microglia respond by further reducing neuronal activity, thereby decreasing metabolic demands and providing neuroprotection during the demyelination period. Whether microglia promote the return of neuronal activity and synapse levels to base levels, as they do after anaesthesia^42^, needs to be further investigated, but such a mechanism could explain why white matter myelin regeneration depends on a microglial response in the grey matter, as microglia affect neuronal activity, and neuronal activity drives OPC differentiation and remyelination in the white matter^21,22^.

A role for grey matter microglia in promoting myelin regeneration parallels their emerging role regulating myelination during development^46^. Our findings show myelin regeneration in the white matter is critical to reduce synaptic engulfment and return microglia to a more homeostatic state, effectively switching off the grey matter inflammatory response. When myelin regeneration fails, the inflammatory response continues unabated and causes excessive synaptic engulfment. This failed regenerative state closely resembles the chronic low-grade neuroinflammation reported in neurodegenerative diseases and progressive MS.

This mechanism provides insights into why myelin regeneration fails with age, as in older animals microglia fail to respond to demyelinated lesions and already show activated-like morphology. This aligns with broader observations of declining or altered microglial functions during aging^12,47^, including baseline activation states and altered purinergic signalling that may impair their ability to sense and respond to neuronal ATP signals^29,48^. Recent studies also report accumulation of CD8^+^ T cells in the brain of older individuals, which can influence microglial activation and white matter integrity through interferon-γ signalling, although T cells in young CNS, including CD8^+^, can promote oligodendrocyte differentiation after demyelination^49,50^. The involvement of the adaptive immune system remains an important avenue for future research.

In summary, we identified a mechanism whereby a white matter demyelinating lesion induces a remote microglial response in the grey matter, which is required for white matter myelin regeneration. This response is transient but converts to sustained inflammation when myelin regeneration is impaired. This regenerative response represents a novel form of neuroplasticity—a neuroprotective mechanism that couples white matter integrity to grey matter function. Our data imply that myelin regenerative therapies could be critical not only to protect demyelinated axons and neurons, but also to alleviate chronic low-grade inflammation in MS and other neurodegenerative diseases.

## Methods

### Animals

Experiments were performed in accordance with the EU guidelines for the care and use of laboratory animals, and with the guidelines of the UK Animals (Scientific Procedures) Act 1986 and subsequent amendments. Use of animals in this project was approved by the Animal Welfare and Ethical Review Body for the University of Cambridge and carried out under the terms of UK Home Office Licenses PP4353554, P9B1FBC4B and 70/7715, and the Animal Welfare and Ethical Review Body by the Icelandic Food and Veterinary Authority. All animals were maintained under a 12 h–12 h light–dark cycle with food and water supplied ad libitum, in individually ventilated cages at 20–24 °C and 45–65% relative humidity. All surgeries were performed aseptically under isoflurane anaesthesia, with standard pre- and post-operative analgesia and care. Animals were randomized into experimental groups. Experimenters were not blinded to experimental conditions during animal surgery and recovery, as lesioned animals, but not unlesioned controls, can develop side effects that require enhanced monitoring. However, subsequent tissue processing, imaging and quantification were performed blindly and validated by more than two experimenters. Experiments that did not require animal surgery were performed blindly at all stages of data collection and quantification.

### Focal white matter demyelination in the CCP

#### EtBr model in rats

The CCP of 9–12-week-old female Sprague Dawley rats was bilaterally injected stereotaxically using a 10 μl Hamilton syringe. Four microlitres of EtBr (0.01% in saline) was injected at a rate of 1 μl min^−1^ to induce focal white matter demyelination. CCP coordinates were −7.3 mm (dorsal–ventral, DV); −2.3 mm (anterior–posterior, AP); ±2.6 mm (medium–lateral, ML) from lambda. In ageing experiments, CCP demyelinating lesions were induced in 18 month-old Sox10:dsRed rats.

#### EtBr model in mice

For mice, 3–5-month-old female C57Bl/6 mice were stereotaxically injected bilaterally with a mixture of EtBr and Dextran AlexaFluor 488 (Thermo Fisher Scientific; 1.50 μl, 0.01% and 2%, respectively, diluted in saline) at a rate of 0.25 μl per minute into the CCP; AP: −5.90 mm, ML: ±2.00 mm, DV −4.40 mm relative to bregma.

#### Lysolecithin model

Female Sprague Dawley rats (aged 9–12 weeks) were bilaterally injected with 2 µl of 1% lysolecithin (Sigma-Aldrich) in the CCP. Coordinates were AP: −2.3 mm; ML: ±2.6 mm, DV: −7.3 mm, relative to lambda.

#### Focal white matter hypoxic injury

Female Sprague Dawley rats (aged 9–12 weeks) were unilaterally injected in the CCP with 2 µl of 27 mg ml^−1^ L-NIO (N^5^-(1-iminoethyl)-L-ornithine) (Cayman Chemical), an irreversible inhibitor of nitric oxide synthase enzymes^30^. Two per cent Alexa-488 dextran was added to the injected mixture to retrogradely label IO neurons of which axons were exposed to L-NIO. Coordinates were as follows: AP, −2.3 mm; ML, ±2.6 mm; DV, −7.3 mm, relative to lambda. Rats were perfuse fixed at 14 d.p.l.

### Focal white matter lesion in the corpus callosum

Female C57Bl/6 mice (aged 6 months) were stereotaxically injected with 1 µl of lysolecithin (1%) into the corpus callosum. Coordinates were as follows: AP, −2.5 mm; ML, −0.8 mm; DV, −1.2 mm, relative to bregma. Mice were perfuse fixed at 14 d.p.l.

### Focal white matter demyelination in the cingulum

Female C57Bl/6 mice (aged 3–4 months) were stereotaxically injected with a mixture of EtBr and Dextran Alexa Fluor 488 (Thermo Fisher Scientific; 1 µl, 0.01% and 2% respectively, in saline) at a rate of 0.25 μl min^−1^, into the following cingulum coordinates: AP, +1.5 mm; ML, ±1.1 mm; DV, −2.1 mm, relative to bregma. Mice were perfuse fixed at 14 d.p.l.

### Chronic model of demyelination

To generate a model of failed myelin regeneration we capitalized on the knowledge that OPCs are highly proliferating progenitors, sensitive to EdU^51,52^. Thus, following focal white matter demyelination with injection of EtBr into the CCP of 9–12-week-old female Sprague Dawley rats, a 30-gauge cannula was implanted 100 µm above the lesioned area and connected to an osmotic minipump for local delivery of 10 µg µl^−1^ EdU (Sigma-Aldrich), as described previously^21^.

### Fibre photometry

#### Neuronal activity recordings

For neuronal activity recordings, the calcium indicator pGP-AAV-syn-jGCaMP7f-WPRE^53^ (1 μl, 5 × 10^12^ viral particles per ml; Addgene) or pGP-AAV-syn-jGCaMP8m-WPRE^54^ (1 μl, 5 × 10^12^ viral particles per ml; Addgene) were packaged into AAV8 particles and injected in the IO (DV, −10.6 mm; ML, ±0.55 mm, relative to lambda; and AP, −13 mm relative to bregma) to drive the expression of GCaMP7f or GCaMP8m in IO neurons. GCaMP8m has comparable temporal detection range as GCaMP7f but with greater signal to noise ratio^54^. During the same procedure, an FOC (200 µm in core diameter; numerical aperture, 0.37; Neurophotometrics) was implanted and secured on the skull surface using a pair of surgical screws (Plastic One) and dental cement (C&B Superbond). Fibre photometry was performed using a FP3002 console (Neurophotometrics). Ca^2+^-bound GCaMP7f/GCaMP8m was excited at 470 nm, (LED power set to 50 µW); fluorescence from Ca^2+^-unbound GCaMP7f/GCaMP8m was also recorded (excitation at the isosbestic point, 415 nm) to control for motion artefacts and correct for photobleaching.

#### Extracellular ATP measurements

For in vivo recordings of ATP release, 9–12-week-old female rats were unilaterally injected in the IO with 1 μl of AAV8 particles containing pAAV-hsyn-GRAB_ATP1.0_ (2.5 × 10^12^ viral particles per ml; Addgene) and pAAV-hSYn-mCherry (2.5 × 10^12^ viral particles per ml; Addgene). GRAB_ATP1.0_ is a modified human P2Y receptor with permutated enhanced GFP that allows for real-time sensing of extracellular ATP^55^. During the same surgery, an optical fibre cannula was implanted, as described for GCaMP recordings. Dual-colour fibre photometry was performed using the FP3002 console (Neurophotometrics), with GRAB_ATP1.0_ excited at 470 nm and mCherry excited at 560 nm. The mCherry fluorescence signal was used to correct for motion artefacts and photobleaching.

In recordings for both neuronal activity and ATP extracellular levels, the sessions were 10 min long, during which animals were allowed to freely explore a cage identical to their home cage. After data acquisition, baseline correction and signal standardization were performed and normalized d*F*/*F* was calculated in MATLAB (R2025a) using a published script^56^. In brief, fluorescence intensity values recorded from the 470 nm (Int470) and 415/560 nm (Int415/Int560) LEDs were subtracted from the respective intensity median and divided by the s.d. The standardized zInt415/560 signal was fitted to the zInt470 signal using non-negative robust linear regression. Parameters of the linear regression were then used to find fitted zInt415/560 values (fitzInt415) and zd*F*/*F* calculated using the equation zd*F*/*F* = zInt470 − fitzInt415/560 and plotted against recording time. GraphPad Prism v.10.5.0 was used for detecting peaks in activity traces (threshold set to 1–2 s.d.) and calculate the AUC. For ATP recordings, the average raw GRAB_ATP1.0_ fluorescence signal was plotted after normalization to the raw mCherry fluorescence signal.

#### Combined focal drug delivery and neuronal activity recordings

For simultaneous activity recording and microglial depletion, a custom-made device, conjugating optical fibre and drug-delivery cannula, was manufactured. Both components were positioned in the device such that the optic fibre could record data from the region of interest of drug delivery; the angle of offset between both the fibre and cannula being 15°. Devices were built using an Asiga MAX UV SLA 3D Printer with PrintoDent GR-10 UV curable (385 nm) biocompatible resin. Once printed, the devices were sonicated in isopropyl alcohol twice for 15 min, then exposed in a ultraviolet (UV) crosslinker for 15 min to ensure that the resin was fully cured. Devices were then subsequently assembled by inserting the optic fibre into place in the device and adhering it with Loctite 4305 LC, a UV curable cyanoacrylate resin. The cannula was not adhered before the experiment to enable correct placement during the surgical procedure.

### Immunofluorescence

Animals were transcardially perfused with heparinized PBS, pH 7.4 (PBS) followed by 4% paraformaldehyde (PFA) in PBS. Brains were dissected and post fixed in 4% PFA for 1 h at 4 **°**C with gentle shaking. The brains were then either processed into 100-μm-thick vibratome sections or prepared for cryosectioning by incubation in 30% sucrose for cryoprotection, embedded in OCT, then cut into 10-μm-thick cryosections. Vibratome sections were blocked at room temperature with 10% goat or donkey serum and 0.5% Triton X-100 in PBS for 4 h followed by an overnight incubation with primary antibodies at room temperature. The primary antibodies were diluted in PBS. Sections were then washed with PBS three times, 20 min per wash, and incubated overnight at 4 **°**C with the appropriate secondary antibodies diluted in PBS. The sections were washed twice with PBS, incubated with DAPI (1 µg ml^−1^) for 10 min, washed with PBS and mounted in Fluoromount G. Coverslips of cultured cells and cryosections had minor changes to the protocol. Blocking was performed using 10% goat or donkey serum and 0.5% Triton X-100 in PBS for 1 h at room temperature; overnight primary incubation was performed at 4 °C; and secondary antibody incubation was performed for 1 h at room temperature. Images were collected using the Leica SP8 confocal microscope and Leica application suite X (LASX) software. Large brainstem overview *z* stacks were taken using an Evident VS200 slide-scanning system running SILA (speckle illumination acquisition), with a ×20 objective and 2.36 μm *z* spacing.

Spectral confocal reflectance microscopy was performed as described previously^57^. In brief, images of 100-μm-thick brain slices were taken using 488 nm, 561 nm and 633 nm laser light and reflectance was detected ±5 nm around the respective excitation wavelength.

The following primary antibodies were used in this study: rabbit CD68 (Abcam, ab125212, 1:100), mouse calbindin (Abcam, ab82812, 1:100), rabbit calbindin (Abcam, ab108404, 1:200), rabbit C1q (Abcam, ab182451, 1:100), mouse NG2 (Abcam, ab50009, 1:200), rabbit COX-IV (Abcam, ab16056, 1:100), chicken anti-m-cherry (Abcam, ab205402, 1:500), chicken anti-GFP (Abcam, ab13970, 1:1000), rabbit GABAARγ1 (Abcam, ab238130, 1:100), mouse P62 (Abcam, ab56416, 1:100), chicken GFAP (Antibodies.com, A85307, 1:300), goat IBA1 (Antibodies.com, a82670, 1:100), chicken MAP2 (Abcam, ab5392, 1:2000), rabbit IBA1 (Wako, 019-19741, 1:500), mouse PSD95 (Merck Millipore, MAB1596, 1:100), guinea pig vGLUT2 (Merck Millipore, AB2251-I, 1:500), mouse bassoon (Abcam, ab82958, 1:100), goat LDLR (R&D Systems, AF2255, 1:100), rabbit Olig2 (Merck, AB9610, 1:300). Secondary antibodies (all used at 1:500 dilution) include goat anti-rabbit Alexa Fluor 488 (Thermo Fisher Scientific, A32731), goat anti-rabbit Alexa Fluor 568 (Thermo Fisher Scientific, A11036), goat anti-rabbit Alexa Fluor 647 (Thermo Fisher Scientific, A21247), goat anti-mouse Alexa Fluor 750 (Thermo Fisher Scientific, A21037), goat anti-mouse Alexa Fluor 647 (Thermo Fisher Scientific, A21242), goat anti-mouse Alexa Fluor 555 (Thermo Fisher Scientific, A21424), goat anti-mouse Alexa Fluor 488 (Thermo Fisher Scientific, A11029), goat anti-mouse Alexa Fluor 568 (Thermo Fisher Scientific, A11031), donkey anti-goat Alexa Fluor 633 (Thermo Fisher Scientific, A21082), donkey anti-Rabbit Alexa Fluor 488 (Thermo Fisher Scientific, A-21206), goat anti-hamster Alexa Fluor 488 (Abcam, ab173003), goat anti-guinea pig Alexa Fluor 647 (Abcam, ab150187) and goat anti-chicken Alexa Fluor 568 (Abcam, ab175477). For microglial densities, CD68 expression, neuron counting, OPC counting and area measurement analysis, imaging used a ×20 objective with ×2 digital zoom, and *z* stacks were set up with 10 optical sections and 2.5 µm step size. Quantification of total number of IBA1^+^ microglia and the fraction of microglia expressing CD68 was performed in a blinded manner in ImageJ (v.1.54p). Areas containing the surgical needle track were excluded from the analysis. For analysis of synaptic densities, Zeiss LSM 980 with a Airyscan 2 module and Zen blue software (v.3.7.97.0.7000) were used. Imaging used the super-resolution mode (×2 sampling), with a ×63 objective and ×2 digital zoom, with *z* stacks set up to contain ten optical sections, with a 120 nm step size. Quantification of synaptic puncta density was performed in a blinded manner in ImageJ, using SynapseJ^58^. In all of the experiments, the laser power was adjusted to achieve a full dynamic range of intensity values.

### Microglial morphology and engulfment of synaptic material

One-hundred-micrometre thick vibratome sections were immunostained for IBA1, CD68 and PSD95 or bassoon. For each animal, three to five regions of interest within the IO were imaged using the Leica SP8 confocal microscope and Leica application suite X (LASX) software. Images were obtained using a ×63 oil immersion objective (NA 1.4) with a ×2 optical zoom and 0.3 μm optical section thickness. The pixel resolution was 1,024 × 1,024 and the voxel size was 0.090 × 0.090 × 0.297 μm^3^. The field of view was 92.4 × 92.4 μm^2^ and each stack contained 33–50 planes (10–15 μm). Raw images were processed on Imaris (Bitplane) v.9.1 and v.10.2 for analysis. Imaris Filament Tracer (Autopath) was used to reconstruct cell morphology and quantify total cell process length, number of branch points and number of Sholl intersections. The estimated largest diameter of soma to calculate starting points was 6–8 μm. To calculate seed points, the thinnest and largest diameters of microglia processes were 0.2 μm and 2.00 μm, respectively. Starting point and seed point thresholds were adjusted accordingly. Cell body roundness was quantified in FIJI (v.1.54p). Microglia cells were chosen at random for analysis. Autothreshold of the IBA1 channel was performed to saturate the outline of the cell body. The long and short axes of the cell bodies were measured (in μm). For each cell, the short axis was divided by the long axis to obtain an index measure of roundness from 0–1; a score of one corresponds to perfect roundness, and a score of zero corresponds to the opposite. Roundness index = short axis (μm)/long axis (μm). Soma size was quantified in the commercially available cloud-based deep learning platform (Aiforia Create, Aiforia Technologies, https://www.aiforia.com/). An algorithm was trained using a supervised learning approach to recognize and trace the two-dimensional outline of microglial cell bodies. Six hundred diverse and representative microglial cell bodies across all groups were manually annotated and cycled through 19 iterative training sessions to create a generalizable model. The algorithm was validated by analysis of untrained images.

### Microglial engulfment analysis

Imaging proceeded as for morphological analysis, with cells randomly selected for analysis. Imaris 3D surface rendering was used to analyse engulfment. First, a surface was created for the IBA1 channel. The CD68 channel was then masked to the IBA1 surface to obtain CD68 fully contained within IBA1 cells. A surface was then rendered for the masked CD68 channel. A mask was applied within CD68^+^ reconstructed lysosomes for PSD95 channel to obtain synaptic proteins inside the CD68^+^ lysosomes. Surfaces were created for the masked PSD95 channel. Data were calculated and presented as an engulfment index: (volume PSD95 within CD68+ lysosomes/IBA1 volume) × 100.

### Analysis of microglial–neuron interactions

Vibratome sections (thickness, 100 µm) were stained for IBA1 and calbindin. Images of the IO were obtained using a ×20 objective with a ×2 optical zoom and 2.3 μm optical section thickness. Pixel resolution was 1,024 × 1,024 and voxel size 0.284 × 0.284 × 2 μm^3^. The field of view was 291 × 291 μm^2^ and each stack contained 5 planes (10 μm). Maximum-intensity projections of full *z* stacks were generated in ImageJ and all IBA1^+^ microglia in the field of view were categorized as interacting or non-interacting with calbindin^+^ neurons. Interacting microglia comprised microglia extending processes that contacted neurons, microglia with cell bodies in juxtaposition to neuronal cell bodies and microglia in which cell bodies and processes enwrapped neuronal cell bodies^59^. The density of interacting microglia was obtained by dividing absolute numbers of interacting microglia by the volume of the *z* stack.

### Tissue culture

Cells were maintained at 37 °C and 5% CO_2_. Primary mixed glial cultures, OPCs, and microglia were prepared as described previously^60^. OPCs were resuspended in 50% DMEM, 50% Neurobasal, with modified SATO, 10 ng ml^−1^ biotin, 2% B27 and 1× GlutaMAX (Invitrogen), and 1 × 10^5^ OPCs were plated per well onto 12-mm-diameter PDL-coated glass coverslips in a 24-well plate, with daily addition of growth factors (PDGF-aa at 10 ng ml^−1^ and FGF-b at 10 ng ml^−1^; Peprotech). Microglia were plated at 1 × 10^4^ cells per well and cultured in DMEM containing 10% FCS (Life Technologies) and 1% penicillin—streptomycin; after 24 h, half of the medium was changed to the same culture medium as used for the OPCs. EdU (10 µM) was applied to the OPC and microglial cultures the day after plating; cells were fixed in 4% PFA 48 h after EdU application.

### Fast Blue labelling and flow cytometry

The CCP was lesioned and, in the same procedure, injected with 0.5 µl of 0.5% Fast Blue for retrograde labelling of demyelinated neurons in the IO and associated microglia. Then, 3, 7, 14 and 28 days after lesion, rats were decapitated, and microdissected IO tissue was digested with papain solution in DMEM buffer for 30–45 min at 37 °C. Cells were triturated to single cells after blocking papain activity with ice-cold soybean trypsin inhibitor solution, then passed through a 40 µm strainer. Cells were separated from myelin debris using the myelin removal microbead kit from Miltenyi (130-096-733) according to the instructions. Dead and dying cells were labelled with propidium iodide for 5 min in PBS without Ca^2+^ and Mg^2+^ supplemented with 0.5% BSA fraction V before analysis. Cells from control cortical tissue were heat-shocked at 45 °C for 2 min to provide a positive control. The samples were analysed on the Beckton Dickinson FACS Aria2 system using FACSDiva (v.9.0.1) software. Single-cell gating and Fast-Blue-negative and propidium-iodide-negative populations were defined using cortical cells and heat-shocked cortical cells.

### Spatial DBiT-seq

Spatial transcriptomic sequencing was performed according to the previously published protocol and reagents^61^. In brief, 76 × 52 mm slides with four mounted lesion and IO sample sets (8 coronal sections; see the diagram in Fig. 2a) were thawed at room temperature for 10 min then fixed in 0.2% formaldehyde (−methanol) for 5 min at room temperature. The fixation was quenched with 1.25 M glycine for 5 min.

In situ reverse transcription was performed by adding reverse transcription mix in a humidifying chamber, the tissue was first incubated at room temperature for 30 min, then at 42 °C for 90 min. The samples were washed with 1× NEB Buffer 3.1 plus RNase Inhibitor and bright-field imaging was performed using the Zeiss Cell Observer system.

In situ spatial ligation barcoding was completed by first loading barcode A ligation reactions (100; Fig. 2a) into the vertical microfluidic PDMS chip followed by the second round of barcode B ligation reactions (100; Fig. 2a), which were run on a horizontal 5 pass PDMS chip. In situ barcoding with the ligation mix for each round of barcoding was prepared and a total of 4 μl of ligation mix was added to each 1 µl barcode + linker mix (A001-A100 or B001-B100) with additional loading of Alexa Fluor 488 dye and 647 dye in position 1 and 100 to demarcate the region of interest borders. The cassette, PDMS chip and slide were assembled so that the fluidic lanes were bypassing each region of interest, then 4.5 µl of the barcoded ligation mix was added to each microfluidic lane on the input side of the chip. A vacuum gasket was set over the outlet wells, and 200–300 p.s.i. of suction pressure was applied for 7 to 10 min. Lane-loaded barcoded ligations with the cassette intact were incubated for 30 min at 37 °C in a humidifying chamber. Cassette disassembly and sample washing was done before in situ B barcoding (following the same steps as for DAPI staining and bright-field and fluorescence imaging using the Zeiss Cell Observer system).

Reverse crosslinking of each region of interest was separately processed by first assembling a PDMS chip (with five regions of interest) cassette on each slide. Reverse crosslinking buffer was added to each well, then incubated at 58 °C for 2 h. Each lysate was transferred to an individual tube then further incubated overnight at 65 °C with agitation.

The cDNA library was constructed by first performing streptavidin-bead affinity pull-down then template switching using template-switch oligo mix that was added to each bead sample. The samples were incubated for 30 min at room temperature then for 90 min at 42 °C. The beads were washed then resuspended in PCR solution. Thermocycling was done (stage 1, 1 cycle, 95 °C for 3 min; stage 2, 5 cycles, 98 °C for 20 s, 65 °C for 45 s, 72 °C for 3 min; stage 3, 1 cycle, 72 °C for 1 min, 4 °C hold). The supernatant was removed from the streptavidin beads and a quantitative PCR (the same thermocycling programme except the 65 °C cycle was 20 s instead of 45 s) assessment to determine the final cycle number to achieve 1/3 of saturation signal was completed. Additional cycles were run on the remaining sample according to quantitative PCR results. Then SPRI bead cleanup was performed, and samples were eluted in EB buffer.

To prepare the final library for sequencing, the mRNA-derived cDNA was quantified using Qubit and BioAnalyzer assessment. Depending on results further purification was performed as needed. Nextera XT Library Prep Kit was used and the Tagment Mix was incubated at 55 °C for 5 min. NT buffer was added and the sample was then incubated at room temperature for 5 min. The final PCR mix was added and thermocycling was completed (stage 1, 1 cycle, 95 °C for 30 s; stage 2, 12 cycles, 95 °C for 10 s, 55 °C for 30 s, 72 °C for 30 s; Stage 3, 1 cycle, 72 °C for 4 min, 4 °C hold). The concentration and size distribution were determined using the Agilent Bioanalyzer High Sensitivity Chip. Next-generation sequencing was completed at NGI (National Genomics Infrastructure) using Illumina NovaSeq X Plus 25B in paired-end 150 bp mode with a total of 6 million reads for each sample and a 15% PhiX sequencing step.

Samples at 28 d.p.l. did not pass quality control and were excluded from all analysis.

### DBiT-seq bioinformatics analysis

Tissue images acquired using the Zeiss Cell Observer microscope were imported into R (v.4.3.3) using the imager package (v.1.0.2)^62^. PDMS chip imprints were manually identified in each image and extracted. Extracted regions were converted to greyscale, and morphological operations (pixel erosion and dilation) were applied to reduce imaging artefacts while preserving tissue structure. To define the cassette pixel layout, the dimensions of the extracted tissue image were divided by the number of channels in the cassette, generating a grid corresponding to cassette channels positions. For each cassette pixel location, the number of underlying image pixels was aggregated to produce a pixel-intensity distribution mapped to the cassette structure. To correct for imaging artefacts—particularly in regions lacking tissue or along cassette borders—cassette pixel values were adjusted using a combination of internal pixel intensities, neighbouring pixel values and proximity to the chip edges. Regions with obvious absent tissue were identified and used as a distribution threshold to exclude off-tissue grid coordinates. The final set of valid cassette coordinates was exported as a tab-delimited file for downstream analyses.

A total of 15 transcriptomes was sequenced at the in-house sequencing facility. Spatial barcode demultiplexing and FASTQ file preparation were performed using Snakemake (v.7.24.0)^63^ as the workflow management system. Sequencing reads from multiple lanes were merged into single FASTQ files per sample. Reads were filtered out using bbduk (v.39.01)^64^, if either PCR primers or spatial linkers were missing from the read construct. Spatial barcodes were extracted from sequencing reads using a custom Python script and written to separate FASTQ files. A predefined whitelist of spatial barcodes was supplied—annotation following the in situ spatial ligation barcoding—and cellranger count (v.7.1.0) was used to align reads to the *Rattus norvegicus* reference genome (mRatBN7.2, RefSeq annotation, NCBI). Tissue images, spatial barcode coordinates and gene count matrices were imported into R. Count matrices were loaded into a Seurat object (v.5.1.0)^65^, retaining only barcodes corresponding to tissue-covered pixels. All of the samples were subsequently merged into a single expression matrix for downstream analysis.

To account for potential lane clogging inherent to the DBiT-seq technology, which can result in abnormally low transcript counts in affected lanes, we implemented a filtering and imputation strategy. Vertical and horizontal lanes exhibiting total gene counts substantially below the distribution observed across the full dataset were identified as outliers and set to zero. Subsequently, gene expression values in these lanes were imputed by averaging the expression values of their immediately adjacent lanes. This correction was applied solely for purposes of clustering and visualization to improve spatial coherence. All DGE analyses were performed on the original, uncorrected expression matrix.

Gene count matrices were normalized by total library size, scaled by a factor of 10,000 and natural-log-transformed. Genes were then standardized by centring their mean expression and dividing by their s.d. Dimensionality reduction was performed by principal component analysis (PCA) on the 2,000 most variable genes, selected using the vst method. The first 30 principal components (PCs), determined by elbow plot inspection, were retained for downstream analysis. Samples were integrated using the IntegrateLayers function in Seurat, applying the reciprocal PCA (RPCA) integration method.

Neighbour graphs were constructed from the selected PCs using the FindNeighbors function with the ‘annoy’ approximate nearest neighbour algorithm, Euclidean distance metric and 50 trees. The number of nearest neighbours (*k*) was set to 20. Unsupervised clustering was performed using the FindClusters function with the Louvain algorithm and a resolution parameter of 1.2. For visualization, uniform manifold approximation and projection (UMAP) was computed from the first two dimensions of the neighbour graph.

IO gene expression markers were used to delineate an IO-specific pixel cluster from whole-tissue datasets. For each tissue, a *k*-nearest neighbour (*k*-NN) graph (*k* = 5) was constructed using the get.knn function from the FNN package (v.1.1.4.1)^66^ and subsequently converted into a graph object with graph_from_edgelist from the igraph package (v.2.1.4)^67^. Clusters within IO-associated pixels were identified using the components function. The largest cluster was defined as the principal IO cluster, with additional clusters of at least half the main cluster size to be aggregated to the main cluster. To exclude peripheral pixels from the main cluster, we applied a 0.5 quantile threshold on average graph edge distances per node. The coordinates of pixels within the main cluster were then dilated by a radius of two pixels in all directions to generate a contiguous IO region of interest.

Lesion sites were delineated manually, guided by staining of IBA1 immunohistochemistry on adjacent sections delineating the lesion location, along similar anatomical landmarks. Control regions were defined as 10 × 10 pixel squares on the ipsilateral side, spatially separated from the lesion.

To characterize calbindin-expressing neurons within the IO, all *Calb1*^+^ pixels were selected for subsequent analyses (total 3,442 pixels out of total 10,864 pixels allocated to the IO region). To characterize microglia within the lesion, a microglia score was computed using either three (*P2y12r*, *Tmem119* and *Cx3cr1* identified 1,289 pixels) or four marker genes (*Aif1*,* Maf*,* Spi1* and *Csf1r*; 2,874 pixels identified) with the AddModuleScore function from Seurat, specifying ctrl = 100 and nbin = 24. Both approaches gave similar results. To characterize microglia within the IO, a microglial score was computed using four marker genes (*Aif1*,* Maf*,* Spi1* and *Csf1r*) using the AddModuleScore function from Seurat, specifying ctrl = 100 and nbin = 24. Pixels with a microglia score greater than 0.05 were extracted from downstream analyses.

Gene count matrices were normalized to total library size, scaled by a factor of 10,000 and log-transformed (natural log). Gene expression values were then standardized by centring on the mean and scaling by the s.d. Dimensionality reduction was performed using PCA on the 1,000 most variable genes, identified using the vst method. The number of retained PCs—20 for IO, 20 for lesion, 20 for IO calbindin neurons and 15 for IO microglia—was determined by elbow plot inspection. Neighbour graphs were constructed from the selected PCs using FindNeighbors with the annoy approximate nearest-neighbour algorithm, Euclidean distance metric and 50 trees, with *k* set to 20. Unsupervised clustering was carried out using FindClusters (Louvain algorithm) at resolution parameters of 1 (IO), 0.5 (lesion), 0.8 (IO calbindin neurons) and 0.7 (IO microglia). For visualization, UMAP was computed from the first two dimensions of the neighbour graph. The number of pixels in the top levels of the chord/circos plots corresponding to each bottom-level category was quantified. To enable an unbiased visualization of proportional relationships, top-level categories were downsampled before plotting.

### Bulk RNA-seq libraries

After the flow sorting above, Fast Blue^+^propidium iodide^−^ cells were isolated directly using a 100 µm nozzle into 900 µl volume of RLT buffer of Qiagen RNeasy micro kit without β-mercaptoethanol. The isolated cell lysate was kept at 4 °C during the isolation process. Total RNA was isolated using the Qiagen RNeasy micro kit and kept at −80 °C until use. The RNA integrity number (RIN) was calculated for each sample for quality control, with a mean RIN of 9.57. A mRNA library was prepared using SMARTer Stranded Total RNA-Seq Kit v3 - Pico Input Mammalian (Takara Clontech) according to manufacturer’s instructions. Data were read on the HiSeq4000 system; a total of >350 million 150 bp strand-specific paired-end reads were generated.

### Bulk RNA-seq deconvolution and bioinformatics analysis

*R. norvegicus* (Rn7) bulk RNA-seq raw count matrixes were converted to *Mus musculus* (Mm10) using the EnsEmbl Biomart database. Only orthologue genes with a conservation score of at least 80 between mm10 and Rnor7, ENSEMBL v.102, were selected for downstream analyses. The final number of genes was reduced from 33,295 genes to 15,678 orthologue genes.

Deconvolution was performed in R v.4.5.0 environment. For the single-cell RNA-seq reference, the medulla matrix from ref. ^68^ was downloaded (https://cells.ucsc.edu/?ds=mouse-nervous-system)^69^ and converted to SingleCellExperiment^70^ R object with SubClass and SampleID metadata labels. The raw count matrix with mouse annotations and ref. ^68^ medulla data were used as an input for MuSiC R package^71,72^. MuSiC was run with function music_prop for neurons and microglia (labelled as immune previously^68^) using the sample IDs from ref. ^68^. For each gene, the mean expression in each sample was first calculated. Then, based on the microglial and neurons deconvoluted proportions from MuSiC an inferred relative gene proportion was calculated. The individual gene inferred proportions were then rounded and converted to inferred counts. This measure is an approximation and is dependent on the proportions predicted from MuSiC.

The expression of the top 200 fold-change (versus 28 d.p.l.) genes is shown as heat maps in Fig. 3d. Heat maps were plotted using ComplexHeatmap R package^73^ (ComplexHeatmap (Bioconductor; http://bioconductor.org/packages/ComplexHeatmap/). Final visualization shows the scaled *z* scores of the top 200 fold-change (versus 28 d.p.l.) genest (scale function center = TRUE). GO term analysis was performed using EnrichR v.3.4 package^74^.

### Analysis of mitochondrial density and morphology

Female rats (aged 9–12 weeks) were injected with 1 µl of pAAV2-CAG-MitoDsRed-IRES-GFP (a gift from J. Kittler) to genetically label mitochondria in the IO. The coordinates for stereotaxic injections were as follows: DV, ±10.6 mm; ML, ±0.55 mm relative to lambda; and AP, −13 mm relative to bregma. Then, 3 weeks after viral injection, the CCP was lesioned or injected with saline and rats perfused at 3 d.p.l. Then, 100-µm-thick parasagittal sections were produced with a vibratome and stained for IBA1 and calbindin.

For analysis of mitochondria in calbindin^+^ neuronal cell bodies, images were taken on a Leica SP8 confocal microscope with a ×63 objective, ×3 digital zoom and pinhole at 0.35 AU, and *z* stacks were taken with a 0.15-μm step size to image the entire cell. Images were deconvolved using Huygens Professional, following default settings and using 20–30 iterations. Deconvolved images were imported into FIJI and analysed in three dimensions using the Mitochondria Analyzer plugin, as previously described^75^. Thresholding and image processing were used according to the plugin workflow. Analyses were performed at both the per-cell and per-mitochondrion levels. Per-cell analysis was defined as the mean measurement of all mitochondria within a cell body; per-mitochondrion analysis represented measurements of each individual mitochondrion measured. The following parameters were extracted: mitochondrial density (mitochondrial count normalized to cell body volume in µm^3^), mitochondrial volume (summed volume of all mitochondria normalized to cell body volume) and volume-weighted mitochondrial sphericity (sphericity weighted by each mitochondrion’s contribution to total mitochondrial volume). Values closer to 1 indicate more spherical morphology. The formulas used for these calculations were adapted from the Mitochondria Analyzer documentation. If *S*_*i*_ is the sphericity of mitochondrion* i*, *V*_*i*_ is its volume and SA_*i*_ is its surface area:

$${S}_{i}=\frac{{{\rm{\pi }}}^{1/3}\times {(6\times {V}_{i})}^{2/3}}{{\mathrm{SA}}_{i}}$$

$${\text{Average Cell}\, S}_{\mathrm{weighted}}=\frac{{\sum }_{i=1}^{n}{V}_{i}\times {S}_{i}}{{\sum }_{i=1}^{n}{V}_{i}}$$

Cell body volume was estimated from the longest *x* and *y* axes of the soma together with the *z*-stack depth, using an ellipsoid volume approximation:

$${V}_{\mathrm{cell}}=\frac{4}{3}{\rm{\pi }}\times \frac{x}{2}\times \frac{y}{2}\times \frac{z}{2}$$

For analysis of mitochondria in neuron–microglia junctions, images were taken with a Leica Stellaris confocal microscope with ×63 objective, ×4 digital zoom and pinhole at 0.35 AU and *z* stacks were taken with 0.15 μm step size. Images were deconvolved using Huygens Professional, using the default settings and 20–30 iterations. Mitochondria in neuron–microglia junctions were analysed using Imaris 10.2 (Bitplane). In brief, surfaces were generated from both the IBA1 and the MitoDsRed channels, slightly exaggerated to highlight the overlap between volumes. These surfaces were then used to mask the individual channels, and the masked channel was used to create faithful surfaces for IBA1 and MitoDsRed. Segmented mitochondria statistics were exported from Imaris for downstream analysis.

### Local microglial depletion

Female rats (aged 9–12 weeks) were stereotaxically injected with EtBr (4 µl, 0.01% in saline) to induce a demyelinating lesion in the CCP. During the same procedure, a 30-gauge cannula (Plastics One) was implanted into the IO and connected to an osmotic minipump (Alzet Micro-Osmotic Pumps, model 1004, DURECT), with a flow rate of 0.11 μl h^−1^. PLX5622 (10 μM; MedChemExpress), a potent Csf1r blocker, was continuously delivered to the IO to locally deplete microglia.

### Histological analysis of remyelination

For analysis of remyelination levels in the lesion, rats were perfused with 4% glutaraldehyde in phosphate buffer, followed by 5 days of post-fixation. One-mm-thick sections containing the lesion were further fixed in 2% osmium tetroxide, overnight, at 4 **°**C; washed three times in PBS; dehydrated using 70%, 95% and 100% ethanol, followed by 100% propylene oxide and embedded in resin. Blocks of resin-embedded tissue were sectioned (1 μm), stained with 1% toluidine blue and imaged on a Zeiss Axioscan (×40 objective). The remyelinated area was quantified using Halo-AI v.3.6.4134 (Indica labs). Image analysis pipeline was generated by training an AI-based DenseNet network to automatically quantify the remyelinated area within focal white matter lesions at 28 d.p.l. The network was trained to segment the lesion area into remyelinated and non-remyelinated regions. More than 500 annotations on 10 representative lesions were produced and the network was trained for over 10,000 iterations with manual correction cycles until achieving excellent classification accuracy (cross-entropy < 0.001). The classifier was validated using correlative electron microscopy analysis of adjacent sections and conventional ranking analysis conducted by five independent assessors (Extended Data Fig. 9). Analysis of remyelination by the automated segmentation, ranking and electron microscopy was highly correlated. Remyelination by Schwann cells was excluded in the analysis. For each analysis automated segmentation was inspected, if needed classified tissue areas manually corrected and the network was further trained for a total of three cycles. Remyelination was further assessed by ranking, performed blindly and independently by two scorers and by electron microscopy.

### Electron microscopy

Toluidine-Blue-stained semithin sections used for automated histological analysis of remyelination were glued to empty resin blocks and repeatedly dipped into liquid nitrogen until they detached from the glass slide. Ultrathin sections were cut at 75 nm (Leica EM UC7 ultramicrotome, DiATOME Ultra 35° knife), transferred to copper grids and post-stained for 1 min with UA-Zero and 30 s with lead citrate. The lesion was identified in 4 × 4 0.5kx overview images, then ten images were taken at random lesion positions per animal (Hitachi HT7800 TEM, 80 kV, 3kx magnification, EMSIS Xarosa camera, 5,120 × 3,840 px, 4.97 nm per px). Quantification of the percentage of remyelinated axons and *g*-ratios were performed in ImageJ, remyelination by Schwann cells was not included in analysis.

### Quantification and statistical analysis

All statistical analyses were performed in GraphPad Prism v.10.2.3 and v.10.5.0 or in Python (v.3.11.13). Data are shown as mean ± s.e.m., with the number of animals (that is, the biological replicates) indicated in the figures and Supplementary Table 1. For non-hierarchical data (single measurement per animal), two-tailed Student’s* t*-tests (with Welch’s correction when variances were unequal) were used for two-group comparisons. For more than two groups, one-way ANOVA was used (Welch’s ANOVA when variances were unequal), followed in all cases by Bonferroni post hoc comparisons to correct for multiple comparisons. Consistent with statistical best practises in neuroscience^76–79^, for hierarchical data (for example, cells or images nested within animals), nested analyses were applied to preserve within-animal variability. Two-group comparisons used nested two-tailed *t*-tests, and multiple-group comparisons used nested one-way ANOVA, followed by Bonferroni post-hoc comparisons. Where assumptions of normality (Shapiro–Wilk test) or equal variance of nested data were not met, we used hierarchical blocked bootstrapping or permutation testing. For transcriptomic data, differential expression analysis was performed using the Wald test, with FDR controlled using the Benjamini–Hochberg correction. For comparing two cumulative distributions, Kolmogorov–Smirnov tests were used. For comparison of Gaussian fits, two-sided Wald *z*-tests, with Holm correction, were used.

Power calculation was performed to determine sample size. Given the technical complexity of some of the experiments, sample sizes are necessarily limited; nonetheless, the reproducibility of the effects across animals and modalities collectively support the conclusions.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-026-10414-w.

## Supplementary information

Supplementary Table 1 A table summarizing the statistical tests used throughout this study.

Reporting Summary

Supplementary Video 1 Microglial engulfment (unlesioned): 3D volume reconstruction of an IBA1^+^ microglia (blue), containing CD68^+^ lysosomes (red) and engulfed PSD95 (green) in the IO from an unlesioned control animal.

Supplementary Video 2 Microglial engulfment (7 d.p.l.): 3D volume reconstruction of an IBA1^+^ microglia (blue), containing CD68^+^ lysosomes (red) and engulfed PSD95 (green) in the IO from a 7 d.p.l. animal.

Supplementary Video 3 Microglial engulfment (14 d.p.l.): 3D volume reconstruction of an IBA1^+^ microglia (blue), containing CD68^+^ lysosomes (red) and engulfed PSD95 (green) in the IO from a 14 d.p.l. animal.

## Source data

Source Data Figs. 1–5 and Source Data Extended Data Figs. 1–7, 9 and 10.

## Figures and Tables

**Extended Data Fig. 1:**
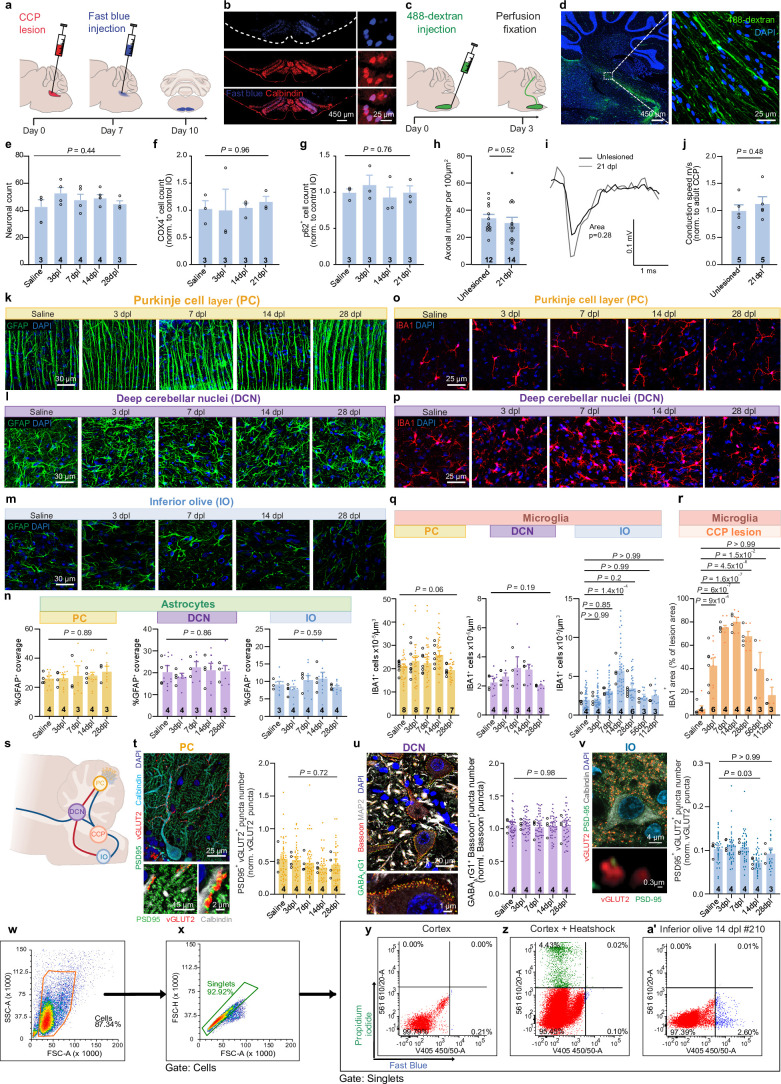
Focal white matter lesions in the CCP evoke changes in the olivo-cerebellar circuit. **a**, Experimental strategy to confirm the identity of neurons projecting through the CCP. Fast blue, a retrograde labelling dye was injected in the CCP at 7dpl followed by perfusion-fixation 3 days later. **b**, Representative (N = 3) image reveals extensive Fast blue (blue) labelling of Calbindin-positive (red) neurons in the IO. **c**, Experimental strategy to identify axonal projections arising from the IO. 488-dextran, an anterograde labelling dye, was injected in the IO and rats perfuse-fixed 3 days later. **d**, Representative (N = 2) image reveals extensive 488-dextran labelling in the CCP. The findings in (**b**) and (**d**) indicate that demyelinated axons in the CCP lesion model are IO projections. **e**, Number of Calbindin-positive neurons in the IO following a focal demyelinating lesion in the CCP. No significant change in the number of CCP-projecting IO neurons was observed across time. **f**,**g**, No significant changes in the number of IO neurons expressing mitochondrial (COX IV) or autophagy (p62) markers were observed across time. **h**, Axonal density is not significantly different between unlesioned and 21dpl CCP. **i**, Traces of compound action potential recordings (N = 5) taken across the unlesioned and 21dpl CCP. The area under the curve is not significantly different between control and 21dpl, indicating that the proportion of axons conducting action potentials is similar between conditions. **j**, Conduction velocity is not significantly different between unlesioned and 21dpl CCP. **k**–**m**, Images containing the PC layer of the cerebellum, DCN and IO stained for the astrocytic marker GFAP. **n**, GFAP-labelled area is not significantly changed in the PC layer, DCN or IO across time. **o**,**p**, Images of PC layer and DCN sections stained for IBA1. **q**, Microglial density is significantly increased at 14dpl in the IO, but not in the PC layer or the DCN. **r**, IBA1-labelled area is transiently increased in the lesion. **s**, Schematic diagram illustrating IO to PC excitatory (blue) inputs, PC to DCN inhibitory (red) inputs and DCN to IO inhibitory inputs (red). **t**, Normalized vGLUT2^+^ PSD95^+^ puncta is not significantly changed in the PC layer following demyelination of the CCP. **u**, Normalized Bassoon^+^ GABA_A_rG1^+^ positive puncta is not significantly changed in the DCN following demyelination of the CCP. **v**, Normalized vGLUT2^+^ PSD95^+^ puncta number is transiently decreased in the IO at 14dpl. **w**, FACS scatter plot. Fast blue was injected in the IO and rats culled 3 days later. Dissociated cells from IO were labelled with propidium iodide for live/dead cell discrimination and Fast blue^+^ cells isolated by FACS. Cells were gated from debris (orange polygon), blue pixels are back gated Fast blue^+^ IO cells. **x**, Singlets were gated from the cells (green quadrangle, red pixels are back gated PI-/FB- cells, green pixels are PI + /FB- cells, blue pixels are PI-/FB+ cells, orange pixels are duplets). Single cells were plotted for Fast Blue (x axis: Ex405, Em 450/50) and propidium iodide (y axis: Ex561, Em610/20). **y**, Cortical cells were used as controls for Fast Blue labelling. **z**, Heat shocked cortical neurons were used as positive controls for propidium iodide labelling. **a’**, Fast blue positive cells (blue pixels) from the IO were negative for propidium iodide and were isolated for transcriptome analysis. Closed circles represent individual nested measurements from images (n, q, r, t-v) from N rats, indicated on the bars. Open circles: animal means. P-values are from one-way ANOVA followed by Bonferroni post-hoc comparisons (e, f, g), nested one-way ANOVA followed by Bonferroni post-hoc comparisons (n, q, r, t, u, v) or two-sided t-test (h, i, j). ANOVA P values are provided in the Source data. Results are given as mean ± s.e.m. Source data

**Extended Data Fig. 2:**
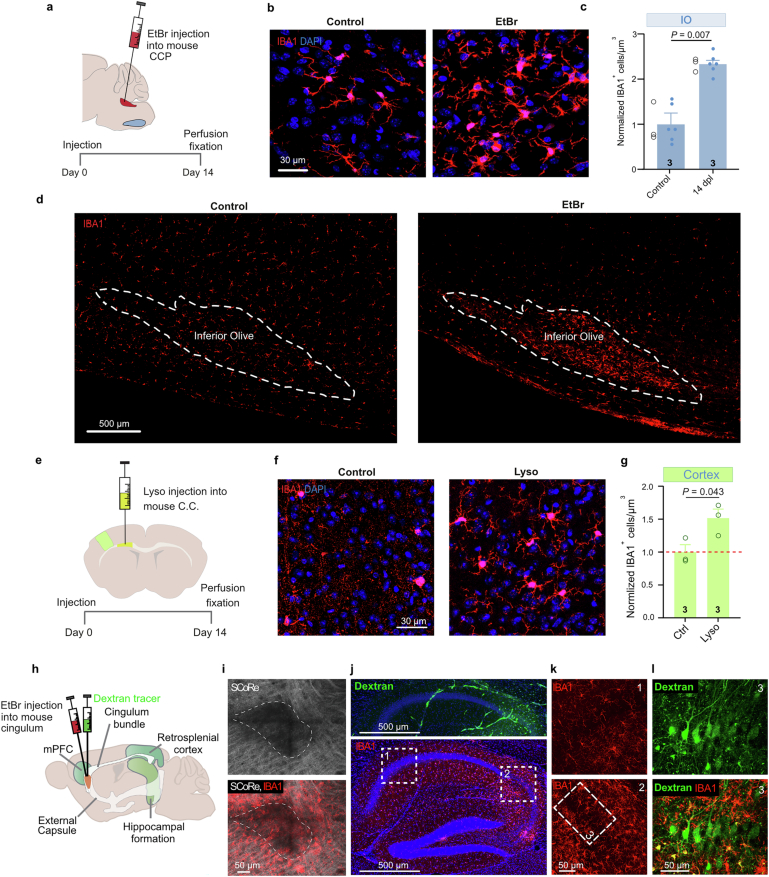
White matter lesions evoke a microglial response in the grey matter irrespective of model, circuit and species. **a**, Schematic showing the experimental design for EtBr lesioning of the mouse CCP. **b**,**c**, Mouse IO sections stained for IBA1 (red) and DAPI (blue) (b). Like the observations in the rat CCP model, microglial density is elevated in the IO at 14dpl (c). **d**, Representative (N = 3) low magnification images of mouse brainstem stained for IBA1 showing that the increase in microglia density in the IO is pronounced and local. **e**, Schematic showing the experimental design for lysolecithin lesioning of the mouse corpus callosum. **f**, Mouse cortical sections stained for IBA1 (red) and DAPI (blue). **g**, Microglial density is increased at 14dpl in the cortex, indicating that a similar microglial response develops in the lysolecithin demyelinating model. **h**, Schematic showing the experimental design for EtBr lesioning in the mouse cingulum bundle. **i**, Representative mouse sections imaged using spectral confocal reflectance microscopy (SCoRe; N = 3) and stained for IBA1 (red). Lesion outlined with dotted line. **j**, Representative (N = 2) mouse hippocampal sections stained for IBA1 (red), DAPI (blue) and labelled with Dextran (green). **k**, (top) Magnification of box 1 shown in **j**. (Bottom) Magnification of box 2 shown in **j**. **l**, Magnification of box 3 shown in **k** highlights that microglia density is increased around Dextran^+^ neurons, suggesting that a similar microglial response develops in the hippocampus following demyelination of the cingulum. Closed circles in bar graphs represent individual nested measurements from images from N number of mice, indicated on the bars. Open circles: animal means. P values are from nested two-sided t-test (c) and two-sided t-test (g). Results are given as mean ± s.e.m. Source data

**Extended Data Fig. 3:**
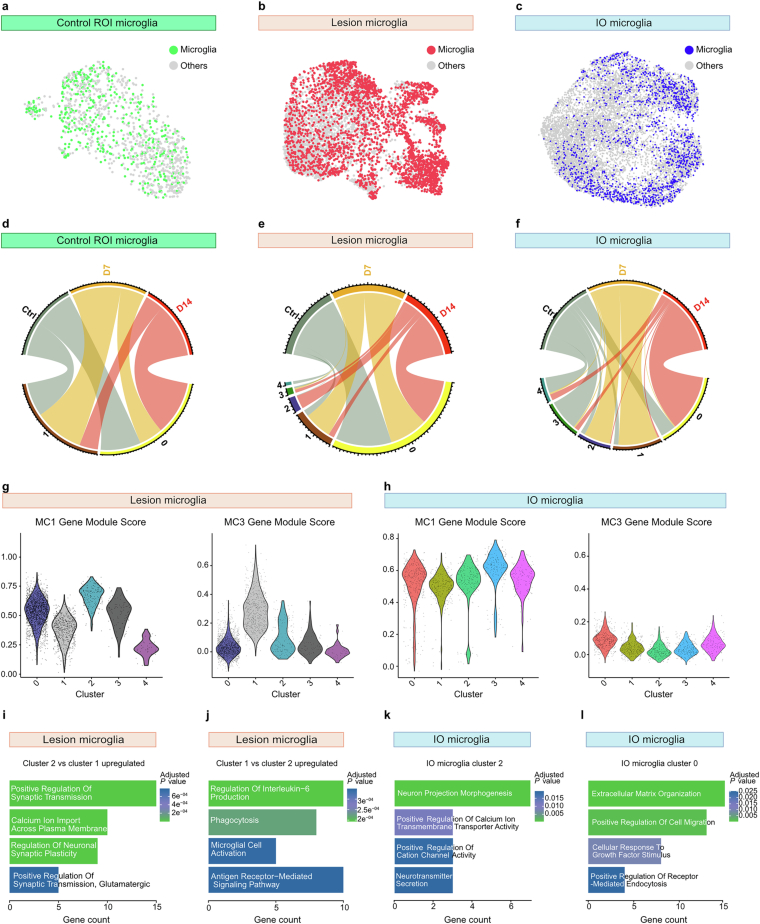
Spatial transcriptomic analysis identifies distinct subsets of microglia in healthy control area, lesion and IO following demyelination in the CCP. **a**, UMAP of all microglia pixels called in the control ROI. **b**, UMAP of all microglia pixels called in the CCP lesion. **c**, UMAP of neuron-associated microglia pixels called in the IO. **d**, Chord plot showing the relative contribution of each control ROI microglia cluster to the different timepoints. **e**, Chord plot showing the relative contribution of each lesion microglia cluster to the different timepoints. **f**, Chord plot showing the relative contribution of each IO microglia cluster to the different timepoints. Data in **d**, **e** and **f** indicate that changes in microglia subcluster composition develop exclusively in the CCP and IO, with no significant changes observed in control health areas. **g**, Violin plots showing MC1 (left) and MC3 (right) gene module score in lesion microglia. **h**, Violin plots showing MC1 (left) and MC3 (right) gene module score in IO microglia. Data in **g** indicates that lesion microglia clusters 2 and 1 share similarities with microglial clusters MC1 and MC3, identified in lysolecithin demyelinating lesions by Zhang, Rodriguez-Kirby et al., 2025. None of the IO microglia clusters, however, are particularly similar to MC1 or MC3. **i**, GO-term analysis of markers of lesion microglia cluster 2. **j**, GO-term analysis of markers of lesion microglia cluster 1. Analysis in **i** and **j** suggest an inflammatory/phagocytic phenotype for lesion microglia cluster 1 and a neuron-supporting profile for lesion microglia cluster 2. **k**, GO-term analysis of IO microglia cluster 2 markers. **l**, GO-term analysis of IO microglia cluster 0 markers. Analysis in **k** and **l** indicate a neuroprotective phenotype for cluster 2 and a mixed profile, comprising both neuroprotective and inflammatory signatures, for cluster 0. Data is from N = 3 rats for the lesion analysis and N = 4 rats for the IO analysis. GO term analysis P values derive from one-tailed Fisher’s exact test with multiple testing corrected by Benjamini–Hochberg false discovery rate. Exact P values for GO analysis are shown in Supplementary Table 1. Source data

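In microglia pixels of the CCP section outside the lesion window, which includes tissue beyond the control squares of the paper, 133 genes were higher and 59 lower at 7 d.p.l. than in controls (edgeR; 235 with DESeq2, 564 with no filter on low counts), and 102 were higher and 95 lower at 14 d.p.l. (n = 3 rats; 327 with DESeq2, 588 with no filter on low counts). Of 23 DAM genes, 4 were higher at 14 d.p.l. (8 when adjusted over the list alone; camera, adjusted p = 0.423 with an estimated correlation), among them Cd63 (1.24, adjusted p = 0.0047) and Apoe (1.32, adjusted p = 0.0062). Spp1 rose by 2.16 (adjusted p = 0.0125), Ptgds by 2.29 (adjusted p = 0.00689) and Cd74 by 2.51 (adjusted p = 0.0284). Cd74 lost the call without any 1 of the controls or 14 d.p.l. replicate 1 or 3, and Spp1 without Control replicate 4 or 14 d.p.l. replicate 1. Scaling by library size alone, which moved the median gene by -0.47 at 7 d.p.l., called 43 genes higher and 5483 lower then, and 93 higher and 59 lower at 14 d.p.l. The count of 192 at 7 d.p.l. was 73, 68 and 83 without Control replicate 1, 2 and 4, 94, 113 and 88 without 7 d.p.l. replicate 2, 3 and 4, and 338 without 14 d.p.l. replicate 3. The count of 197 at 14 d.p.l. was 55, 71 and 35 without Control replicate 2, 3 and 4, and 22 without 14 d.p.l. replicate 1. Whether the window changed more than the rest of the CCP section was tested as an interaction: 0 of 14889 genes differed at 7 d.p.l. (edgeR; 949 at an unadjusted p under 0.05, 0 with DESeq2, 76 with no filter on low counts) and 0 at 14 d.p.l. (371 at an unadjusted p under 0.05, 0 with DESeq2, 10 with no filter on low counts). At a preset correlation camera passed 18 lists at 7 d.p.l. and 5 at 14 d.p.l., and none with an estimated correlation. The 5 genes that Fig. 2e marks for cluster 1 had a median difference of 0.86 at 7 d.p.l. (none past when adjusted over the list alone; camera, adjusted p = 0.706 with an estimated correlation), and 2 of them, C1qc and Cx3cr1, are among the genes that place the window, which sets their values in part.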

**Extended Data Fig. 4:**
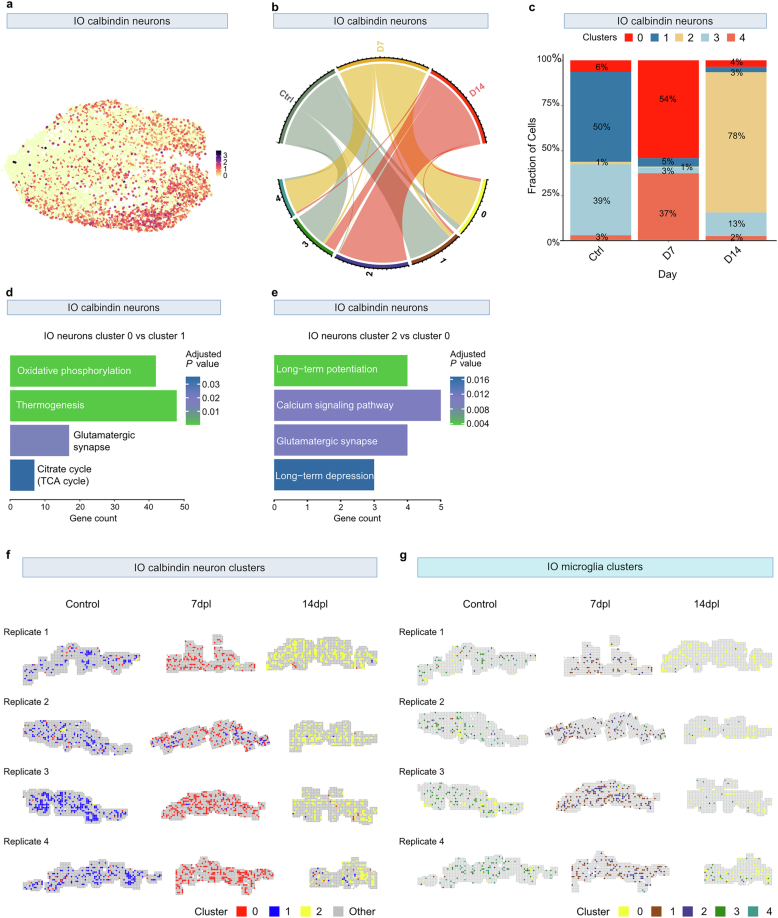
Spatial transcriptomic analysis identifies distinct neuronal clusters in the IO following demyelination of the CCP. **a**, UMAP plot highlighting all calbindin-positive pixels in the IO. **b**, Chord plot showing the relative contribution of each IO calbindin neuron cluster to the different timepoints. **c**, IO neuron cluster distribution across time points. Five clusters were identified in the IO. Clusters 1 and 3 are prominent in controls, whereas clusters 0 and 4 emerge at 7dpl and cluster 2 at 14dpl. **d**, GO-term analysis of differentially expressed genes between markers of clusters 0 and 1 highlights changes in mitochondrial metabolism and neuronal excitability. **e**, GO-term analysis of differentially expressed genes between markers of clusters 2 and 0 shows gene signatures related to membrane potential regulation, excitability and synaptogenesis. **f**,**g**, Every replicate of the cluster tissue maps shown in Fig. 2. Neuronal cluster 1 predominates in the control IO, while clusters 0 and 2 are the most abundant at 7 and 14dpl, respectively. Microglia clusters 1 and 2 are consistently increased at 7dpl in the IO, whereas cluster 0 is the most prevalent at 14dpl. Data is from N = 4 rats GO term analysis p values derive from one-tailed Fisher’s exact test with multiple testing corrected by Benjamini–Hochberg false discovery rate. Exact P values for GO analysis are shown in Supplementary Table 1. Source data

**Extended Data Fig. 5:**
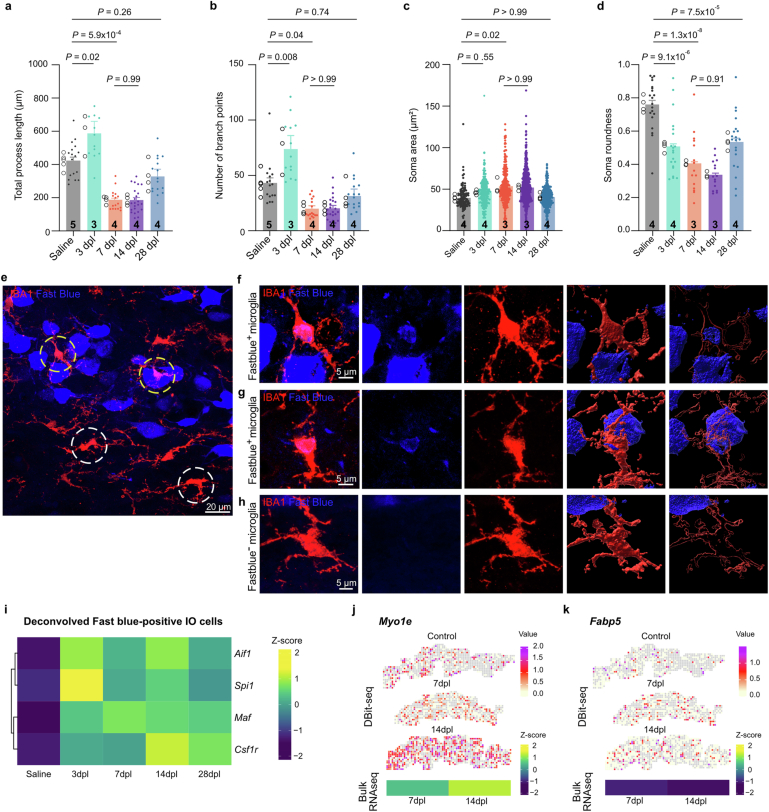
Cell morphology and transcriptomic analysis identify distinct microglial cell states. **a**,**b**, Total process length (a) and mean number of branch points (b) is significantly increased at 3dpl and decreased at 7 and 14dpl. **c**, Microglial cell body size is increased at 7 and 14dpl. **d**, Microglial cell body roundness is decreased at 7 and 14dpl. **e**, Fast blue, a retrograde labelling dye, was injected in the lesioned CCP and the IO processed for IBA1 staining. Representative (N = 2) low-magnification image shows fast blue-labelled demyelinated neurons (large blue cells) and fast blue-positive (yellow circles) and negative (white circles) microglia. **f**,**g**, Examples (N = 2) of a subset of IBA1-positive (red) inferior olive microglia which interact closely with fast blue-positive (i.e., demyelinated) neurons and display internalization of the same dye (blue). Fast blue-labelled microglia are not detected in saline controls. **h**, Representative (N = 2) IBA1-positive (red) microglial cell that surveys the environment but does not interact closely with fast blue-positive neurons and is not labelled with fast blue (blue). **i**, Heatmap showing expression of four microglia markers in the bulk RNAseq deconvolved for microglia signatures. These markers were used to identify microglia-positive pixels in the spatial transcriptomic analysis. Data are z-score normalized. **j**,**k**, DBit-Seq and bulk RNAseq show the same pattern of gene expression. Myo1e and Fabp5 are shown for comparison. Dbit-seq tissue maps are representative of N = 4 rats. Bulk RNAseq differential expression analysis is from N = 3 rats. In bar graphs, closed circles represent individual nested measurements from cells from N rats, indicated on the bars. Open circles**:** animal means. P values are from nested one-way ANOVA followed by Bonferroni t-test. Results are presented as mean ± s.e.m. Source data

**Extended Data Fig. 6:**
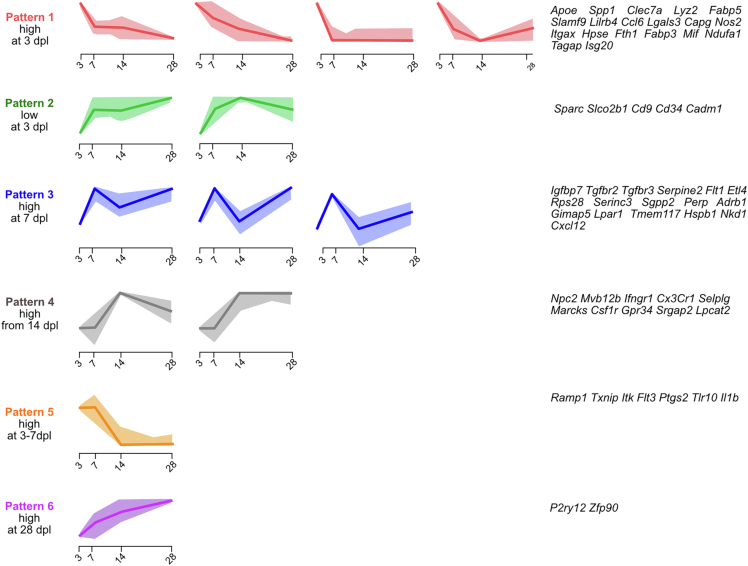
Mapping of deconvolved IO microglia signatures over time identifies 6 patterns of gene expression. Several genes associated with activated microglia (selected genes listed on the right) follow pattern 1 of gene expression, being highly expressed at 3dpl and expressed at lower levels thereafter. Several genes associated with homeostatic microglia follow pattern 2, being expressed at low levels at 3dpl, or pattern 4, showing low expression up to 7dpl and higher levels at 14 and 28dpl. Neuroprotective genes, such as Igfbp7, Tgfbr2 and Tgfbr3 follow pattern 3, peaking expression at 7dpl. Genes following pattern 5 (e.g. Ramp1) are highly expressed at 3 and 7dpl but subside thereafter. Other homeostatic genes, such as P2y12r and Zfp90 show low expression at 3dpl and high at 28dpl (pattern 6). Data is from 3 rats for each time point. Bold lines represent the mean ± s.e.m. (shaded area). Source data

**Extended Data Fig. 7:**
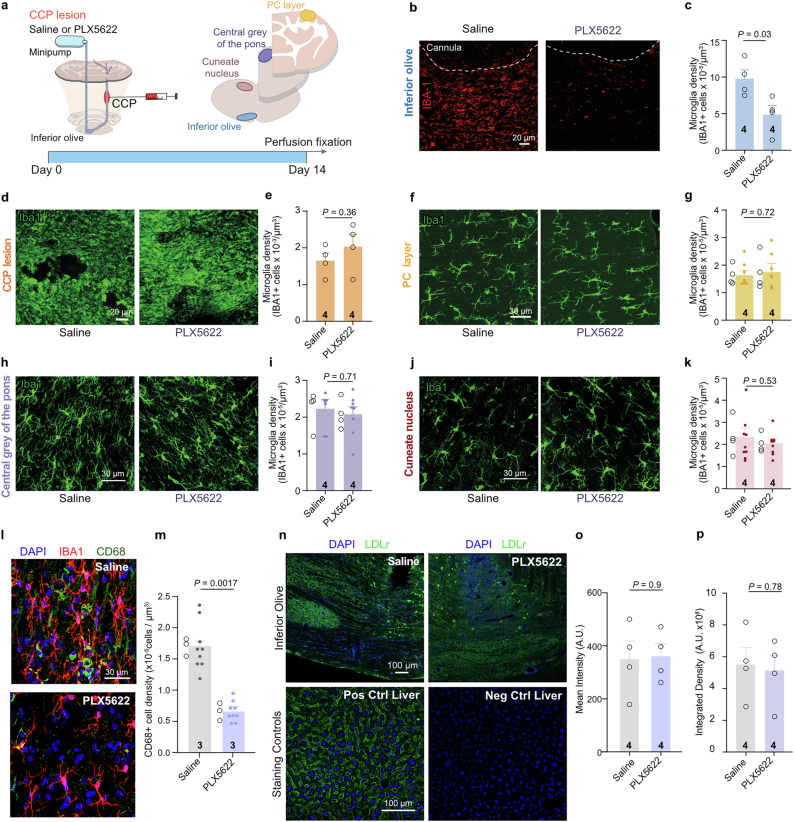
Focal PLX5622 delivery decreases local microglial density. **a**, Schematic representation of the local delivery of PLX5622 to the IO, and the different hindbrain regions analysed. **b**,**c**, IBA1 staining and quantification shows that microglia density is significantly decreased when PLX5622 is focally delivered to the IO. **d**,**e**, IBA1 staining and quantification shows that microglia density is unchanged in the CCP lesion. **f**,**g**, IBA1 staining and quantification shows that microglia density is unchanged in the PC layer. **h**,**i**, IBA1 staining and quantification shows that microglia density is unchanged in the central grey of the pons. **j**,**k**, IBA1 staining and quantification shows that microglia density is unchanged in the cuneate nucleus. **l**,**m**, Density of IBA1 (red) cells expressing CD68 (green), a microglial lysosome marker, is significantly reduced in the inferior olive of rats in which PLX5622 is locally delivered. **n**–**p**, Mean LDLr fluorescence intensity is not changed when PLX5622 is delivered to the IO (o). LDLr integrated density is not changed when PLX5622 is delivered to the IO. Images and quantification show that focal PLX5622 delivery does not affect LDLr expression, indicating that PLX5622-induced changes in the IO are not an off-target effect on cholesterol metabolism (p). Closed circles represent individual nested measurements from images (g, i, k, m) from N rats, indicated on the bars. Open circles**:** animal means. P values are from nested one-way ANOVA followed by Bonferroni t-test. Results are presented as mean ± s.e.m. P values are from two-sided t-test (c, e, o, p) or nested two-sided t-test (g, i, k, m). Results are given as mean ± s.e.m. Source data

**Extended Data Fig. 8:**
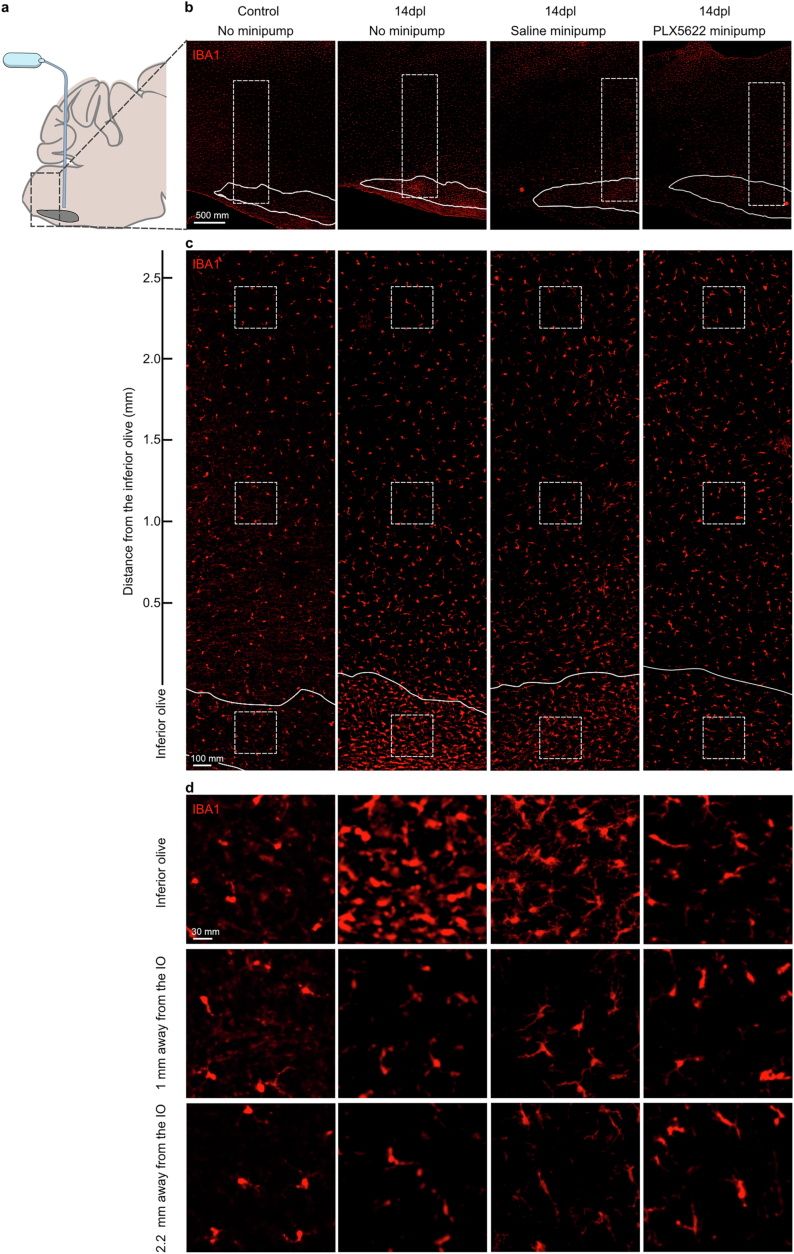
Detailed characterization of focal microglia depletion in the IO. **a**, Diagram showing the location of the inferior olive (grey) within the brainstem. **b**, Representative sections (N = 4) of the brainstem, containing the IO, stained for IBA1. **c**, Magnification of the area highlighted in **b**. The scale on the left indicates dorsal-ventral distance from the IO. **d**, Magnification of the boxed areas in **c**. Images show that 1) microglia density is increased at 14dpl in the IO, but not in areas > 1 mm dorsal to the IO and 2) that focal delivery of PLX5622 prevents such increase, with no effect on microglia density in areas above the IO.

**Extended Data Fig. 9:**
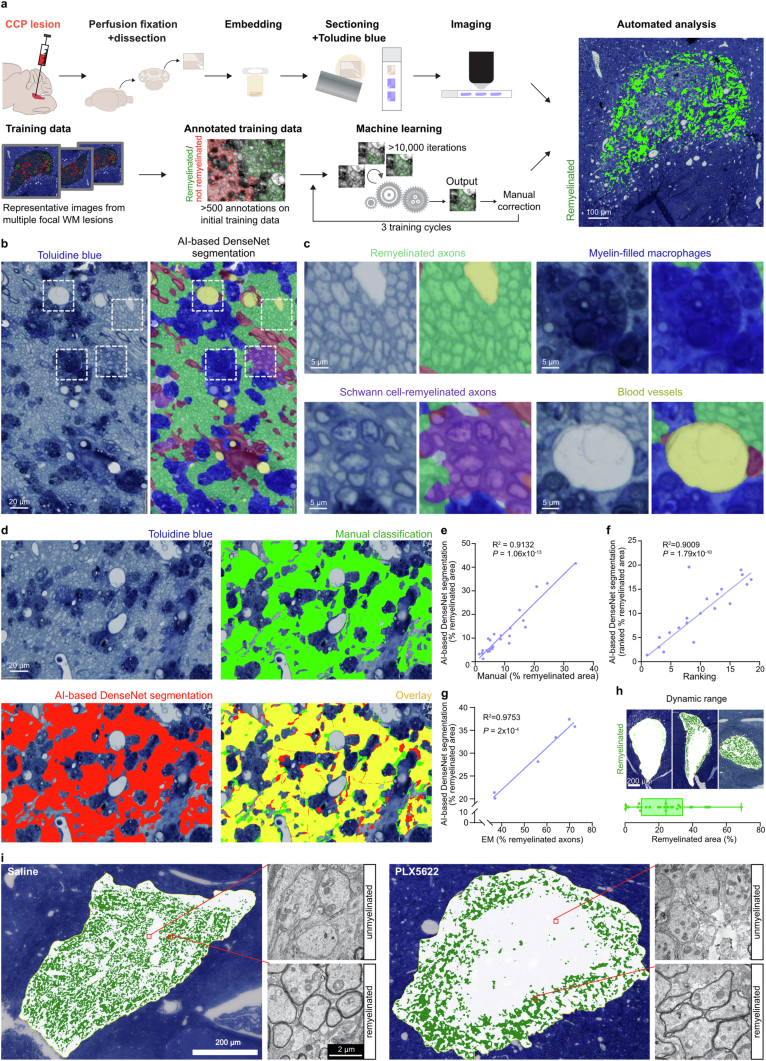
Detailed characterization of an AI-based DenseNet network for automated analysis of remyelination. **a**, Schematic showing the experimental design, tissue preparation and training of an AI-based Densenet network for automated analysis of remyelination. **b**, Representative (N = 20) toluidine blue-stained semi-thin section, imaged at the centre of a lesion (left) overlaid with the segmentation mask (right). **c**, Different objects segmented by the AI-based DenseNet network: remyelinated axons (green), myelin-filled macrophages (blue), Schwann cell remyelinated axons (purple) and blood vessels (yellow) (N = 20). **d**,**e**, Remyelinated areas measured by manual and automated segmentation are highly correlated (N = 20). **f**, Lesion ranking and ranked remyelinated area, measured by automated segmentation, are highly correlated (N = 20). **g**, Percentage of remyelinated axons, measured by EM, and remyelinated area, measured by the automated segmentation analysis, are highly correlated (N = 20). **h**, Dynamic range of the automated quantification. The trained network can discriminate between lesions with a wide range of remyelination, from lesions where remyelination has largely failed (0.3% of lesion area) to virtually fully remyelinated lesions (N = 20). **i**, Spatial correlation between automated segmentation and electron microscopy. Toluidine-blue sections were imaged at high magnification and images segmented using the AI-based DenseNet network. Consecutive sections were posteriorly ultrasectioned and corresponding FOVs imaged under the electron microscope. Images in the insets confirm that areas identified in the automated analysis as remyelinated and demyelinated contain primarily remyelinated and demyelinated axons, respectively (N = 1). Dots in graphs represent lesions. Curves were obtained using linear regression. P values are from an F-test to determine whether the slope of the curve is different from zero. Source data

**Extended Data Fig. 10:**
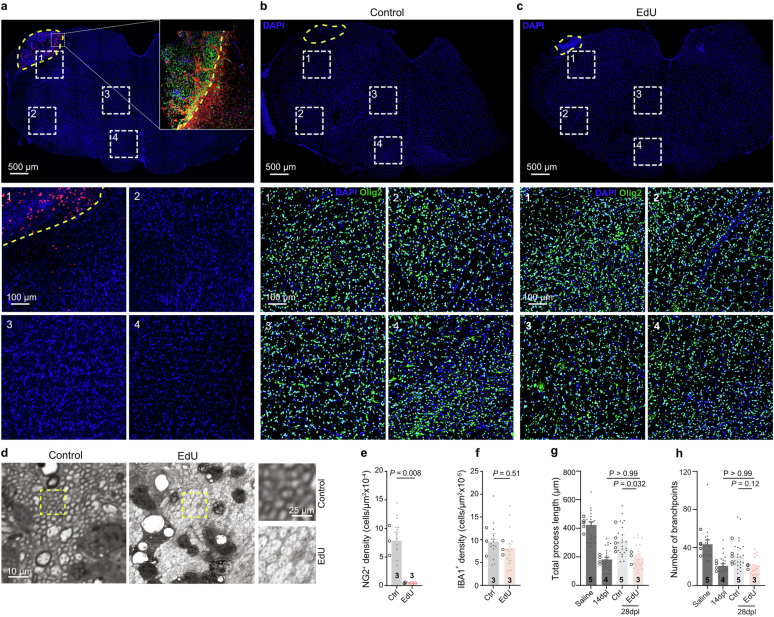
Detailed characterization of the chronic model of demyelination indicates that EdU delivery is focal. **a**, Representative (N = 6) images showing that EdU labelling is markedly restricted to the CCP lesion, indicating that EdU delivery is focal. The top image is a coronal section overview, stained for EdU (red) and DAPI (blue). The inset is a staining of the same lesion against GFAP (red) and IBA1 (green) and highlights the astrocytic scar around the lesion. Boxed areas are shown magnified below. The yellow dotted line outlines the lesion. **b**,**c**, Oligodendrocyte lineage cell (Olig2+) density is not different between control and EdU-infused rats (N = 9), indicating that the effect of EdU delivery is local to the lesion. The top images in **b** and **c** are coronal section overviews of control and EdU-infused rats. Magnified views of the boxed areas (bottom) show Olig2 staining. The yellow dotted line outlines the lesion. Lesions in EdU-infused rats (**c**) show high density of DAPI-labelled nuclei, which reflects ongoing inflammation in the absence of myelin regeneration. **d**, Representative (N = 4 for control and N = 3 for EdU) images showing that remyelination is impaired in rats in which EdU is locally delivered to the lesion. Images are from toluidine blue-stained sections of untreated (left) and EdU-infused lesions (right). **e**, NG2+ cell number is markedly decreased by EdU treatment in vitro. **f**, IBA1+ cell number is not affected by EdU treatment in vitro. **g**,**h**, Microglia total process length and mean branch number are significantly decreased in the IO when EdU is infused in the lesion. Data from saline and 14dpl are also displayed in Extended Data Fig. 5a,b. Closed circles represent individual nested measurements: images (e, f) or cells (g, h) from N rats, indicated on the bars. Open circles: animal means. P values are from nested two-sided t-test (e, f) or nested one-way ANOVA, followed by Bonferroni post-hoc comparisons (g, h). Results are presented as mean ± s.e.m. Source data

## Data Availability

All sequencing data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO series accession number GSE274050 (bulk RNA data) and series accession number GSE311781 (DBiT-seq). The *R. norvegicus* reference genome used to align bulk RNA-seq and DBiT-seq reads (mRatBN7.2, RefSeq annotation, NCBI: GCF_015227675.2) is available online. The scRNA-seq dataset used to deconvolute the bulk RNA-seq experiment is available online (https://cells.ucsc.edu/?ds=mouse-nervous-system). Source data are provided with this paper.

## Code availability

The codes used for RNA-seq deconvolution and DBit-seq analysis are available at GitHub (https://github.com/Castelo-Branco-lab/Karadottir_DBiT_2025).

# Supplementary material for: Focal white matter lesions drive grey matter inflammation and synapse loss
**Source:** Nature. 2026 Apr 22;654(8120):1033–43. doi: 10.1038/s41586-026-10414-w
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	FACS FACSDIVA 9.0.1 Zeiss LSM 980 with a Airyscan 2, Zeiss Cell Observer, Zen blue 3.7.97.0.7000 Leica SP8 confocal microscope (LASX) RNAseq- SMARTer Stranded Total RNA-Seq Pico input v3 Neurophotometrics FP3002 console
Data analysis	GraphPad Prism 10.2.3 and 10.5.0 for Windows, GraphPad Software, Boston, Massachusetts USA, www.graphpad.com Imaris (Bitplane) versions 9.1 and 10.2 ImageJ (v1.54p) Python (v3.11.13) Quantification of synaptic puncta density was on ImageJ, using SynapseJ (Manrique et al., 2021) HALO 3.6.4134 (Indica labs) Aiforia Create, Aiforia Technologies Oy, Helsinki, Finland, https://www.aiforia.com/ Bulk RNA-seq deconvolution used R (v4.5.0) , MuSiC R package (https://github.com/xuranw/MuSiC). Heat maps were plotted using ComplexHeatmap R package (https://github.com/jokergoo/ComplexHeatmap), Go analysis by EnrichR 3.4 package (https://www.rdocumentation.org/packages/enrichR/versions/3.4). Deconvolution code is available here https://github.com/Castelo-Branco-lab/Karadottir_DBiT_2025 DBITSeq data were processed and analysed using R (v4.3.3) with imager package (v1.0.2), Snakemake (v7.24.0) with bbduk (v39.01), cellranger count (v7.1.0), Seurat object (v5.1.0), FNN package (v1.1.4.1), igraph package (v2.1.4). For fiber photometry data, normalized dF/F was calculated on Matlab (R2025a), using a published script (Marianova et al., 2019) Mitochondria analysis images were deconvolved using Huygens Professional (https://svi.nl/Huygens-Professional), and analysed using the

Mitochondria Analyzer plugin on Fiji (v1.54p).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All sequencing data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO series accession number GSE274050 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE274050>) (Bulk RNAdata) and series accession number GSE311781 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE311781>) (DBiT-seq). The Rattus norvegicus reference genome used to align Bulk RNAseq and DBiT-seq reads (mRatBN7.2, RefSeq annotation, NCBI, accession number GCF_015227675.2) is available here: https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_015227675.2. The single-cell RNAseq dataset used to deconvolute the bulk RNAseq is available here: <https://cells.ucsc.edu/?ds=mouse-nervous-system>.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	For remyelination, histological studies and in vivo calcium and ATP recordings, sample size was based on previous datasets (Gautier et al., 2015; Salinas et al., 2023) which overall have a Cohen's effect size d of 4. Thus, a sample size of n=3 for control and n=3 for experimental groups provides a statistical power greater than 0.8 at an alpha level of 0.05. For morphological analysis, engulfment quantification and mitochondrial studies, a dataset of n=3 or more cells analysed from 3 biological replicates per group is required to achieve a statistical power greater than 0.8 at an alpha level of 0.05. For bulk RNAseq and DBiT studies, sample size was determined based on the literature (Spitzer et al., 2019; Zhang et al., 2023).
Data exclusions	28dpl DBiT-seq samples did not reach minimum tissue quality (loss of structural/spatial information) and were excluded. Areas containing the surgical needle track were excluded from the analysis, as the inflammatory reaction around the needle track is a confounder factor.
Replication	All data was replicated and individual replicates are represented within the figures. In the figure legends the number of biological replicates is explained. The number of replicates is also indicated in the supplementary table.
Randomization	All animals were randomized into experimental groups. For immunohistochemical analysis, samples were allocated by randomly selecting brain slices containing the regions of interest from each experimental group.
Blinding	Experimenters were not blinded to experimental conditions during animal surgery and recovery, as lesioned animals, but not unlesioned controls, can develop side effects that require enhanced monitoring. However, subsequent tissue processing, imaging and quantification

were performed blindly and validated by more than two experimenters. Experiments that did not require animal surgery were performed blindly at all stages of data collection and quantification.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

- n/a Involved in the study
- ☐ ☒ Antibodies
- ☒ ☐ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☐ ☒ Animals and other organisms
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern
- ☒ ☐ Plants

Methods

- n/a Involved in the study
- ☒ ☐ ChIP-seq
- ☐ ☒ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

Antibodies

Antibodies used

For Immunofluorescence:

Primary Antibodies:

Abcam: rabbit CD68 (ab125212; 1:100); mouse calbindin (CB-955, ab82812; 1:100); rabbit calbindin (EP3478, ab108404; 1:200); rabbit C1q (4.8, ab182451; 1:100); mouse NG2 (132.38, ab50009; 1:200); rabbit COX-IV (ab16056; 1:100); chicken anti m-cherry (ab205402; 1:500); chicken anti-GFP (ab13970; 1:1000); rabbit GABABr1 (EPR22954-47, ab238130; 1:100); mouse P62 (2C11, ab56416; 1:100); Chicken MAP2 (ab5392; 1:2000); mouse bassoon (SAP7F407, ab82958; 1:100)

Antibodies.com: chicken GFAP (A85307; 1:300); Goat IBA1 (a82670; 1:100)

Wako: rabbit IBA1 (Cat#019-19741; 1:500)

Merck Millipore: mouse PSD95 (6G6-1C9, MAB1596; 1:100); guinea pig vGLUT2 (AB2251-I; 1:500), Rabbit Olig2 (AB9610; 1:300).

Synaptic Systems: mouse bassoon (SAP7F407; 1:100)

R&D Systems: goat LDLR (AF2255; 1:100)

Secondary antibodies (All secondary antibodies were used at 1:500 dilution.):

ThermoFisher: Goat anti rabbit Alexa Fluor 488 (A32731); Goat anti rabbit Alexa Fluor 568 (A11036); Goat anti rabbit Alexa Fluor 647 (A21247); Goat anti mouse Alexa Fluor 750 (A21037); Goat anti mouse Alexa Fluor 647 (A21242); Goat anti mouse Alexa Fluor 555 (A21424); Goat anti mouse Alexa Fluor 488 (A11029); Goat anti mouse Alexa Fluor 568 (A11031); Donkey anti goat Alexa Fluor 633 (A21082); Donkey anti Rabbit Alexa Fluor 488 (A-21206)

Abcam: Goat anti hamster Alexa Fluor 488 (ab173003), Goat anti guinea pig Alexa Fluor 647 (ab150187), Goat anti chicken Alexa Fluor 568 (ab175477)

Validation

All antibodies listed above are commercially available and have been validated by the manufacturers and previous publications. For further details please see below:

rabbit CD68 (Abcam, ab125212; 1:100): validated for Western Blot, IHC-P. Suitable for Mouse, Rat - <https://www.abcam.com/en-us/products/primary-antibodies/cd68-antibody-ab125212>

mouse calbindin (Abcam, ab82812; 1:100): validated for Western Blot, IHC-P. Suitable for Cow, Human, Mouse, Rat - <https://www.abcam.com/en-us/products/primary-antibodies/calbindin-antibody-cb-955-ab82812>

rabbit calbindin (Abcam, ab108404; 1:200): validated for Western Blot, Flow Cytometry (Intra), Flow Cytometry, IHC-P, IHC-Fr, ICC/IF, mIHC. Suitable for Human, Mouse, Rat - <https://www.abcam.com/en-us/products/primary-antibodies/calbindin-antibody-ep3478-ab108404>

rabbit C1q (Abcam, ab182451; 1:100): validated for IHC-Fr. Suitable for Mouse, Rat - <https://www.abcam.com/en-us/products/primary-antibodies/c1q-antibody-48-ab182451>

mouse Ng2 (Abcam, ab50009; 1:200) – validated for WB and reacts with Rat samples. - <https://www.abcam.com/en-us/products/primary-antibodies/ng2-antibody-13238-ab50009>

rabbit COX-IV (Abcam, ab16056; 1:100): validated for Western Blot, IHC-P, IHC-Fr, ICC/IF. Suitable for Human, Mouse, Rat - <https://www.abcam.com/en-us/products/primary-antibodies/cox-iv-antibody-mitochondrial-loading-control-ab16056>

chicken anti m-cherry (Abcam, ab205402; 1:500): validated for Western Blot, ICC/IF. Suitable for Mouse, Rat - <https://www.abcam.com/en-us/products/primary-antibodies/mcherry-antibody-ab205402>

chicken anti-GFP (Abcam, ab13970; 1:1000): validated for Western Blot, ICC/IF. Suitable for Mouse, Rat - <https://www.abcam.com/en-us/products/primary-antibodies/gfp-antibody-ab13970>

rabbit GabaArg1 (Abcam, ab238130; 1:100): Suitable for WB, IHC-Fr, IHC-P and reacts with Mouse, Rat, Human samples - <https://www.abcam.com/en-us/products/primary-antibodies/gaba-b-receptor-1-antibody-epr22954-47-ab238130>

mouse P62 (Abcam, ab56416; 1:100): validated for Western Blot, Flow Cytometry, IP, IHC-P, ICC/IF. Suitable for Human, Rat - <https://www.abcam.com/en-us/products/primary-antibodies/sqstm1-p62-antibody-2c11-bsa-and-azide-free-ab56416>

chicken GFAP (Antibodies.com, A85307; 1:300): validated for WB, ICC/IF and IHC. Suitable for Human, Horse, Cow, Porcine, Rat, Mouse - <https://www.antibodies.com/catalog/primary-antibodies/gfap-antibody-a85307>

goat IBA1 (Antibodies.com, a82670; 1:100): validated for ELISA, WB and IHC. Suitable for Human, Mouse, Rat - <https://www.antibodies.com/catalog/primary-antibodies/iba1-antibody-a82670>.

chicken MAP2 (Abcam, ab5392; 1:2000): validated for Western Blot, IHC-P, ICC/IF. Suitable for Mouse, Rat - <https://www.abcam.com/en-us/products/primary-antibodies/map2-antibody-neuronal-marker-ab5392>

rabbit Olig2 (Merck Millipore, AB9610; 1:300): validated for Western Blot, ICC, IHC (p), IP. Suitable for Mouse, Human, Rat - <https://www.sigmaaldrich.com/GB/en/product/mm/ab9610>

rabbit IBA1 (Wako, 019-19741; 1:500): validated for ICC, IHC. Suitable for Mouse, Rat - <https://labchem-wako.fujifilm.com/us/product/detail/W01W0101-1974.html>

mouse PSD95 (Merck Millipore, MAB1596; 1:100): validated for WB, ICC, IHC. Suitable for Mouse, Rat. <https://www.sigmaaldrich.com/GB/en/product/mm/mab1596>

guinea pig vGLUT2 (Merck Millipore, AB2251-I; 1:500): validated for WB, IHC. Suitable for Mouse, Rat - <https://www.sigmaaldrich.com/GB/en/product/mm/ab2251i>

mouse bassoon (Synaptic Systems, SAP7F407; 1:100): validated for Western Blot, IHC-P, ICC/IF. Suitable for Human, Mouse, Rat - <https://www.abcam.com/en-us/products/primary-antibodies/bassoon-bsn-antibody-sap7f407-ab82958>

goat LDLR (R&D Systems, AF2255; 1:100): validated for Immunohistochemistry, Western Blot, Blockade of Receptor-ligand Interaction, Flow Cytometry, CyTOF-ready. Suitable for Mouse, Rat. https://www.rndsystems.com/products/mouse-ldlr-antibody_af2255

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Surgeries used Sprague Dawley rats purchased from Charles River, 9-12 weeks or 18 months old; or 18 month old Sox10:dsRed rats, 10.1016/j.stemcr.2017.09.005; and 3-4 month old mice, bred in house (Tg(Pdgfra-cre/ERT2)1Wdr or Tg(Pdgfra-cre/ERT2)1Wdr:Maptm2Arbr); or 3-4 month-old c57bl/6 mice purchased from Charles River. Tissue culture used Sprague Dawley rats, PO-2. All animals were maintained under a 12 h light:12 h dark cycle with food and water supplied ad libitum.
Wild animals	The study did not involve wild animals.
Reporting on sex	Animal surgeries were performed on females exclusively. Tissue cultures were from pooled mixed sex litters.
Field-collected samples	No samples were collected in the field.
Ethics oversight	Experiments were performed in accordance with the EU guidelines for the care and use of laboratory animals, and with the guidelines of the UK Animals (Scientific Procedures) Act 1986 and subsequent amendments. Use of animals in this project was approved by the Animal Welfare and Ethical Review Body for the University of Cambridge and carried out under the terms of UK Home Office Licenses PP4353554, P9B1FBC4B and 70/7715, and the Animal Welfare and Ethical Review Body by the Icelandic Food and Veterinary Authority.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.
Novel plant genotypes	Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.
Authentication	Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	Micro dissected inferior olive tissue was digested with papain solution in DMEM buffer for 30-45 minutes at 37°C. Cells were triturated to single cells after blocking papain activity with ice cold soybean trypsin inhibitor solution. After filtering remaining cell aggregates with 40um strainer, cells were labelled in PBS without Ca and Mg supplemented with 0.5% BSA fraction V and separated from myelin debris with myelin removal microbead kit from Miltenyi. Dead and dying cells were labelled with propidium iodide for 5 minutes in PBS without Ca and Mg supplemented with 0.5% BSA fraction V before analysis. Cells from control cortical tissue were heat shocked at 45°C for 2 minutes for dead cell positive control before propidium iodide labelling.
Instrument	BD FACSAria Fusion Cell Sorter #P656700G50009
Software	FACSDIVA 9.0.1
Cell population abundance	Fast blue+ PI- cells ranged between 0.6 and 6%.
Gating strategy	Cells gate was defined by FSC-A and SSC-A values. Singlets gate was defined by FSC-W over FSC-A value size. Live cell gate was defined by propidium iodide signal based on untreated or heat shocked cortical cells from the same rat brain as the inferior olive cells. Fast Blue+ cell gate was defined in PI- live cortical cells.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

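Rat brains were profiled by DBiT-seq, in which barcodes are brought to a fixed section through microfluidic lanes, so that a pixel is the crossing of 2 lanes and holds parts of several cells. The 12 libraries analysed come from 4 controls injected with saline, 4 rats at 7 d.p.l. and 4 rats at 14 d.p.l., all Sprague Dawley, and conditions and replicate numbers were taken from the deposited labels. Each library covers 1 section with the CCP and 1 section with the IO. The authors removed reads without primers or linkers (bbduk 39.01), read out the spatial barcodes with their own code, counted reads with Cell Ranger 7.1.0 on mRatBN7.2 with its RefSeq annotation in a Snakemake 7.24.0 workflow, and deposited raw UMI counts for 34034 genes and 10000 barcode pairs per library, with no imputation of low lanes. The deposited lists of barcodes and genes are in the order of the counts. The authors also deposited image coordinates, which are the column and row of each grid position over tissue, made with imager 1.0.2. The paper clustered pixels with Seurat 5.1.0 after imputing low lanes, and its clusters were not recomputed here because they depend on that imputation and on outlines drawn by hand.

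The order of the barcodes along the lanes is not given in the sources used here. It was written out from the standard barcode list of the method and checked on the counts: neighbouring lanes were more alike (mean correlation 0.122 for the first barcode and 0.135 for the second) than in any of 1000 shuffled orders (0.005 and 0.007 at most). The turn of each image against the counts was set by the highest correlation of tissue with UMIs. For 14 d.p.l. replicate 4 the highest, 0.192, lay close to the next, 0.186, so the outline of its tissue is uncertain. The line between the 2 sections was drawn by hand along the gap, before any comparison. The share of a library's UMIs in tissue pixels was 80.1% to 96.4%, and 7053 to 8881 pixels of a library lay over tissue. Lanes with a mean under 33% of the median lane numbered 7 to 19 in controls, 8 to 28 at 7 d.p.l. and 18 to 31 at 14 d.p.l. They were kept, and leaving them out was an alternative.

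The IO region was made of the 600 pixels of the IO section with the highest share of UMIs from Calb1, Htr5b, Gjd2, Foxp2, Cacna1g, Crh, Pou4f1 and Slc17a6 in a box of 5 pixels, widened by 2 pixels. IO neuron pixels hold a Calb1 UMI. Microglia pixels have a score above 0.05 for Aif1, Maf, Csf1r and Spi1, which is the mean log expression (scale 10000) of these genes less that of 100 control genes for each, drawn from 24 bins of expression, and those of the IO lie within 1 pixel of a Calb1 pixel. The lesion window is the square of 26 by 26 pixels, with at least 80% tissue, in which Aif1, Csf1r, Maf, Spi1, Cd68, C1qa, C1qb, C1qc, Ctss, Tyrobp, Laptm5 and Cx3cr1 took the largest share of UMIs. The medulla outside the IO and the CCP section outside the lesion are the tissue pixels at least 5 pixels away. These regions stand in for the outlines and control squares that the authors drew by hand, which were not used here.

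Raw UMIs were summed per library over the pixels of a region, and genes were tested with edgeR 4.0.16 (R 4.3.3, limma 3.58.1) on the 12 libraries together: filterByExpr with a minimum count of 10 and a total of 15, TMM factors, and the quasi-likelihood test for 7 d.p.l. against controls, 14 d.p.l. against controls and 14 against 7 d.p.l. Genes with an adjusted p (Benjamini-Hochberg) under 0.05 are called higher or lower. CPM of single genes are scaled by TMM, and summed CPM of a panel or list by the total of UMIs. SDs are between rats unless given over genes. Differences between regions were tested as interactions with the library as a block. In all, 25 comparisons were made, of which 19 were set before the data were examined. Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and their members were also adjusted over the list alone. Measures with 1 value per rat were compared by two-sided exact permutation tests, adjusted over 24 tests set before the data were examined and over 21 added later. With 4 rats against 4 the smallest p is 0.0286. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 was used for regions, scores and figures.

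Genes are named by a rule set before the data were examined. For each comparison these are the 10 largest rises and 10 largest falls among genes past the threshold with at least 20 CPM in the higher group, an assigned symbol and no overlap between rats, every gene that the paper names for these data in its text, Fig. 2e,i,l and Extended Data Fig. 5j,k, and 2 to 4 members of each list described, those with the smallest p. Only a part of the genes that the rule allows is named. Genes outside it are said to be chosen after their values were seen. The genes of the paper's clusters were picked by the authors from these same libraries, so a list made of them is not independent evidence.

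The alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors or library size alone in place of TMM, no filter on low counts, mitochondrially encoded genes taken out, low lanes left out, other outlines of the IO region and lesion window, other choices of neuron and microglia pixels, the replicate number as a block, and leaving out each library in turn. Thinning each pixel to a fixed number of UMIs was set before the data were examined and the number, 1000, afterwards, when leaving the 2 mitochondrial rRNAs out of the library size was added too. Tested on simulated data, lesion microglia pixels at 7 d.p.l. against controls (9406 genes) gave 10% of genes with a 2-fold change and 0% with a 1.5-fold change, and the interaction of IO neuron pixels with the medulla at 7 d.p.l. (14539 genes) gave 50% and 24%. Bulk RNA-seq, single-nucleus data and the samples at 28 d.p.l. were not analysed here. In the section of 14 d.p.l. replicate 4 no window held enough tissue, so comparisons of the lesion window and of the CCP section outside it have 3 rats at 14 d.p.l., while the rRNA share of the whole CCP section has 4.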

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

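The tests of explanations in this part, the shares of mitochondrial rRNA, the sum of DAM genes in the medulla and the ratio of the lesion window to its surroundings were chosen only after the results were seen. The remaining measures were set before the data were examined.

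The 2 mitochondrial rRNAs, which the paper does not report on, stood above every control at 7 d.p.l. in each region. They took 27.9% of UMIs in IO neuron pixels (controls 6.49% to 12.1%), 30.0% in the IO section (controls 8.11% to 13.4%), 29.4% in the medulla outside the IO (controls 8.56% to 13.4%), 31.9% in the CCP section (controls 7.86% to 14.0%) and 25.1% in barcodes outside tissue (controls 9.01% to 15.1%). From 7 to 14 d.p.l. the share differed by -19.7 percentage points in IO neuron pixels, -18.2 in the medulla, -23.1 in the CCP section and -14.8 outside tissue, with no overlap between the groups in each (exact permutation test, p = 0.0286, adjusted p = 0.0546). For the 13 mitochondrially encoded subunits, the values argue against a change confined to IO neurons at 7 d.p.l. These genes changed by a median of 0.74 in IO neuron pixels and 0.681 in the medulla, where 10 of 13 rose. The median difference in change was 0.03 (SD 0.10 over the genes, which is no spread between rats). Between rats, the subunit share in IO neuron pixels minus that in the medulla had an SD of 0.46 percentage points at 7 d.p.l. and 0.42 in controls. A larger change in IO neurons is therefore not excluded. A few genes taking most of the counts would move the other genes alike. TMM centres the median gene by itself, so its value of -0.009 says nothing here. Calls went both ways after TMM, with 673 genes higher and 401 lower, which a move of all other genes alike would not give. This explanation stays open for the shift of the median gene when scaled by library size alone. With the mitochondrially encoded genes taken out 1044 passed, against 1074, but TMM already sets such genes aside, so this says nothing either way. A difference between the groups in slide or library preparation stays open, since the rRNA share also rose by 13.4 percentage points in barcodes outside tissue and the labels give no slide. A response of the whole section to the lesion may also be the source, and the 2 cannot be told apart here.

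The summed CPM of the 28 DAM genes, in which abundant genes weigh most, was higher at 14 than at 7 d.p.l. It differed by 1.31 on the log2 scale in the IO region (no overlap between the groups, exact permutation test, p = 0.0286, adjusted p = 0.171). In the medulla outside the IO it differed by 1.14 (no overlap, exact permutation test, p = 0.0286, adjusted p = 0.0546). The total includes the 2 mitochondrial rRNAs, which took a larger share at 7 d.p.l., so part of these differences may be dilution. Scaled by TMM, DAM genes of the medulla had a median of 0.097 at 7 d.p.l. against controls (3 of 27 higher and 2 lower). For the rise at 14 d.p.l. over controls, the values argue against a change confined to the IO and do not exclude a larger change there. In IO neuron pixels 22 DAM genes changed by a median of 0.71. They changed by 0.16 more (SD 0.20 over the genes, not between rats) than in the medulla, where 11 of 27 were higher and 1 lower. More microglia per pixel may explain the rise and stays open, since DAM genes rose by 0.20 more than 14 homeostatic genes (interval over genes -0.16 to 0.74). A difference in slide or library preparation stays open too, since the sum rose by 0.451 in the medulla. That rise was 0.386 to 0.550 as single libraries were left out, with no call without any 1 of the controls. A response that reaches the medulla around the IO was not tested apart from these explanations.

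The CCP section outside the lesion held a rise of fibroblast markers at 14 d.p.l. (median log2 fold change 1.71, 6 of 15 past the threshold) and of genes of antigen presentation by MHC class II (median 2.11, 4 of 7), and neither list passed camera with an estimated correlation (adjusted p = 0.679 and 0.328). The values argue against a rise of fibroblast markers confined to the lesion window. There, 14 markers changed by a median of 1.84 and by 0.04 more (SD 0.21 over the genes, not between rats) than around the window. Since the window was not shown to hold the lesion, it cannot be told whether the rise reaches past the lesion. Sections that hold more of the brain surface may explain it and stay open: without 14 d.p.l. replicate 3 the median over the other rats was 0.72, against 1.36 with it, and single rats had 0.91, 0.53 and 2.73 at 14 d.p.l. A 7 d.p.l. rat reached 1.23. Scar tissue around the lesion was not tested.

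Many genes also passed in regions outside those whose genes the paper discusses. In the medulla outside the IO, 1557 genes passed at 7 d.p.l. and 857 at 14 d.p.l. against controls, and in the CCP section outside the lesion 1471 and 1207 passed. Scaled by library size alone, which moved the median gene by -0.43 and -0.50 at 7 d.p.l., these counts at 7 d.p.l. were 138 higher and 8335 lower in the medulla and 81 higher and 10155 lower in the CCP section. With no filter on low counts, 1509 passed in the medulla at 14 d.p.l. The first count was 1.0e+03 without 7 d.p.l. replicate 3, and the second 421 without Control replicate 3 and 484 without 14 d.p.l. replicate 3. The third was 741, 748 and 890 without Control replicate 1, 2 and 4, and 829 and 815 without 7 d.p.l. replicate 2 and 4, and the fourth was 647, 772 and 674 without Control replicate 2, 3 and 4, and 274 without 14 d.p.l. replicate 1.

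The share of IO pixels with a Calb1 UMI differed by -14.9 percentage points from 7 to 14 d.p.l. (no overlap between the groups, exact permutation test, p = 0.0286, adjusted p = 0.171). There was no call without any 1 of the rats at 14 d.p.l., where the test has 35 assignments and a single other one as large ends a call. The difference stayed between -18.6 and -12.7 percentage points. A single sample lay far from the others in 2 of 46 groups of 4, and chance gives about 1 in 20. The UMIs per tissue pixel of 7 d.p.l. replicate 1 were 3088, where the other rats had 5253 to 5689. The ratio of the lesion window to its surroundings in Control replicate 4 was 2.34, where the other controls had 1.27 to 1.41.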

How the results depend on the processing

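The depth of 1000 UMIs for thinned pixels, leaving the 2 mitochondrial rRNAs out of the total, the comparisons of microglia pixels in the CCP section outside the lesion, the interactions of IO microglia pixels and the measures of mitochondrial rRNA, of DAM genes and microglia pixels in the medulla and of the lesion panel were chosen after the results were seen, and the other tests and alternatives were set before the data were examined. Of 208 counts of genes under other settings, 152 stayed within 1.5 times the value reported and 56 did not. Of 2078 values of single genes, 1940 kept their direction and their side of the threshold, 73 lost a call, 47 gained one and 18 turned. Of 78 values of measures per rat, 61 kept both, 1 lost a call, 7 gained one and 9 turned. DESeq2's size factors in the edgeR fit kept every count of genes within 1.5 times, and taking out the mitochondrially encoded genes did so too (1044 in IO neuron pixels at 7 d.p.l.). Unless a reason is given, the cause of a change was not tested.

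Scaling by library size alone moved most genes one way, because the median gene shifts with it. At 7 d.p.l. against controls it called 5408 genes in IO neuron pixels, 5145 in IO microglia pixels, 1128 in the lesion window, 32 in lesion microglia pixels, 8473 in the medulla, 10236 in the CCP section outside the lesion and 5526 in its microglia pixels. From 7 to 14 d.p.l. it called 6365 in IO neuron pixels, 6120 in IO microglia pixels and 296 in lesion microglia pixels. It gave 1 gene in the interaction of IO neuron pixels with the medulla at 7 d.p.l. and 1 in that of IO microglia pixels with those of the medulla. Genes whose log2 fold change turned were, in IO neuron pixels at 7 d.p.l., Kif5c (-0.15), COX1 (-0.024), Fbxw7 (-0.049), CYTB (-0.13) and Jun (-0.33); in IO microglia pixels at 7 d.p.l., Bdnf (-0.046) and Fbxw7 (-0.32), and from 7 to 14 d.p.l., Spp1 (0.23), Fbxw7 (0.31) and Fabp5 (0.31); in lesion microglia pixels from 7 to 14 d.p.l., Meg3 (0.08) and Lrp1b (0.27); and in the medulla at 7 d.p.l., Fbxw7 (-0.043). The directions reported for single genes are therefore relative to the median gene.

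DESeq2 called more genes where edgeR called few: 107 at 7 d.p.l. and 113 at 14 d.p.l. in the lesion window, 14 and 11 in lesion microglia pixels, with 46 from 7 to 14 d.p.l., 327 at 14 d.p.l. in microglia pixels of the CCP section outside the lesion, and 1 in the interaction of IO neuron pixels with the medulla at 7 d.p.l. No filter on low counts tested more genes and gave 685 in IO microglia pixels at 14 d.p.l., 34 in the lesion window at 14 d.p.l., 106 at 7 d.p.l., 260 at 14 d.p.l. and 391 from 7 to 14 d.p.l. in lesion microglia pixels, 1509 in the medulla at 14 d.p.l., and 564 at 7 d.p.l. and 588 at 14 d.p.l. in microglia pixels of the CCP section outside the lesion. For the interactions at 7 and 14 d.p.l. it gave 50 and 26 between IO neuron pixels and the medulla, 76 and 10 between the lesion window and the CCP section, 4 and 21 between IO microglia pixels and those of the medulla, and 35 and 7 between IO and lesion microglia pixels. The replicate number as a block gave 617 in IO microglia pixels at 14 d.p.l., 1 in the lesion window at 7 d.p.l. and 1 at 14 d.p.l., and 1 in lesion microglia pixels at 7 d.p.l.; the block does not apply to the interactions. Libraries of the same replicate number in different groups were alike only in part: after the group means were taken out, their correlations lay between -0.052 and 0.18 in IO neuron pixels, -0.116 and 0.293 in the medulla and 0.012 and 0.216 in the CCP section, and 4 of 12, 6 of 12 and 5 of 10 exceeded 0.1. In these regions 7 of 12, 9 of 12 and 9 of 11 libraries correlated best with a library of their own number, a hint from the data and not the design. The mean correlations were 0.072, 0.083 and 0.106 for the same number and -0.024, -0.028 and -0.035 for other numbers. The means were thus higher for the same number in each region, while some pairs lay below 0.1. Whether the numbers pair the samples stays open, and the main fits and permutation tests do not use them.

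Leaving out low lanes gave 1 gene in the lesion window at 14 d.p.l. An Otsu threshold for the IO region gave 1 in the interaction of IO neuron pixels with the medulla at 7 d.p.l., and Cacna1c turned to -0.011 at 14 d.p.l. in IO neuron pixels. Without widening of the IO region, 389 genes passed in IO microglia pixels at 7 d.p.l. The 3-gene score gave 299 there and 6 in lesion microglia pixels from 7 to 14 d.p.l., and P2ry12, one of the 3 genes, turned to -0.15 in IO microglia pixels at 14 d.p.l. At least 1 UMI of the 4 genes, which takes in more pixels, gave 1027 at 7 d.p.l., 801 at 14 d.p.l. and 2761 from 7 to 14 d.p.l. in IO microglia pixels, and 1 at 7 d.p.l. and 15 from 7 to 14 d.p.l. in lesion microglia pixels, where Lrp1b turned to 0.013. The lesion window called 0 genes at 7 d.p.l. with 20 by 20 pixels, 65 with 32 by 32 and 1152 with the whole CCP section, and at 14 d.p.l. 35 with 32 by 32 and 1455 with the whole section. In lesion microglia pixels, 32 by 32 pixels gave 7 at 7 d.p.l. and 176 from 7 to 14 d.p.l., where Igf2 turned to -0.56 and Lrp1b to 0.006. That window also lost 14 d.p.l. replicate 3, whose section reached 78.2% tissue, which leaves 2 rats at 14 d.p.l., so a spread pooled over the groups is assumed for them.

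Of 25 comparisons of gene lists, 2 kept their count of lists past the threshold when the correlation between genes was estimated, and 23 did not. The count was then 1 in IO neuron pixels at 14 d.p.l., 1 in lesion microglia pixels at 7 d.p.l. and 1 from 7 to 14 d.p.l., and 0 in the others, so most results on lists rest on the preset correlation.

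For UMIs per tissue pixel, leaving out low lanes gave a gain of 1899 at 14 d.p.l. over controls (exact permutation test, p = 0.0286) and 149.6 over 7 d.p.l., where the value reported is a fall, and leaving out the 2 rRNAs gave 530.2 there. The share of IO pixels above the microglia score rose at 14 d.p.l. over controls by 8.30 percentage points without widening of the region and by 5.88 with each pixel thinned to 1000 UMIs, each past the threshold (exact permutation test, p = 0.0286). Against 7 d.p.l. the fall of that share turned to 0.241 without widening, 4.54 with the 3-gene score, 1.19 with at least 1 UMI of the 4 genes and 4.82 with thinning, so no direction between 7 and 14 d.p.l. is given. The share in the lesion window turned at 14 d.p.l. against controls to -1.22 with 32 by 32 pixels and -0.869 with the 3-gene score. With the 2 rRNAs left out, the fall of DAM genes in the IO region at 7 d.p.l. was -0.25 (exact permutation test, p = 0.171). The share of the 13 mitochondrially encoded subunits then passed in IO neuron pixels (2.06 percentage points at 7 d.p.l. against controls and -2.19 from 7 to 14 d.p.l.) and in the medulla (2.30 and -2.23; exact permutation test, p = 0.0286 each), while the difference between these 2 places from 7 to 14 d.p.l. turned to 0.035. The rRNAs make up a larger part of the total at 7 d.p.l., which lowers the share of the subunits in that total. Leaving the rRNAs out removes this dilution, so the shares are then relative to the other genes.

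Leaving out each library in turn gave 287 counts of genes, of which 218 stayed within 1.5 times, and 2534 values of single genes, of which 2268 kept direction and side, 239 lost a call, 16 gained one and 11 turned. For 7 d.p.l. against controls, 14 d.p.l. against controls and 14 against 7 d.p.l., the counts ran over 501 to 1287, 502 to 1095 and 2028 to 3349 in IO neuron pixels, 270 to 613, 202 to 500 and 1057 to 1892 in IO microglia pixels, and 0 to 1, 0 to 1 and 0 to 146 in lesion microglia pixels. For the first 2 of these they ran over 0 to 64 and 0 to 29 in the lesion window, 1.0e+03 to 1692 and 421 to 1173 in the medulla, 741 to 1773 and 274 to 1301 in the CCP section outside the lesion, and 68 to 338 and 22 to 196 in its microglia pixels. The interaction of IO neuron pixels with the medulla at 7 d.p.l. gave 0 to 2 and that of IO microglia pixels with those of the medulla at 14 d.p.l. 0 to 2. Genes that turned were Kcnj16 (-0.32 to 0.004) at 7 d.p.l. and Cacna1c (-0.04 to 0.064), Slit3 (-0.19 to 0.007) and Synpo2 (-0.066 to 0.22) at 14 d.p.l. in IO neuron pixels, Fabp5 (-0.47 to 0.022) from 7 to 14 d.p.l. in IO microglia pixels, and Itgam (-0.54 to 1.28) at 7 d.p.l. and Igf2 (-0.28 to 3.67) and Lrp1b (-0.27 to 0.23) from 7 to 14 d.p.l. in lesion microglia pixels. None of these 8 had passed.

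Of 356 values per rat with a library left out, 317 kept direction and side, 8 lost a call, 6 gained one and 25 turned. With 1 library left out, the test of 4 rats against 4 keeps 35 assignments. A single other assignment as large then ends a call, also where the groups stay apart. UMIs per tissue pixel ran over 1179 to 2046 at 7 d.p.l. and 739.4 to 1224 at 14 d.p.l. against controls, with the highest past the threshold without 7 d.p.l. replicate 1 and without 14 d.p.l. replicate 3. The share of IO pixels with a Calb1 UMI ran over -11.8 to -5.59 percentage points at 14 d.p.l. against controls, past the threshold without Control replicate 1, and -18.6 to -12.7 from 7 to 14 d.p.l., with the call lost without any 1 of the rats at 14 d.p.l. The microglia share ran over 5.59 to 9.88 in the IO region at 7 d.p.l., past the threshold without 7 d.p.l. replicate 4, -2.25 to 3.32 in the lesion window at 14 d.p.l. against controls and -2.55 to 2.05 in the medulla from 7 to 14 d.p.l. The share of mitochondrially encoded subunits in IO neuron pixels ran over 0.597 to 0.905 at 7 d.p.l. and -0.379 to 0.0138 at 14 d.p.l. against controls and -1.13 to -0.710 from 7 to 14 d.p.l., and in the medulla over -0.0924 to 0.158 at 14 d.p.l. The difference between these 2 places ran over -0.184 to 0.158 at 7 d.p.l., -0.287 to 0.0558 at 14 d.p.l. and -0.291 to 0.0358 between the time points. The rRNA share at 14 d.p.l. against controls ran over -0.860 to 1.22 in IO neuron pixels and -1.59 to 0.450 in the CCP section, the sum of DAM genes in the medulla over 0.386 to 0.550 with the call lost without any 1 of the controls, and the ratio of the lesion window to its surroundings over -0.312 to 0.102.

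In simulated data of IO neuron pixels at 7 d.p.l., 74% of genes with a 2-fold change were recovered, and 96.5% of those at 20 CPM or more. In lesion microglia pixels 10% were recovered, and 12.8% of those at 20 CPM or more, so a count of 0 there leaves changes of that size open. Depth and the spread between rats were not tested apart.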

Differences from the paper's values

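The values below were computed with settings fixed before the data were examined, except those for microglia pixels of the CCP section outside the lesion, a comparison chosen after the results were seen. The paper's count of microglia pixels near calbindin-positive pixels in the IO is 1201, and here it was 3115 (12 libraries). The 3-gene score gave 1497, within 1.5 times the paper's count, while at least 1 UMI of the 4 genes gave 4308, leaving out low lanes 2971, no widening of the IO region 1934 and another threshold for the IO region (Otsu) 3779. The paper's count of lesion pixels with the 4-gene microglial signature is 2874, and here it was 1853 in 11 libraries, from windows in place of outlines drawn by hand. The paper counted 9 CCPs, so the samples are not the same. At least 1 UMI of the 4 genes gave 3156 and a window of 32 by 32 pixels 2584, both within 1.5 times the paper's count, while leaving out low lanes gave 1747 and a window of 20 by 20 pixels 1252. In units of 1e+06, the paper gives 6 for the reads of each sample, and the libraries here held a median of 36.6 for UMIs, for which no alternative was set.

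The paper names a Wald test and does not say whether pixels or rats were its replicates, and the values here took rats, with at most 4 in a group. Its gene names below come from clusters of pixels, and the values here from comparisons of time points. The paper lists Kif13a and Kif13b in an adaptive response of IO neurons, and both were lower at 7 d.p.l. here, while Kif5c (0.26), Kcnab1 (-0.20) and Kcnd3 (-0.34) did not pass and Kcnc1 and Atp6 rose. Cox1 did not pass with edgeR and did with DESeq2 (adjusted p = 0.0394) or without Control replicate 1. Scaled by library size alone, Kcnab1 and Kcnd3 passed as lower, but that scaling moves most genes the same way. Kcnd3 also passed as lower without Control replicate 1, while Kif5c passed as higher without 7 d.p.l. replicate 1. For cluster IO2 the paper names 9 genes at 14 d.p.l., of which Cacna1 was read here as Cacna1c, and none passed against controls, where the paper gives no direction, and Grin1 was higher at 14 than at 7 d.p.l. and passed against controls when all pixels of the IO region were taken.

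For microglia of the IO at 7 d.p.l., the paper names Bdnf, Igf1 and Fbxw7, of which Igf1 passed here and Bdnf (0.41) and Fbxw7 (0.13) did not. Bdnf passed with the Otsu threshold for the IO region and with at least 1 UMI of the 4 genes. At 14 d.p.l., Ptn, Psap, Ptgds, Apoe and Spp1 rose and Igf2 (1.15) and Gas6 (0.20) did not pass. Igf2 passed with no filter on low counts, with the replicate number as a block, and without Control replicate 3 or 14 d.p.l. replicate 2 or 4. For the lesion, read in windows that were not shown to hold it, no gene that Fig. 2e marks for cluster 1 or cluster 2 passed in lesion microglia pixels, and the median of the cluster 1 genes was 0.73 at 7 d.p.l. Gabra6, of cluster 2, passed as higher from 7 to 14 d.p.l. when scaled by library size alone, with no filter on low counts and without 14 d.p.l. replicate 3. The paper reports no significant change in the make-up of microglia clusters in control areas. Clusters were not computed here, and 192 genes at 7 d.p.l. and 197 at 14 d.p.l. passed in microglia pixels of the CCP section outside the lesion, which is wider than the paper's control squares. Of the 2 genes of Extended Data Fig. 5j,k, Myo1e rose from 7 to 14 d.p.l. here and Fabp5 (-0.15) did not pass.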

Other observations

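This part holds values that are not set at a sentence of the paper. The comparisons of microglia pixels in the CCP section and the interactions of IO microglia pixels were chosen after the results were seen, as were the splits of the libraries for the interaction between IO neuron pixels and the medulla and for that of the lesion window with the CCP section at 7 d.p.l.

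Some nuclear genes of oxidative phosphorylation were higher at 14 d.p.l. than in controls in the IO. In IO neuron pixels these were 16 of 75 (23 when adjusted over the list alone), among them Ndufa13 (1.15, adjusted p = 2.3e-04) and Ndufv1 (0.99, adjusted p = 7.3e-04) of complex I. In IO microglia pixels they were 9 of 75 (14 when adjusted over the list alone), led by Cyc1 of complex III (1.32, adjusted p = 2.7e-04). With an estimated correlation camera gave an adjusted p = 0.662 and 0.704. In the medulla 13 of 75 were higher (adjusted p = 0.875 with an estimated correlation).

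Some genes of MHC class II, by which phagocytes present antigen to T cells, were higher at 14 d.p.l. in the medulla and in the CCP section. In the medulla outside the IO 4 of 8 rose (6 when adjusted over the list alone), among them Cd74 (2.29) and RT1-Ba (2.16, adjusted p = 0.022; no call without Control replicate 2, 3 or 4 or 14 d.p.l. replicate 3). Markers of other cells moved there too: 2 of 15 fibroblast markers rose (9 when adjusted over the list alone, median 0.91) and 2 of 9 endothelial markers (4 when adjusted over the list alone, median 0.32), and neither list passed camera with an estimated correlation (adjusted p = 0.844 each). In the CCP section outside the lesion 4 of 7 rose (5 when adjusted over the list alone), among them RT1-Ba (2.63, adjusted p = 0.012; no call without 14 d.p.l. replicate 1). With an estimated correlation the list did not pass in either (adjusted p = 0.662 and 0.328). Of DAM genes, 11 of 27 were higher and 1 lower in the medulla (14 and 1 when adjusted over the list alone) and 9 of 26 were higher in the CCP section (13 higher and 1 lower when adjusted over the list alone), and with an estimated correlation the list did not pass (adjusted p = 0.489 and 0.507). Apoe rose by 1.15 (adjusted p = 0.0017) in the medulla and by 1.38 (adjusted p = 0.0017) in the CCP section, and Cd63 by 1.04 and 1.30. Fibroblast markers of the CCP section included Mgp (1.35, adjusted p = 0.0087) and Dcn (1.77, adjusted p = 0.019; no call without Control replicate 2).

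At 7 d.p.l. the medulla outside the IO showed much of what IO neuron pixels showed. There, 10 of 13 mitochondrially encoded subunits rose (13 when adjusted over the list alone), 10 of 12 neuron markers rose and 27 of 47 ribosomal protein genes fell (37 when adjusted over the list alone, with 1 higher), and none of the 3 lists passed camera with an estimated correlation (adjusted p = 0.501 each). The neurotrophic genes Igf1 (0.97, adjusted p = 0.0184), Bdnf (0.70, adjusted p = 0.0372) and Fbxw7 (0.37, adjusted p = 0.0238) rose too. Bdnf lost the call without Control replicate 1, 2 or 3 or 7 d.p.l. replicate 3 or 4, Fbxw7 without Control replicate 1 or 2 or 7 d.p.l. replicate 2 or 3, and Igf1 without Control replicate 2 or 7 d.p.l. replicate 3. Scaled by library size alone, Igf1 and Bdnf lost the call and Fbxw7 turned to -0.04. In the CCP section, 8 of 13 mitochondrially encoded subunits rose (12 when adjusted over the list alone; camera, adjusted p = 0.321 with an estimated correlation) and Eno2 rose by 1.13 (adjusted p = 8.1e-05).

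Each comparison was set against other splits of the same libraries into groups of the same sizes. Where only the real split of 35, 1 in all, reached the real count, the result lies at the floor of this test. It was not adjusted over the comparisons and takes the libraries as exchangeable, so chance is made less likely and is not excluded. In IO neuron pixels the real counts were 1074, 917 and 3049 (7 d.p.l. against controls, 14 d.p.l. against controls and 14 against 7 d.p.l.), where the highest other split gave 14, 92 and 791. In IO microglia pixels they were 608, 380 and 1695 against 15, 54 and 253. In the medulla they were 1557 and 857 against 0 and 105, in the CCP section 1471 and 1207 against 0 and 210, and in its microglia pixels 192 and 197 against 2 and 1. In the lesion window at 7 d.p.l. the count was 26 against 1, but it was 0 without any 1 of 5 libraries, so it rests on single libraries.

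Where the real count was 0, each of the 35 splits reaches it by construction, so the splits say nothing about chance. This covers the lesion window at 14 d.p.l. (highest other 0) and for lesion microglia pixels (highest other 84 at 7 d.p.l., 0 at 14 d.p.l. and 75 from 7 to 14 d.p.l.). The interactions also had a real count of 0, which each of 25 splits reaches in the same way. The highest other was 102 at 7 d.p.l. and 0 at 14 d.p.l. between IO neuron pixels and the medulla, 955 and 0 between IO microglia pixels and those of the medulla, 8 and 0 between the lesion window and the CCP section, and 38 and 2 between IO and lesion microglia pixels. The splits with 102 and 955 genes set 7 d.p.l. replicates 1 and 2 with Control replicates 3 and 4 against the rest. These interactions share libraries, and whether the samples hold a structure that the labels do not give was not tested.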
